# Neuropathy-associated Tecpr2 mutation knock-in mice reveal endolysosomal loss of function phenotypes in neurons and microglia

**DOI:** 10.1038/s41419-025-08168-w

**Published:** 2025-10-31

**Authors:** Debjani Bhattacharya, Patricia da Silva-Buttkus, Karsten Nalbach, Lizhen Cheng, Lillian Garrett, Martin Irmler, Georg Kislinger, Georg Werner, Ramona Rodde, Christoph Lengger, Johannes Beckers, Annemarie Zimprich, Sabine M. Hölter, Valerie Gailus-Durner, Helmut Fuchs, Martin Hrabe de Angelis, Benedikt Wefers, Wolfgang Wurst, Monika S. Brill, Martina Schifferer, Stefan F. Lichtenthaler, Christian Behrends

**Keywords:** Lysosomes, Neurodegeneration

## Abstract

Mutations in the gene encoding Tectonic β-propeller repeat-containing repeat protein 2 (TECPR2) cause hereditary sensory and autonomic neuropathy subtype 9 (HSAN9) which is a fatal neurodevelopmental and neurodegenerative disorder involving the sensory and peripheral nervous system. TECPR2 is ubiquitously expressed and linked to trafficking and sorting within the cell, however, its functional role remains poorly defined. Moreover, molecular insights into pathogenic mechanisms underlying HSAN9 are lacking. Here, we report a novel mouse model which harbors a HSAN9-associated nonsense mutation that causes loss of TECPR2 expression. Mice show altered gait, highly region-specific axonal dystrophy, and extensive local gliosis. The affected medulla area prominently features swollen axons filled with amorphous protein aggregates, glycogen granules, single and double membrane vesicles as well as aberrant organelles including ER and mitochondria whose proteome is distinctly altered. Despite the locally restricted pathology the neuronal demise is detectable in the cerebrospinal fluid and responded to by damage-associated microglia. However, their capacity to clear neuronal debris seems attenuated. Overall, neuronal and microglia phenotypes point to a dysfunctional endolysosomal system when TECPR2 is missing. This was confirmed in TECPR2 knockout cells and linked to TECPR2’s interaction with the homotypic fusion and protein sorting (HOPS)–tethering complex. Collectively, we uncovered a role of TECPR2 in endolysosome maintenance which seems relevant for healthy neurons in a particular brain region.

## Introduction

Hereditary sensory and autonomic neuropathy (HSAN) is a group of fatal genetic diseases involving a varied array of neurological disorders. It is characterized by axonal dystrophy and degeneration affecting sensory as well as peripheral nervous system involving control of respiration, gastrointestinal reflux and lower limb movements [1]. HSAN subtype 9 (HSAN9) is an autosomal recessive neurodevelopmental and neurodegenerative disorder caused due to homozygous or compound heterozygous mutations in a gene encoding Tectonic β-propeller repeat-containing repeat protein 2 (TECPR2). HSAN9 patients display an overall developmental delay and intellectual disability. They also develop muscle spasticity, hyporeflexia which manifests as walking disability, gait ataxia and often progress to hypoventilation, impaired blood pressure regulation, and frequent aspiration events. Early mortality in these patients is primarily due to dysregulation in respiratory control [2–5].

TECPR2 is comprised of N-terminal tryptophan aspartic acid 40 (WD40) repeats and Tectonic β propeller repeats (TECPRs) along with an LC3-interacting region (LIR) at the C-terminus. TECPR2 was first identified as an ATG8-interacting protein and shown to be a positive regulator of autophagy [2, 6]. TECPR2 also interacts with SEC24D, an endoplasmic reticulum (ER) protein involved in the formation and maintenance of COPII vesicles and ER exit site (ERES). Loss of TECPR2 destabilizes ER-to-Golgi transport through a reduction of ERES [7]. Besides, TECPR2 also interacts with several subunits belonging to protein complexes such as biogenesis of lysosome-related organelle complex 1 (BLOC1) and homotypic fusion and protein sorting (HOPS). BLOC1 plays various roles in vesicle biogenesis, cargo sorting, and vesicle recycling whereas HOPS functions in vesicle tethering and fusion of late endosomes and autophagosomes with lysosomes [8, 9].

Nonsense mutations such as p.Leu440Argfs*19 (L440Rfs) or p.Leu1139Argfs*75 (L1139Rfs) are thought to yield premature stop codons which in turn result in partial or complete functional loss of TECPR2. Consistently, fibroblasts from HSAN9 patients carrying the L440Rfs mutation show no detectable TECPR2 expression and are characterized by accumulation of autophagosomes and loss of TECPR2’s interaction with the lysosomal SNARE protein VAMP8, indicating a role of TECPR2 in vesicle tethering and fusion [10]. Likewise, CRISPR/Cas9-engineering of L440Rfs in HeLa cells yielded no TECPR2 expression. Spatial and proximity proteomics of these cells unveiled profound changes in the composition of ERES, COPII carriers and lysosomes as well as altered proteomes of the plasma membrane and the secreted media. Intriguingly, changes in the latter two sub-proteomes could not be rescued by overexpressing TECPR2 L440Rfs whose interactions with trafficking components such as HOPS was lost or substantially reduced [11]. Hence, the functional consequences of compromised TECPR2 expression are not restricted to defective ER-to-Golgi transport but expand to other cellular compartments which can be reached via the secretory pathway. Given TECPR2’s interaction with HOPS, some of these sorting defects might not be related to the role of TECPR2 in the early secretory pathway but could rather reflect a function in the endolysosomal system. Consistent with this notion, increased LAMP1-positive structures and decreased lysosomal mTORC1 were not only observed in cells lacking TECPR2 but also reported upon deficiency of the HOPS subunit VPS41 [10–12]. However, the molecular basis for these endolysosomal abnormalities and the functional significance of TECPR2’s interaction with HOPS remain largely elusive.

*Tecpr2* knock-out (KO) mice show motor and sensory neurodegeneration which is consistent with some of the clinical manifestations in HSAN9 patients [13]. Neuropathologically, these mice featured neuronal degeneration in specific mid- and hindbrain assessed by MRI accompanied by decreased neurofilaments in the spinal cord as well as axonal swelling and autophagosome accumulation in the medulla. Importantly, the latter two worsened in an age-dependent manner [13]. However, *Tecpr2* KO mice do not faithfully recapitulate disease pathology induced by HSAN9-associated mutations since possible toxic gain-of-functions of TECPR2 mutant variants cannot be assessed in this model. In addition, the characterization of Tecpr2 KO mice focused on neurons while *TECPR2* mRNA is ubiquitously expressed. Hence, the roles of different brain cell types involved in HSAN9 pathogenesis are yet to be deciphered.

To overcome these limitations, we generated a *Tecpr2* knock-in (ki/ki) mouse model mimicking the nonsense mutations L1139Rfs. While this frameshift mutation is in exon 16 encoding parts of TECPRs and could therefore produce a C-terminal truncated mutant variant, TECPR2 was not detected at the protein level and its mRNA was significantly decreased. Behavioral and phenotypic studies of these mice showed a gait ataxia phenotype as observed in HSAN9 patients and axonal dystrophy as observed in *Tecpr2* KO mice. Intriguingly, the presence of axonal swelling in a specific region of the medulla correlated with neuronal loss in this area. Proteomics and microscopic analysis of the affected medulla region revealed altered organelle and protein homeostasis characterized by accumulation of amorphous protein aggregates, glycogen granules, autophagosomes and synaptic vesicles as well as enlarged ER and swollen mitochondria whose proteomes were also altered. Collectively, these alterations point to a defective endolysosomal system in medulla neurons. Consistent with prominent gliosis, transcriptomics of *Tecpr2* ki/ki mouse brains unveiled an increase in disease-associated microglia (DAM) genes. The DAM state was confirmed by immunohistochemistry along with microglia proteomics and immunofluorescence which showed increased lysosomal proteins and a decrease in endocytic processes. To better understand the impact of TECPR2 on the endolysosomal system in neurons and microglia, we turned to TECPR2 KO cells and characterized TECPR2’s binding to HOPS. We concluded that loss of TECPR2 causes an overall alteration of the endolysosomal system which possibly leads to the accumulation of cellular components destined for lysosomal degradation in neurons and defective clearing of endocytic and phagocytic cargo in microglia. We speculate that axonal dystrophy in the medulla likely triggers the activation of microglia whose endolysosomal system is also functionally compromised by the lack of TECPR2. This dysfunctional neuron-glia interaction might contribute to HSAN9-related phenotypes in *Tecpr2* ki/ki mice and possibly in HSAN9 patients.

## Methods

### Creation of Tecpr2^L1152Yfs^ mice

Tecpr2^L1152Yfs^ mice were generated using CRISPR/Cas9-mediated gene editing in zygotes, as previously outlined. [14] In short, pronuclear stage zygotes were obtained by mating C57BL/6 J male mice with superovulated C57BL/6 J female mice. Embryos were then electroporated using the NEPA21 electroporator and a 1 mm electrode with a Tecpr2-specific CRISPR/Cas9 ribonucleoprotein (RNP) solution consisting of 200 ng/μl S.p. Cas9 WT protein (IDT), 6 μM crRNA (protospacer GCTGCTCTGGCATAGCCATA; IDT), 6 μM tracrRNA (IDT), and 300 ng/μl mutagenic single-stranded oligodeoxynucleotide (ssODN), carrying a 1 bp deletion (ΔT, L1152Yfs) and a silent mutation (TCC > TCA) for genotyping purposes. 

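In GRCm38, an earlier build of the mouse genome than the GRCm39 that the authors aligned their reads to, Tecpr2 lies on chromosome 12 from 110889264 to 110972394. The protospacer GCTGCTCTGGCATAGCCATA matches the minus strand from 110947711 to 110947730. Beside it, AGG at 110947708 to 110947710 is the motif that S.p. Cas9 needs next to its target. The site lies in exon 16 of the 20 exons of a protein-coding Tecpr2 transcript, within the coding sequence. This exon runs from 110947702 to 110947935, and on the plus strand it starts with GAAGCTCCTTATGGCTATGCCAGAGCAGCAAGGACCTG, from 110947702 to 110947739. This sequence occurred in the annotated transcripts of no gene other than Tecpr2. The codon that L1152Yfs changes is TTA at 110947710 to 110947712 and encodes leucine, and TCC before it encodes serine. With 1 T deleted, this codon reads TAT and encodes tyrosine. In the shifted frame, 32 new residues, this tyrosine included, precede a stop codon, which also lies in exon 16. The stop codon is 567 bases upstream of the last exon junction of the mRNA. The unedited reading frame has 1423 codons.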

Post-electroporation, zygotes were implanted into pseudopregnant CD-1 surrogate animals. Mutant founder animals carrying the L1152Yfs allele were identified and then crossed to C57BL/6 J animals. Validation of the targeted locus was performed on genomic DNA from F1 animals by RFLP and Sanger sequencing. Potential off-target sites for the Tecpr2-specific crRNA were predicted using the CRISPR online tool [15] to eliminate any unwanted modifications. Genomic DNA from the F1 generation was PCR-amplified and confirmed through Sanger sequencing, revealing no additional sequence variations. All animal experiments were approved by the Bavarian government under license number ROB-55.2Vet-2532.Vet_02-16-121. Mouse phenotyping was performed at the German Mouse Clinic (GMC) [16, 17] under license number ROB-55.2-2532.Vet_02-20-202. All mice were treated in compliance with the institutional guidelines approved by the animal welfare and use committee of the government of Upper Bavaria. They were housed in standard cages in a specific pathogen-free facility, maintained on a 12-h light/dark cycle, and given unrestricted access to food and water. The sample size of 15 mice per sex and genotype based on phenotyping experience at the GMC was sufficient to detect medium differences of one standard deviation with a power of 0.8 and an alpha level of 0.05. Deviations from this number are described. Mice were selected from a list and identities were assigned to the experiment. Female and male mice were housed separately, while genotypes were mixed within cages. Phenotypic data, excluding histopathological assessments, were automatically recorded with metadata stored concurrently.

### Open field (OF) test

The open field test (9 weeks of age, *n* = 15/sex/genotype,) was carried out as described previously [18, 19]. The test apparatus from ActiMot, TSE was a square-shaped frame with two pairs of light-beam strips, each pair consisting of one transmitter strip and one receiver strip. These basic light barrier strips were arranged at right angles to each other in the same plane to determine the X and Y coordinates of the animal, and thus its location (XY frame). Each strip was equipped with 16 infrared sensors with a distance between adjacent sensors of 28 mm. With two further pairs of uni-dimensional light-barrier strips (Z1 and Z2), rearing could be detected in addition to location. The light barriers were scanned with a frequency of 100 Hz each on fast computer platforms. The test apparatus consisted of a transparent and infrared light permeable acrylic test arena (internal measurements: 45.5 × 45.5 × 39.5 cm) with a smooth floor. The illumination levels were set at approximately 150 lux in the corners and 200 lux in the middle of the test arena.

### Prepulse inhibition

For prepulse inhibition (PPI) of the acoustic startle reflex (ASR) (10 weeks of age, n = 15/sex/ genotype), we applied a method we described previously [20]. The ASR/PPI assesses two functions: sensorimotor recruitment (ASR) and sensorimotor gating (PPI). The latter reflects the ability to filter irrelevant sensory information. The experimental apparatus consisted of an outer sound-attenuated chamber and an inner load cell platform that recorded the startle response (Med Associates Inc.). After a 5-min acclimation period, the startle response to a 110 dB pulse was measured. For PPI assessment, the capacity of a weaker acoustic pre-pulse (from 67, 69, 73 to 81 dB) to attenuate a 110 dB pulse was calculated as a percentage score. For each acoustic pre-pulse trial, % PPI = 100 x (S – PPi_S)/S, where S is the basal startle response at 110 dB and PPI is the startle response after the pre-pulse exposure. The protocol consisted of 10 blocks, each including every trial condition. ASR was also elicited 10 times at 110 dB without a pre-pulse to determine the baseline response.

### CatWalk

Animals (10 male wt/wt, 12 female wt/wt, 12 male ki/ki, 12 female ki/ki) were tested in Catwalk (CW) XT® system (Noldus Information Technology, Wageningen, Netherlands) [21] from the age of 19-22 weeks (about 5 months). In this system, the mouse traverses an elevated glass walkway bordered by Plexiglas walls in a dark room. A camera beneath the walkway tracks the illuminated footprints that are analyzed with the CW software. For each animal the mean of 2–4 continuous runs (each included approx. 4–6 step cycles) were calculated and used for the analysis. The high-speed camera captured the footprints with a high-speed camera at a rate of up to 100 Hz. The CW system measures aspects of paw floor contact dynamics and calculates many spatial and temporal gait parameters. These include (i) individual paw print parameters, such as the width and length, with a calculation for the front and hind paws (FP and HP, respectively); (ii) paw print position with respect to each other parameters, such as the stride length and the base of support (BOS), indexing the width between the two FPs and the two HPs respectively; (iii) parameters related to time-based relationships between paw pairs (couplings and phase dispersion) and their variation.

### Statistics for behavior studies

Statistical analysis was performed using SPSS® and Graphpad Prism version 8.0.2. All parameters were analyzed using 2-way ANOVA with sex and genotype as factors. When no significant sex x genotype interaction effect was detected, the data of males and females was pooled for all graphs depicted. When an interaction effect was detected, the males and females were graphed separately and a post-hoc Bonferroni’s test was performed. The significance threshold was *p* < 0.05.

### Histological and immunohistological analyses of brain tissue and spinal cord

Tissues collected from wt/wt and ki/ki mice (23 weeks of age, *n* = 5/sex/genotype or 8 weeks of age, *n* = 1/sex/genotype) were fixed in neutral buffered formalin, processed, embedded in paraffin, sectioned at 3 µm and stained with standard hematoxylin and eosin for high-throughput blind histopathological evaluation as previously described [17]. Brain sections were further examined with Periodic-Acid-Schiff (PAS), PAS-Diastase and Congo Red. The immunohistochemical detections were performed using a BOND RX^m^ (Leica Biosystems, Germany) automated stainer. Brain sections were deparaffinized, antigens were retrieved with citrate buffer (Bond Epitope Retrieval Solution 1-H1) or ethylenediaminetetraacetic acid (EDTA) (Bond Epitope Retrieval Solution 2-H2) for 30 min and blocked for 30 min with blocking agent. Primary antibodies (Supplementary Table 8) were applied and incubated for 60 min followed by secondary antibodies applied for 30 min. The detection was performed with BOND Polymer Refine Detection DAB (3,3’-diaminobenzidine). Slides were counterstained with hematoxylin, imaged with a NanoZoomer S60 scanner (Hamamatsu, Japan) and examined with NDP.View2 Plus Software. In negative-control sections, the primary antibodies were omitted and antibody diluent was used. The quantification of the number CTIP2-positive neuron cells in the brain cortex (*n* = 5/genotype/sex) was performed using the open-source software QuPath version 0.5.1 [22]. The region of interest was chosen by manually drawing the areas with CTIP2-positive cells in the scanned images of brain cortex using the Allen Brain Atlas (http://atlas.brain-map.org) as guidance. Areas with tissue creases or ruptures were excluded from the region of interest before the automatic cell detection step. From every mouse, one out of two sections from both brain hemispheres were randomly chosen for the blinded analysis. CTIP2-positive cells were counted and normalized to mm^2^ of cortical area. For the detection of DAPI-NeuN-positive cells (*n* = 2/genotype/sex), the StarDist heavy augment detection model was applied [23] within a QuPath Groovy script. The silhouettes of the cortex, medulla, and cerebellum were manually annotated based on the Allen Brain Atlas and exported to a JSON file. All DAPI-positive nuclei detections were exported as a separate JSON file for each image. In a second Groovy script, both the annotations and detections were imported into the corresponding FITC images from the JSON files. The DAPI-positive detections were further classified based on the mean green fluorescence intensity in the nucleus, using a threshold filter of 7, to calculate the number of DAPI-FITC-positive nuclei per mm² of section area. Double immunofluorescence co-localization studies were performed on brain sections using primary antibodies NeuN and LAMP1, LC3 and LAMP1, LC3 and SYP, IBA1 and LAMP1 as well as IBA1 and CD68 as listed in (Supplementary Table 8) after EDTA antigen retrieval (H2) in a BOND RX^m^ detection system. Sections were subsequently treated with secondary antibodies and nuclear counterstaining was achieved using 4′,6-diamidino-2-phenylindole. Sections were imaged with a NanoZoomer S60 scanner (Hamamatsu, Japan) and the expression of each protein labeled with corresponding fluorochrome was captured separately and then merged. Spinal cord was dissected from formalin fixed tissues. Cervical part of the spinal cord was then immersed in 30% sucrose solution for 48 h at 4 °C followed by embedding in freezing media (tissue-Tek OCT #4583) in a freezing block and stored at –80 °C till sectioning. Frozen spinal cord was subjected to cryo-sectioning at 20 µm thickness and the sections were mounted to slides. Sections mounted on slides were blocked for 1 h then stained with primary antibody overnight at 4 °C followed by secondary antibody staining, Hoechst staining and mounting in Prolong Gold supplemented with DAPI media. Pathological lesions were evaluated descriptively and their prevalence was compared between genotypes. The number of Ctip2- and NeuN-positive cells was compared using a two-sided Welch *t*test.

### Vibratome sectioning of brain

12-month-old ki/ki and wt/wt were perfused in a PFA/GA fixative (2% PFA, 2.5% glutaraldehyde, 2 µM calcium chloride, 0.1 M cacodylate buffer) at a flow rate of 1.3 ml/min. Post perfusion whole brain was removed and fixed in PFA/GA fixative for 12 h at 4 °C. Post fixation, brains were subjected to vibratome (Leica VT1200S) sectioning of 100 µm thickness. The sections were then stored in 0.1 M cacodylate buffer at 4°C till processed for EM.

### Brainstem scanning and electron microscopy

Sagittal vibratome sections were further dissected to a maximum size of 1 mm² containing the region of interest. These samples were stained following a standard reduced osmium, thiocarbohydrazide (TCH), osmium (rOTO) *en bloc* staining protocol [24]. In brief, post-fixation was achieved by incubation in 1% osmium tetroxide (EMS), 1% potassium ferrocyanide (Sigma) in 0.1 M sodium cacodylate (Science Services) buffer (pH 7.4) for 1 h, followed by one wash in buffer and two washes in distilled water, for 10 min each. Osmium tetroxide staining was enhanced by reaction with filtered 1% aqueous TCH (Sigma) for 45 min at 40 °C. After incubation in TCH, the samples were washed in water thrice and incubated in 1% aqueous osmium tetroxide for 1 h, washed in distilled water and further contrasted by overnight incubation in 1% aqueous uranyl acetate at 4 °C and 2 h at 50°C the next day. Samples were dehydrated in a graded series of ethanol followed by three 20 min incubations in dry acetone. Next, samples were infiltrated with increasing concentrations of LX112 (LADD) resin in acetone. These steps were: 25% and 50% resin for 2 h each, 75% resin overnight and two 100% resin steps for 2 h each. Subsequently, samples were polymerized at 60°C for 48 h.

For scanning electron microscopy, the samples were ultrathin sectioned at a thickness of 100 nm (UC7 Ultramicrotome; Leica) and collected onto carbon coated Kapton tape pieces. Sections were imaged using a Crossbeam340 (Zeiss) at 8 kV with an angular BSD detector.

For transmission electron microscopy, the samples were ultrathin sectioned at a thickness of 50 nm (UC7 Ultramicrotome; Leica) and collected TEM-Grids (Science Services). Sections were imaged using a JEM 1400 plus (Jeol) at 120 kV equipped with a TemCam-XF416 Camera (TVIPS) operated by the EMplified software (TVIPS).

### Transcriptome analysis

Total RNA was isolated from mice brain (*n* = 8/ genotype) employing the RNeasy Mini kit (Qiagen, Hilden, Germany) including Trizol treatment. The Agilent 2100 Bioanalyzer was used to assess RNA quality and RNA with RIN > 7 was used for transcriptome analysis. Total RNA was analyzed by RNA sequencing done in the core facility of the Helmholtz Zentrum München with the Illumina® Stranded Total RNA Prep, Ligation with Ribo-zero plus on an Illumina NovaSeq sequencer with a PE100 stranded protocol, resulting in an average of 24 million reads per sample. Paired-end data was analyzed by a RNAseq pipeline consisting of quality control (FastQC, MultiQC), read trimming (trim_galore v0.6.10, cutadapt v3.4), genome alignment (STAR v2.7.10b, genome GCRm39_109, Dobin et al., 2013), and gene-level read counting (summarizeOverlaps, mode = ’IntersectionNotEmpty’, package GenomicAlignments v1.28.0). Significantly regulated genes were determined in R (v4.3.0) with DESeq2 (v1.40.2, Love MI et al. 2014) after excluding low expressed genes (counts >16 across all samples). The p-values attained by the Wald test were corrected for multiple testing using the Benjamini and Hochberg method (padj). Gene sets were filtered for counts >5 in at least half of the samples in at least one group. For the biological interpretation of the significant gene regulation (raw *p* < 0.01), we performed pathway enrichment analyses through the use of QIAGEN’s Ingenuity Pathway Analysis software (IPA®, QIAGEN Redwood City, content v94302991). Selected terms with *p* < 0.05 were manually classified into categories.

### Gene expression profiling using nanostring

Sub-dissected snap-frozen brain materials from mice (12 months, *n* = 3 males/ genotype) were mechanically powdered in liquid nitrogen. Qiagen RNeasy Mini Kit, was used for total RNA isolation from Forebrain (cerebrum) and Hindbrain (cerebellum and medulla). 100 ng total RNA per sample was used for gene expression analysis with the NanoString Glial Profiling panel. NanoString nCounter reads for all samples were analyzed and normalized using the nSolver software, including the R plugin for advanced gene set analysis and ROSALIND platform. The mean of each group was used for calculation of the fold changes. Each group contained three animals as biological replicates. Volcano plots were generated by plotting the log_10_ *p* values between wild-type and TECPR2-mutant group, against the calculated Log_2_ fold change values between the groups.

### CSF collection and sample preparation

CSF was collected from anesthetized mice (12months, *n* = 5, 3 females/genotype, 2 males/genotype) using medetomidin (0.5 mg/kg), midazolam (5 mg/kg) and fentanyl (0.05 mg/kg) by puncturing the cisterna magna with a self-pulled cannula using a surgical stereotax. The CSF was subsequently centrifuged at 1000 × *g* for 5 min, visually checked for blood contamination and frozen in 5 µl aliquots at –80 °C. Sample preparation and mass spectrometric analysis were done following published protocols with minor modifications [25, 26]. 5 µl murine CSF per sample was mixed with 2.75 µl denaturation buffer 0.5% Sodium Deoxycholate (5 mg/ml, SDC) in 250 mM ammonium bi-carbonate (19.76 mg/mL; NH_4_HCO_3_, ABC) and proteins reduced by addition of 2 µl 10 mM dithiothreitol (DTT) in 50 mM (ABC) for 30 min at room temperature (RT). Following alkylation by addition of 2 µl 55 mM iodoacetamide (IAA) for 20 min at RT in the dark, the reaction was quenched with 2 µl of 10 mM DTT. Samples were digested by incubation with 0.1 µg LysC in 0.1% SDC and 50 mM ABC for 3 h at RT, followed by tryptic digestion with 0.1 µg Trypsin in 0.1% SDC and 50 mM ABC for 16 h at RT. Digestion was terminated by acidification with 150 µl 0.1% formic acid (FA) and 8 µl FA and SDC removed by centrifuged at 16,000 × *g* for 10 min at 4 °C. Supernatants were desalted by STAGE Tip purification as previously published [27]. In brief, samples were loaded on two pre-equilibrated and washed C18 Empore disks, washed 4 times with 0.1% FA and eluted with 40 µl of 80% acetronitrile (ACN) and 0.1% FA. Samples were dried using a speed vac and reconstituted right before injection with 20 µl 0.1% FA.

### CSF proteomics

5 µl of CSF-derived peptide mix was separated on a nanoElute HPLC system (Bruker, Germany) coupled to a TimsTOF pro mass spectrometer (Bruker, Germany) with a CaptiveSpray ion source (Bruker, Germany). Separation was performed on a self-packed C18 analytical column (15 cm × 75 µm ID, ReproSil-Pur 120 C18-AQ, 1.9 µm, Dr. Maisch GmbH) using a binary gradient of water (A) and ACN (B) containing 0.1% FA at a flow rate of 300 nl/min (0 min, 2% B; 2 min, 5% B; 62 min, 24% B; 72 min, 35% B; 78 min, 85% B, 82 min 85% B) and a column temperature of 50 °C. Mass spectra were acquired using data independent acquisition parallel accumulation-serial fragmentation (DIA-PASEF). Ion accumulation and separation using trapped ion mobility spectrometry (TIMS) was set to a ramp time of 100 ms, one scan cycle included one TIMS full MS scan and 26 windows with a width of 27 m/z covering a m/z range of 350–1002 m/z. Two windows were recorded per PASEF scan at a cycle time of 1.4 s in positive mode. CSF proteomes were analyzed using DIA-NN (version 1.8) [28] with an 0.01 FDR filtering using library-free search on an in-silico spectral library derived from a full mouse proteome. Number of missed cleavages was set to 2, peptide length to 7–30 and precursor charges to 1–4. Cysteine carbamidomethylation was set as a fixed modification, the number of variable modifications to 2 and included UniMod:35 and UniMod:1. Match-between-runs and retention time-dependent cross-run normalization was enabled.

### Medulla proteomics

Brain from perfused mice (17 months, *n* = 4, 2 females/genotype, 2 males/genotype) were extracted and fixed in 4% PFA followed by embedding in freezing media (tissue-Tek OCT) in a freezing block and stored at –80 °C till sectioning. Frozen brains were subjected to sagittal cryo-sectioning at 50 µM thickness. 2X circular stamps of 2 mm diameter each were cut out from the distal part of Medulla. Both the stamps were collected in a single tube and lysed in 30 µL of lysis buffer containing 0.2% n-Dodecyl-β-D-Maltoside (DDM) and 100 mM Triethylammonium bicarbonate (TEAB) pH 8.5. Lysates were heated at 95°C for 60 min followed by sonication with Covaris and spun down. Then supernatants were treated with sequentially with 12% ACN, followed by Tris 2-carboxyethyl phosphine (TCEP) 10 mM and Chloroacetamide (CAA) mix (5 mM/20 mM) and finally with 20 mM CAA. The treatment mix were heated again at 75 °C for 60 min. Digestion mix of 150 ng LysC and 300 ng Trypsin were added per sample and digested overnight at 37 °C. Digested samples were acidified using 8% FA and concentrated using speed vaccum. They were further acidified using 0.1% FA followed by desalting using C18 STAGE tips. Peptides were eluted two times from the tips using 80% ACN for 15 min each. Eluted peptides were concentrated using speed vac and dissolved in 13 µL 0.1% FA. Concentration of peptides were measured using Qubit and 350 ng peptides injected into nanoElute HPLC system (Bruker, Germany) coupled to a TimsTOF pro mass spectrometer (Bruker, Germany) with a CaptiveSpray ion source (Bruker, Germany). MS acquisition and analysis were carried out similarly as described earlier in CSF proteomics.

### Microglia isolation

Primary microglia cells were isolated from 12-month-old ki/ki and wt/wt mice. Whole brain was harvested and dissociated using an adult brain dissociation kit (Miltenyi Biotec 130-107-677) in a gentleMACS™ Octo Dissociator with Heaters (Miltenyi Biotec 130-096-427). Following a debris removal step, cell suspension from brain was incubated with microglia specific CD11b magnetic beads. The suspension was then passed through LS columns bound to a MACS separator. Only cells that were labeled with CD11b magnetic beads bound to the magnetic column when coupled to the separator. Beads coupled microglia were then eluted from the column by removing it from the separator using a PB buffer (0.5% BSA in DPBS). Cells were counted and plated on cover slips in recombinant gm-CSF (rndsystems 415-ML-020) supplemented DMEM/F12 media (Gibco 31330-038) and was cultured for a week to recover before performing immunofluorescence studies. Cells used for whole cell proteomics analysis were pelleted and stored at –80 °C till they were processed.

### Microglia proteomics

Microglia isolated from two ki/ki and two wt/wt mice were pooled as one biological replicate (12 months, *n* = 4 females/genotype). Cell pellets were lysed in Urea buffer 9 M Urea, 50 mM Tris pH 8, 150 mM NaCl, 1x protease inhibitors (Roche) at 4 ^o^C for 30 min. Cell lysate was sonicated for 60 s followed by centrifugation at 2500 × *g*. Protein concentration was measured and equalized using a BCA assay. Proteins were first reduced with 5 mM DTT (Sigma) at 55 ^o^C for 30 min, followed by alkylation with 14 mM IAA (Sigma) at room temperature (RT) for 30 min in dark and finally quenched with 5 mM DTT for 15 min. Samples were further diluted 1:5 with 25 mM Tris-HCl, pH 8.2 and were digested first with LysC (FUJIFILM, 2 µl/100 µg protein) at RT for 3 h followed by overnight tryptic digestion (0.5 µg/100 µg protein) at 37 ^o^C. Digested peptides were acidified with 1% trifluoracetic acid and concentrated using a vacuum centrifugation. Concentrated peptides were further acidified by the addition of 100% acetic acid to a pH<2.and then fractioned by C18-SCX custom made STAGE tips (2x SCX at bottom and 2x C18 on top) as described earlier (Rappsilber, J et al. 2007). Samples were eluted stepwise in increasing concentration of NH4AcO in elution buffers (20 mM to 500 mM NH_4_ACcO in 0.5% acetic acid and 20% ACN). Fractions were further desalted on custom made C18 STAGE tips and then eluted in 0.1% FA. Peptide mixtures were separated on a 140 min ACN gradient in 0.1% FA at a flow rate of 400 nl/min (3–6% ACN gradient for 2 min, 6–30% ACN gradient for 20 min, 44-75% ACN for 10 min, 75–100% ACN gradient for 5 min). Peptides were identified in full MS/ddMS^2^ (Top 15) mode, dynamic exclusion was allowed for 20 s and identifications with an unassigned charge or charges of one or <8 were rejected.

### Cell culture and transfections

HeLa and BV2 cells were grown in Dulbecco´s modified Eagle medium (DMEM Gibco, #6195-026) supplemented with 10% fetal bovine serum FBS9 and 1% sodium pyruvate. Stable cell lines were grown in medium supplemented with puromycin (2 µg/ml or 4 µg/ml Sigma, #P8833). Transient transfection of cells was performed using PEI (polyethylenimine, Polysciences Europe GmbH) or Lipofectamine 2000 (Invitrogen) according to manufacturer’s protocol for 24–48 h.

### Cloning and cell line generation

Gateway cloning was used for cloning of all genes. ORFs were amplified with respective primer pairs containing attB flanking sites and cloned into an entry vector pDONOR233. Donor clones were then transferred to expression vectors such as pHAGE HA-flag, pDEST-V1(Snapgene-73635), pDEST-V2(Snapgene-73636), pHAGE GFP using homologous recombination. pHAGE HA TECPR2 full-length (FL) and fragments were used for stable transfection in HeLa cells using Lentiviral transduction. Lentiviral particles were generated by transfection of 293 T cells in a ratio of 1 µg DNA to 3 µl transfection reagent (Lipofectamine 2000). Recipient HeLa cells were incubated with viral particles mixed with polybrene for 24 h followed by selection with 2 µg/ml Puromycin. Post selection cells were always cultured in DMEM media supplemented with Puromycin. For CRISPR mediated KO of TECPR2 in HeLa cells, guide RNAs were designed using the Broad Institute gRNA designer tool targeting exon 2 and 5 of TECPR2 gene. The two guide RNAs were cloned individually in pSpCas9(BB)-2A-Puro (PX459) vector using BbsI restriction enzyme. Vector containing each guide RNA was co-transfected in HeLa cells using transfection reagent (X-tremeGENE HP DNA, Roche#6366244001) for 48 h followed by selection with media containing puromycin for another 48 h. Post selection cells were cultured in DMEM media without any selection. KO was confirmed by immunoblotting. Cells were further subjected to single cell clonal selection by serial dilution. Single cell clones were propagated and further validated for knock-out using western blot and genomic DNA sequencing. For CRISPR mediated KO of TECPR2 in BV2 cells, commercially available guide RNA (Dharmacon) targeting Exon 4 and 10 cloned in lentiviral vectors were used to generate lentiviral particles and then stably transduced in BV2 cells followed by selection with 4 µg/ml Puromycin. KO was confirmed as above. For EndoIP cell lines, commercially available pHAGE-3Flag-RAB5A (Snapgene-176488) was used to generate lentiviral particles and then stably transduced in Hela parental and TECPR2 KO cells. Post transduction cells were selected and maintained in Puromycin containing media as described earlier.

### Antibodies

All primary antibodies used for immunoblotting (IB) are used in a dilution of 1:1000 diluted in I-Block (Thermo scientific) and 1:100–1:500 for immunofluorescence (IF) diluted in 0.1% BSA in PBS. Secondary antibodies were used at a dilution of 1:10,000 or IB, and 1:500 for IF. All antibodies are listed in the Supplementary Table 8.

### Immunoblotting

For analysis of total proteins, cells were lysed in MCL-buffer (50 mM Tris pH 7.4, 150 mM NaCl, 0.5% NP40, 1x protease inhibitors (Roche), 1x PhosStop(Roche)) for 30 min at 4 ^o^C. Cell lysate were cleared by centrifugation at 20,000 × *g* for 10 min. Protein concentration of cleared lysates was measured using BCA assay and equalized. Adjusted protein lysates were then boiled in sample loading buffer (200 mM Tris-HCl, 6% SDS, 20% Glycerol, 0.1 g/ml DTT and 0.01 mg Bromophenol Blue). Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked in 0.1% Tween-20 supplemented iBLock at RT for 1 h. Membranes were further incubated in primary antibodies (as indicated in the list) diluted in blocking buffer over-night at 4^o^C. Then the membranes were washed with TBS-T buffer, followed by incubation in secondary-HRP conjugated antibodies for 1 h at RT, washed again with TBS-T and immediately subjected to enhanced chemiluminescence analysis.

### TECPR2 interaction mapping

For mapping interaction of TECPR2, stable cell lines expressing HA tagged FL and different variants were used. Cells were harvested by trypsinization and cell pellets were lysed in MCL-buffer (50 mM Tris pH 7.4, 150 mM NaCl, 0.5% NP40, 1x protease inhibitors (Roche), 1x PhosStop (Roche)) or Glycerol IP buffer (20 mM Tris pH 7.4, 150 mM NaCl, 5 mM EDTA, 0.5% TritonX,1x protease inhibitors (Roche), 1x PhosStop (Roche), 10 glycerol) at 4 ^o^C for 30 min. Cell lysate were cleared by centrifugation at 20,000 × *g* for 10 min. Protein concentration of cleared lysates was measured using BCA assay and equalized. 10% of adjusted protein lysate was retained as an input fraction. Pre-equilibrated HA agarose (Sigma) was added to rest of the lysates and samples were incubated overnight at 4 ^o^C with gentle rotation for immuno-precipitation (IP). Beads were then washed extensively with the same lysis buffer. Input fraction and IP fraction were boiled in sample loading buffer (200 mM Tris-HCl, 6% SDS, 20% Glycerol, 0.1 g/ml DTT and 0.01 mg Bromophenol Blue) followed by immunoblotting.

### Bimolecular complementation affinity purification (BiCAP)

pDEST-V2-VPS41 only or pDEST- V1-TECPR2 FL and pDEST-V2-VPS41 was co-transfected in Hela TECPR2 KO cells using Lipofectamine 2000 for 24 h. Cells were harvested by trypsinization and cell pellet was lysed in GFP IP buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl. 0.5 mM EDTA, 0.5% NP40, 1x protease inhibitors (Roche), 1x PhosStop (Roche)) at 4 ^o^C for 30 min. Cell lysate was cleared by centrifugation at 20,000 × *g* for 10 min. Protein concentration of cleared lysates was measured using BCA assay and adjusted. Pre-equilibrated GFP-Trap-A (Chromotek) beads were incubated with protein lysates overnight at 4 ^o^C with gentle rotation for pull down. Beads were extensively washed with lysis buffer devoid of detergent. On beads tryptic digestion was carried out as per manufacturer protocol. Protein bound to beads was incubated in elution buffer I (50 mM Tris pH 7.5, 2 M Urea, 1 mM DTT, 0.02 µg/µl Trypsin) at 30 ^o^C at 400 rpm for 30 min, centrifuged at 2500 × *g* for 2 min at 4 ^o^C. Supernatant was transferred to a new tube. Beads were again incubated twice with elution buffer II (50 mM Tris-Hcl pH 7.5, 2 M urea, 5 mM iodoacetamide) and eluate were combined with previously collected supernatant. Trypsin digestion was allowed to continue overnight at 30 ^o^C at 400 rpm. Reaction was stopped by addition of 1 µl trifluoracetic acid. Digested peptides were dried by vacuum centrifugation, resuspended in 30 µl 5% acetonitrile (Roth)/1% TFA (Fluka), desalted on custom made C18 STAGE tips and reconstituted in 0.1% FA.

### EndoIP

Hela parental and TECPR2 KO cells stably overexpressing pHAGE-3Flag-RAB5A was used. Cells were washed twice with PBS, harvested and suspended in cold endo-IP buffer (50 mM KCl, 100 mM KH_2_PO_4_ and 100 mM K_2_HPO_4_ pH7.2, supplemented with protease inhibitors). Cell suspension was homogenised with a tight-fitting pestle and centrifuged at 1500 × *g* for 10 min, supernatants were then incubated with pre-equilibrated anti-FlagM2-affinity gel beads (Sigma #A2220) and rotated for 1 h at 4 ^o^C. Beads were then washed thrice with salt buffer (Endo IP buffer supplemented with 300 mM NaCl) and endosomal proteins were eluted by incubating beads in 150 µl Urea buffer (8 m Urea, 50 mM tris pH8, 150 mM NaCl) for 30 min shaking at 4 ^o^C and sonicated for 5 min. Eluted proteins were reduced with 5 mM TCEP (Sigma) at 55 ^o^C for 30 min, alkylated with 15 mm IAA(Sigma) at Rt for 30 min and finally quenched with 10 mM DTT (Sigma) at RT for 15 min. Proteins were then precipitated using methanol chloroform precipitation. Precipitated proteins were reconstituted in 30 µl 50 mM ABC buffer and subjected to overnight tryptic (1 µg per sample) digestion. Digestion was stopped by addition of 30 µl 50% ACN (Roth) / 5% FA (Merck). Digested peptides were dried by vacuum centrifugation, resuspended in 30 µl 5% ACN (Roth) / 1% TFA (Fluka), desalted on custom made C18 STAGE tips and reconstituted in 0.1% FA Peptides reconstituted in 0.1% FA are separated using an Easy-nLC 1200 liquid chromatograph (Thermo Scientific) followed by peptode detection on a Q exactive HF mass spectrometer (Thermo Scientific). A custom-made fused silica capillary packed with C18AQ resin (Reprosil-PUR 120, 1.9 µm, Dr. Maisch) was used for separation of samples. Peptide mixtures were separated on a 35 min acetonitrile gradient in 0.1% FA at a flow rate of 400 nl/min (5–38% ACN gradient for 23 min, 38–60% CAN gradient for 3 min, 60–95% ACN gradient for 2 min).

### Processing of MS data

Raw data were analyzed using MaxQuant (version 1.6.0.1) [29] in reversed decoy mode based on a human or murine reference proteome (Uniprot-FASTA, UP000005640 or UP000000589) with false discovery rate of 0.01. During analysis, label-free quantification, re-quantification and match- between-runs were enabled and atleast 4 biological replicated were analyzed. Max Quant Protein group files were further processed using Perseus (version 1.6.5.0) [30]. Generally, common contaminants, reverse and site-specific identifications as well as proteins identified with a peptide count <1 or <2 were excluded. Rest of the protein groups were filtered by statistical testing as mentioned. DAVID (version 6.8) was used for functional enrichment analysis.

### Immunofluorescence

Primary microglia and BV2 cells were grown on poly-lysine (Sigma) coated coverslips, HeLa cells on uncoated coverslips. Cells were washed with DPBS (Gibco), fixed with 4% paraformaldehyde (Santa Cruz) for 10 min and then permeabilized with either 0.5% Triton X-100 (Merck) or 0.1% Saponin plus 0.1% Triton X for 10 min. Cells were then blocked with 1% BSA for 1 h at RT followed by sequential incubation of primary and Alexa coupled secondary antibodies for 1 h each at RT in dark. Coverslips were mounted in Prolong Gold supplemented with DAPI (Invitrogen). For Dextran assay, microglia were incubated with 150 µg/ml Dextran Alexa 568 along with 1 µM SiR (Spirochrome # SC012) for 3 in culture, washed 4 times with DPBS, then fixed and mounted with in Prolong Gold supplemented with DAPI (Invitrogen). For primary microglia staining, cover-slips were additionally treated with True Black to block Lipofuscin signal before mounting. Imaging was done on a LSM800 confocal microscope (Zeiss) with a 63x oil-immersion objective. Images were first processed with Zen blue (Zeiss v 2.5) followed by quantification using ImageJ.

### EGF assay

Equal number Hela parental and TECPR2 KO cells were plated on cover slips in complete DMEM media. After 24 h, media was changed to serum deprived DMEM media for 2 h following addition of 100 ng/ml EGF-Rh (Thermofisher, #E3481) and 500 nM SiR for 1 h. Next, cells were washed 2 times with PBS and incubated for 3 h in serum deprived DMEM media. Cells were fixed in PFA as described earlier and imaged for EGF-Rh and SiR. Images were loaded in ImageJ and subjected to background subtraction, Log3D filter application, thresholding, region of interest (ROI) selection, and measuring particles per cell. Particles were measured in at least 30 cells over 3 biological replicates. For co-localisation analysis JaCop plugin was used, after thresholding of images Mander’s coefficient were calculated on ROI for 30 cells in 3 biological replicates. For quantification, 2-sides T-test was performed in Graph pad Prism 10 software and the values were plotted in graphs. Images were first processed with Zen blue (Zeiss v 2.5) followed by quantification using ImageJ.

### Image analysis

For counting total particles per cell, images were loaded in ImageJ and subjected to background subtraction, Log3D filter application, thresholding, region of interest (ROI) selection and measuring particles per cell. Particles were measured in at least 30–60 cells over 3 biological replicates. To analyze relative signal intensity of cells, images were loaded in ImageJ and region of interest (ROI) selected. Selected ROI were subjected to measure intensity function in ImageJ followed by subtraction of average background intensity. Relative intensity ratios were generated by dividing individual ROI intensities by average intensity of control cells. Intensities were measured in at least 30–60 cells over 3 biological replicates. To calculate percentage of cells with peri-nuclear endo-lysosomal marker clustering, cells from at least 5 different fields per condition per replicate were counted using cell counter function in ImageJ and marked as either clustered or un-clustered cell. Percentage of clustered cells per field were then calculated as a ratio of clustered cells per field to the total number of cells per field multiplied by 100. Total 40–60 cells were counted over 3 biological replicates. For co-localization analysis JaCop plugin was used, after thresholding of images Mander’s coefficient were calculated on ROI for 30–60 cells in 3 biological replicates. For statistics, 2-tailed paired *t* test was performed between conditions in Graph pad Prism 10.5.0 software, bar graph with standard error of mean with or without individual data points were plotted and p-values were denoted in the plots.

## Results

### HSAN9 mutation knock-in mice show loss of TECPR2 and altered behavior

To generate a HSAN9 mouse model mimicking a nonsense mutation in patients, we employed CRISPR/Cas9 gene editing to introduce the TECPR2 frameshift mutation L1152Yfs in mice corresponding to L1139Rfs in humans (Fig. 1a). Gene editing was confirmed by genomic sequencing and homozygous knock-in mice (hereafter referred to as ki/ki mice) were fertile and born at Mendelian ratios. Immunoblot analysis of brain extracts from *Tecpr2* ki/ki mice and their wild-type littermates (wt/wt) revealed that Tecpr2 carrying the L1152Yfs mutation was not expressed at the protein level (Fig. 1b). Given the clinical manifestation of HSAN9 patients, 5-month-old *Tecpr2* ki/ki mice were subjected to a series of phenotypic assays including behavioral to characterize aspects of emotionality, sensorimotor function and coordination. In response to a novel, mildly stressful environment, *Tecpr2* ki/ki mice spent more time moving in the central aversive zone of the open field, indicative of decreased anxiety-related behavior (Fig. 1c). Sensorimotor gating ability was also impaired in *Tecpr2* ki/ki mice as indexed by decreased % prepulse inhibition (PPI) (Fig. 1d). Automated gait analysis with the Catwalk XT® system (Fig. 1e) unveiled that *Tecpr2* ki/ki mice exhibited clearly altered gait (Fig. 1f-i, Supplementary Fig. 1a–c). In particular, *Tecpr2* ki/ki mice featured quantitative increased walking cadence (Fig. 1g), decreased temporal and spatial walking parameters including swing duration, stride length and paw print position (Fig. 1h, i, Supplementary Fig. 1a, b) as well as a decreased footprint area of the forelimb (Supplementary Fig. 1c). A similar pattern of increased step number related to movement scaling occurs in Parkinson’s disease (PD) patients and is considered a compensatory response to postural instability [31]. Notably, all *Tecpr2* ki/ki mice showed no differences in the run characteristics of speed and duration (Supplementary Fig. 1d) and could adequately traverse the walkway without overt signs of muscle weakness, behavioral disturbance or body weight changes that would otherwise confound analysis of walking characteristics. Together, *Tecpr2* ki/ki mice phenocopy *Tecpr2* KO mice [13] with regard to the lack of TECPR2 expression and similar behavioral phenotypes, indicating that loss of TECPR2 function is likely a contributing disease mechanism.

**Fig. 1:**
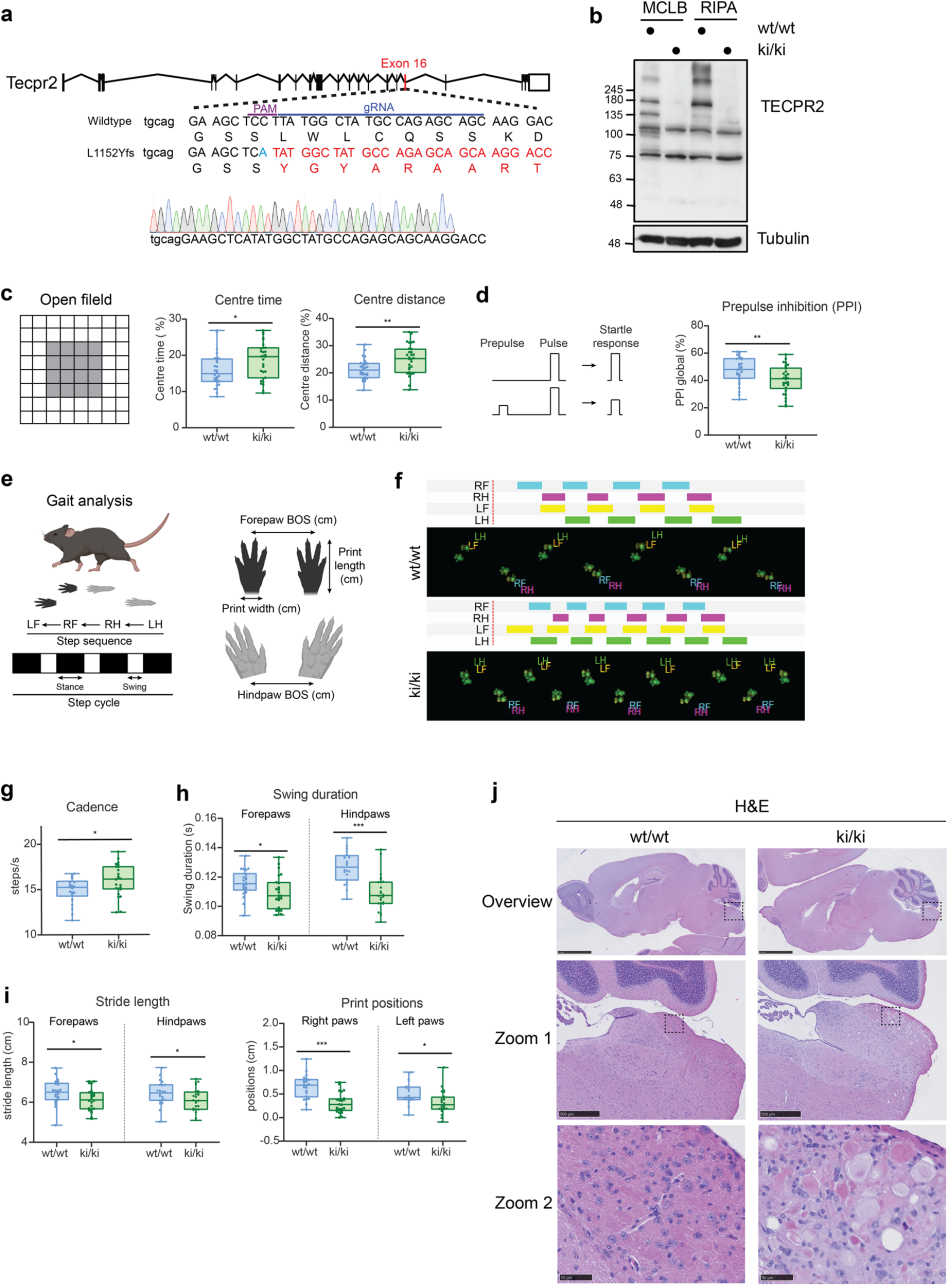
Behavioral and histological characterization of *Tecpr2* ki/ki mice. **a** Schematics and genomic sequence depicting CRISPR/Cas9 target region in Exon 16 of *Tecpr2*. **b** Western blot validation of whole brain lysates prepared from 5-month-old *Tecpr2* ki/ki and wt/wt mice. **c** Time and distance traveled in open field central aversive zone during 20-min open field test with 5-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 30 per genotype, males *n* = 15, females *n* = 15, pooled). **d** % prepulse inhibition (PPI) indicating sensorimotor gating in 5-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 30 per genotype, males *n* = 15, females *n* = 15, pooled). **e** Catwalk XT® parameter descriptions. **f** Paw print patterns of a representative 5-month-old *Tecpr2* ki/ki and wt/wt male mice. **g** Catwalk run characteristics of cadence (steps/s) in 5-month-old *Tecpr2* ki/ki and wt/wt mice (10 male wt/wt, 12 female wt/wt, 12 male ki/ki, 12 female ki/ki, pooled). **h** Temporal Catwalk parameter of swing duration from mice analyzed in (**e**). **i** Spatial Catwalk parameters of stride length and print position from mice analyzed in (**e**). *p < 0.05, **p < 0.01, ***p < 0.001 genotype effect, 2-way ANOVA. **j** Representative brain sections stained with hematoxylin and eosin from 5-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 5/genotype/sex). Boxes show affected brain stem region. Scale bar: 2.5 mm (overview), 500 µm (zoom 1), 50 µm (zoom 2).

### Loss of TECPR2 leads to neuroaxonal dystrophy in the medulla oblongata

Using hematoxylin and eosin (H&E) stained brain sections, we assessed the brain morphology of 5-month-old *Tecpr2* ki/ki mice. With complete penetrance, we observed alterations exclusively in the medulla oblongata of both sexes (*n* = 5 per genotype/sex), consisting of swollen hypereosinophilic axons (axonal ‘spheroids’) (Fig. 1j). These morphological lesions were not present in the medulla of aged-matched wildtype littermates and nowhere else in *Tecpr2* ki/ki mouse brains. The spheroids varied in size and shape, with some displaying granular positivity for Periodic Acid-Schiff (PAS) staining (Supplementary Fig. 1e), suggesting the presence of accumulated glycoproteins or proteoglycans. Notably, spheroids in sensory regions of the brain are typical in neurodegeneration [32] and have also been observed in *Tecpr2* KO mice [13]. Importantly, spheroids were detectable but less frequent in the medulla of 2-month-old *Tecpr2* ki/ki mice (Supplementary Fig. 2a), indicating that spheroids form progressively. Consistent with autosomal-recessive or compound heterozygotic inheritance of HSAN9, spheroids were absent from the medulla of 2-month-old heterozygote *Tecpr2* wt/ki mice (Supplementary Fig. 2b). Hence, *Tecpr2* ki/ki mice show a similar age-dependent neuroaxonal dystrophy in the medulla oblongata as reported for *Tecpr2* KO mice [13].

### Loss of TECPR2 leads to neurodegeneration, gliosis, and autophagy-lysosome defects

Consistent with the manifestation of neuroaxonal dystrophy, immunohistochemical analysis of NeuN (neuronal nuclear antigen), NF200 (large myelinated axons marker) and CNPase (oligodendrocyte marker) revealed a dramatic reduction in neuronal cell bodies, extensive decrease and fragmentation of neurofilaments and a decrease in oligodendrocytes in the medulla of all 5-month-old *Tecpr2* ki/ki mice (Fig. 2a, Supplementary Fig. 2c). Furthermore, this region also showed increased numbers of astrocytes (detected by GFAP) and enlarged microglial cells (immunostained by IBA1) with ramified processes (Fig. 2a), indicative of astrogliosis and microgliosis. In line with progressive formation of spheroids (Supplementary Fig. 2a), gradual reduced NeuN signal and increased GFAP and IBA1 levels were already detectable in the medulla of 2-month-old *Tecpr2* ki/ki mice (Supplementary Fig. 3a). This indicates that neuronal malfunction and gliosis likely progress hand-in-hand. Moreover, we found that the observed spheroids in the medulla stained positive for the autophagy marker MAP1LC3B (LC3B), the selective autophagy receptor TAX1BP1 (but not p62/SQSTM1), the presynaptic neurosecretory vesicle integral membrane glycoprotein synaptophysin (SYP) and to some extent also the C-terminal part of the amyloid-beta precursor protein (APP) (Fig. 2b), suggesting that autophagosomal-endolysosomal pathways might be compromised. Intriguingly, levels of the lysosomal membrane protein LAMP1 also increased in the medulla of *Tecpr2* ki/ki mice. However, this signal seems not enriched in spheroids (Fig. 2b). Confocal microscopy of medulla sections revealed that microglia were activated as they were positive for CD68 and contained an enlarged LAMP1-positive lysosomal compartment (Fig. 2c, d). The latter phenotype likely contributed to the observed increased expression of LAMP1 since it did not colocalize with LC3B detected in spheroids (Fig. 2e) or with neuronal cell bodies stained with NeuN (Supplementary Fig. 3b). Conversely, LC3B and SYP were indeed both present and partially colocalized in aberrant processes (Fig. 2f). Strikingly, the loss of neuronal cell bodies was neuroanatomically restricted to a defined area in the medulla, namely to the dorsal column nuclei such as the cuneate nucleus and the gracile nucleus (Supplementary Fig. 4a–d), since quantification of NeuN across the whole medulla in comparison to the cortex or the cerebellum did not reveal significant altered NeuN levels (Supplementary Fig. 4e). Fragmented neurofilaments and accumulated LC3 were similarly found restricted to the same sensory-related medulla area. Other brain regions such as the cortex, only exhibited milder yet still detectable alterations in GFAP and IBA1 (Supplementary Fig. 4a–d). Thus, loss of TECPR2 leads to highly region-specific alterations of neurons—possibly including autophagosomal-endolysosomal defects - to which astrocytes and microglia respond. Notably, the observed loss of cell bodies and axonal swelling might be manifested in different neuron populations.

**Fig. 2:**
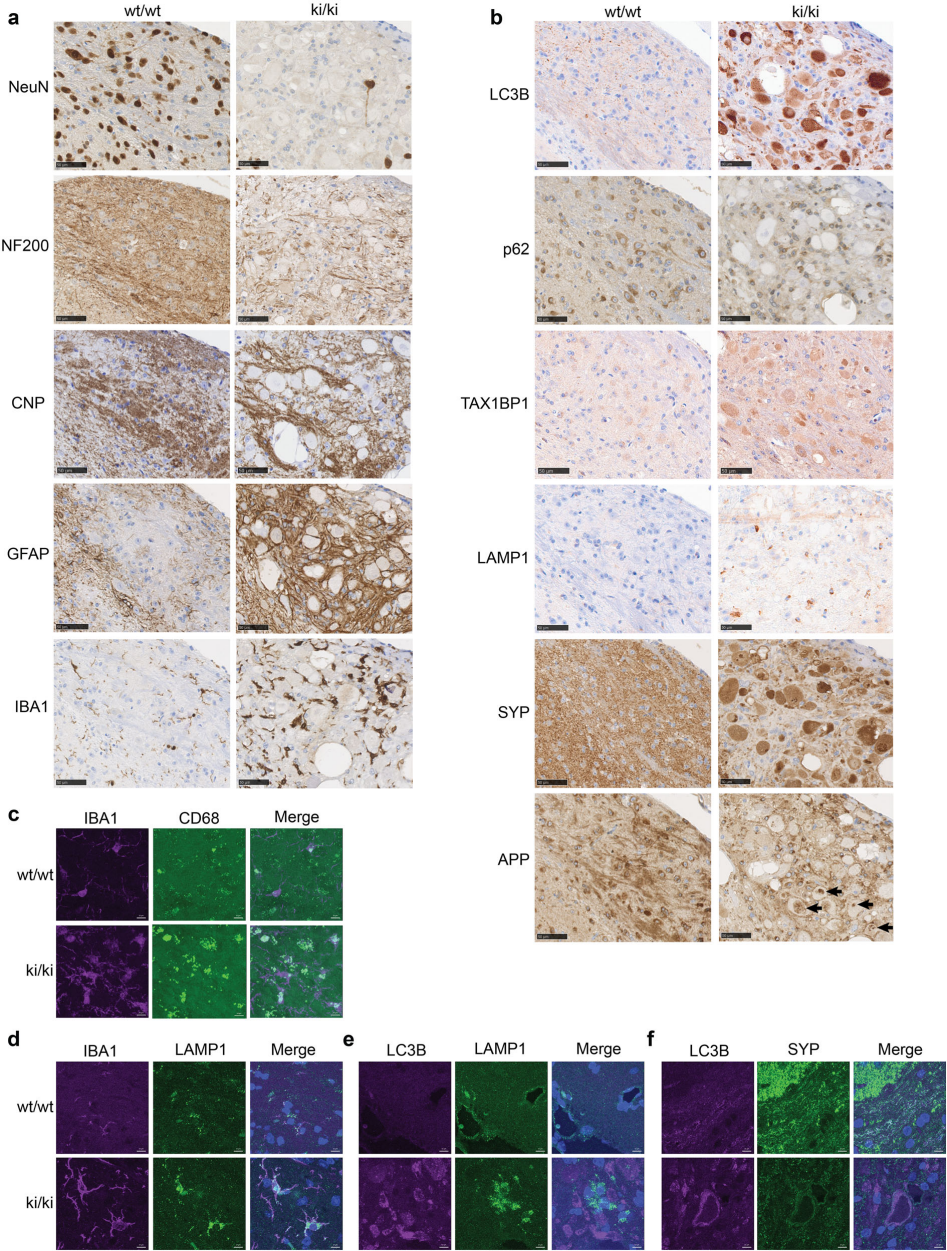
Pathological changes in the spheroid-containing medulla of *Tecpr2* ki/ki mice. **a** Immunohistochemical staining with indicated neuronal, glial, and oligodendrocyte markers of the brainstem area containing axonal swellings in 5-month-old *Tecpr2* ki/ki mice. Age-matched wt/wt littermates were used as control. Scale bar: 50 µm. **b** Immunohistochemical staining of the same area as in (a) with autophagosomal (LC3B, TAX1BP1, p62), endolysosomal (LAMP1, APP) and synaptic vesicle (SYP) markers (n = 5/genotype/sex). Scale bar: 50 µm. Colocalization analysis of indicated markers in brain stem sections of 12-month- (**c**) and 5-month-old (**d**–**f**) *Tecpr2* ki/ki and wt/wt mice (*n* = 1). Scale bar: 10 µm.

### Loss of TECPR2 also affects brain regions connected to the medulla

Given the phenotype restriction to parts of the sensory-related medulla, we asked whether connected brain regions are also affected. Firstly, we turned to neurons originating in layer 5 of the cortex since these neurons are thought to project through the affected medulla area. Using CTIP2 as a specific marker for this long-distance neuronal cell population, we assessed neuronal loss in this particular cortex area. As expected, we found that projecting Ctip2-positive neurons were indeed significantly decreased (p < 0.05) (Fig. 3a). The fact that we also detected mild microgliosis in this area (Supplementary Fig. 4b) indicates that microglia might have already started to clear degenerating neurons projecting to the medulla. Secondly, we inspected the dorsal column of spinal cord sections subjacent to the affected medulla region. Staining for SYP - as a surrogate for the neuronal alterations observed in the medulla - revealed enlarged SYP-positive structures (Fig. 3b). Hence, the pathological changes are not strictly restricted to a defined part of the sensory-related medulla but extend to brain regions connected to this area.

**Fig. 3:**
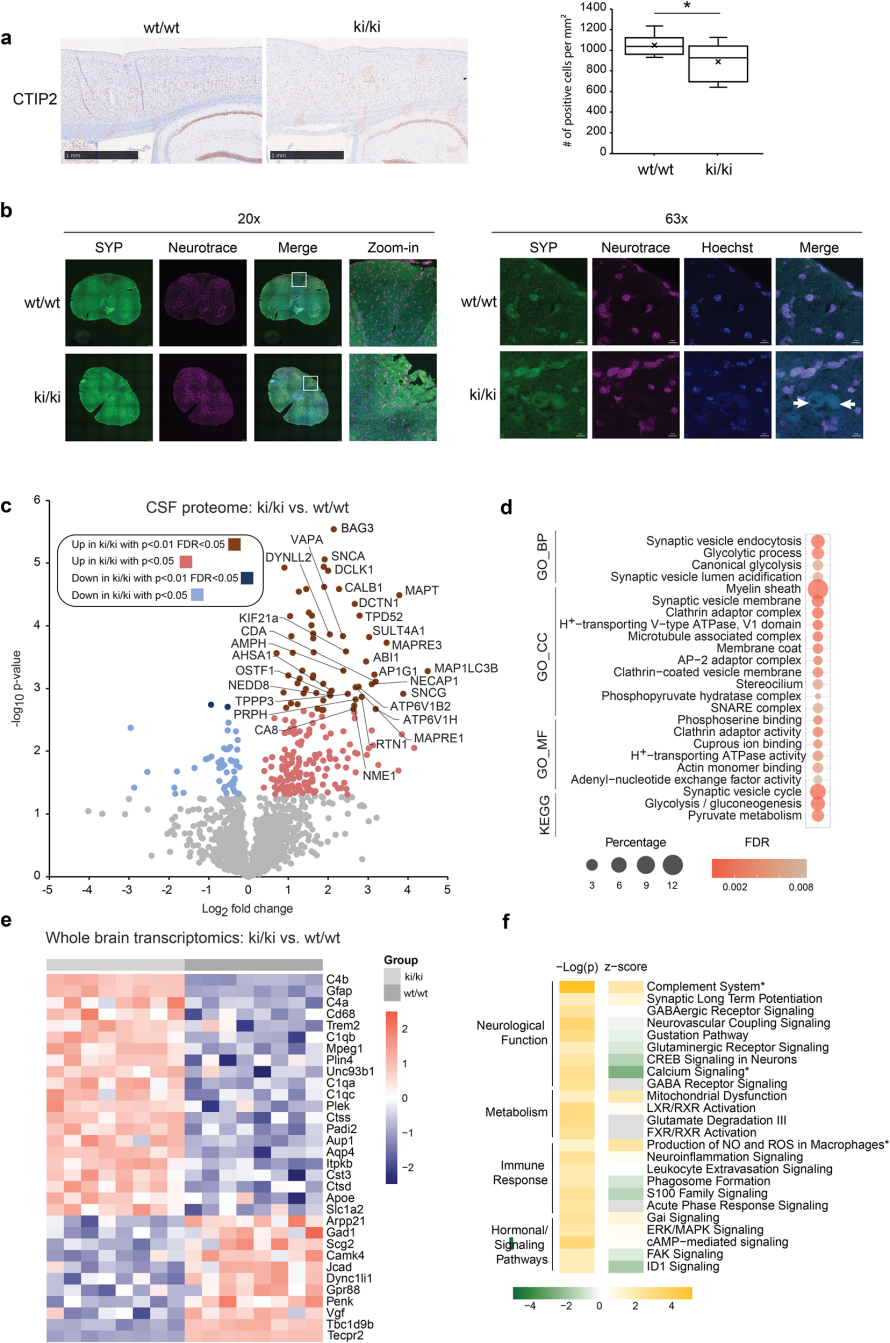
Changes in connected regions and at the global level in Tecpr2 ki/ki brains. **a** Quantitative immunohistology with CTIP2 in the cortex of 5-month-old *Tecpr2* ki/ki and wt/wt mice. (*n* = 10 per genotype, male *n* = 5, females *n* = 5, pooled) Scale bar: 1 mm. **b** Colocalization analysis of SYP and Neurotrace in the spinal cord of 5-month-old *Tecpr2* ki/ki and wt/wt mice (images acquired at 20 and 63x) (*n* = 2). Scale bar: 100 µm,10 µm. **c** Volcano plot of proteins with increased (red) or decreased (blue) abundance in cerebral spinal fluid (CSF) of 12-month-old *Tecpr2* ki/ki mice (*n* = 5, 3 females, 2 males). Proteins involved endolysosomal, autophagosomal and neurodegenerative processes are labeled. **d** GO term pathways enriched in CSF proteomics shown in (b). **e** Heatmap depicting up and down regulated genes detected by transcriptomics in whole brain tissue of 5-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 8x, males, padj <0.1). Upregulated and downregulated genes are marked in red and blue, respectively. **f** Selected significantly (*p* < 0.05) enriched canonical pathways based on regulated genes with *p* < 0.01. Z-scores >2 or <-2 indicate significant activation or inhibition of the respective pathway and are marked by “*”. Gray color was used if no z-score was available. Canonical pathways were manually classified into categories. Enrichment *p* values are shown as -Log_10_(*p* value).

### Loss of TECPR2 leads to altered CSF composition and transcriptome

Next, we performed proteomic analysis of cerebrospinal fluid (CSF) to monitor abundance changes in secreted or released proteins in response to the observed neuronal loss and axonal swelling. Across the five replicate *Tecpr2* ki/ki and wt/wt samples, we robustly detected 1788 proteins of which 206 and 46 were up and down regulated, respectively. Out of these 65 were significantly altered with 63 proteins increased and only two proteins decreased in abundance in *Tecpr2* ki/ki CSF (Fig. 3c, Supplementary Table 1). Strikingly, the three most strongly altered proteins LC3B, MAPT (also known as Tau) and γ-synuclein (SNCG) showed an 8- to16-fold increase in their protein levels. Gene ontology (GO) term enrichment analysis unveiled that proteins with increase abundance in the CSF were related to synapses, endocytosis, clathrin adaptors, V-type ATPase, cytoskeleton and myelin (Fig. 3d). Given that these terms correlate well with phenotypic changes observed by IHC (Fig. 2), it seems plausible that neurons whose cell body are lost or axons are swollen contribute to the altered CSF composition.

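Total RNA of whole brain was sequenced for 8 Tecpr2 ki/ki and 8 wt/wt mice, all males of 5 months, with 1 library per mouse. Tecpr2 ki/ki mice are homozygous for the L1152Yfs frameshift, and wt/wt mice carry the unedited gene. According to the methods, stranded paired-end reads were trimmed with trim_galore, aligned to GRCm39 with STAR and counted per gene with summarizeOverlaps. The authors deposited linear normalized values for 55404 genes, rounded to whole numbers, and the paper's text does not name how these values were normalized. The values of a mouse add up to between 11964284 and 12157263 in Tecpr2 ki/ki mice (median 12077439) and to between 12010067 and 12252324 in wt/wt mice (median 12081347). These totals no longer carry the sequencing depth. The factor that each library had been divided by was therefore read from the regular gaps and repeats that division and rounding leave among low values. For the library of wt/wt mouse 1 this factor could not be told apart from 1. Multiplied back, between 9.23 and 14.26 megareads had been counted on genes in Tecpr2 ki/ki mice (median 11.9) and between 10.09 and 15.39 megareads in wt/wt mice (median 13.1). This difference was within the spread between mice (exact two-sided permutation test, p = 0.191). The mean over all 16 mice was 12.2 megareads, and the paper reports an average of 24 megareads sequenced per sample. Whether either number counts single reads or read pairs is not stated.

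Genes were tested when their values summed to more than 16 over all mice and exceeded 5 in at least 4 mice of a genotype. The paper's methods give both limits for counts, but name the latter only after the test and its adjustment, whereas here both were applied before the test. The genotypes were compared with limma (variance trend, robust) on log2(value + 1), without covariates. Fold changes are on this scale and understate the change of genes with low values. Because the deposited values are normalized and rounded, no test for raw counts was run on them. Gene coordinates are from GRCm38, since the annotation used here differs in build from the authors'.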

To unbiasedly detect changes in gene expression, we performed RNAseq-based transcriptomics of whole brain tissue from 5-month-old *Tecpr2* ki/ki and wt/wt mice. Stringent filtering and statistical analysis revealed 259 differentially regulated genes (p-values < 0.01) out of which 32 had an adjusted *p* values < 0.1 (Fig. 3e, Supplementary Table 2). 

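Of the 23244 genes tested, 362 had an unadjusted p-value under 0.01 in limma's test, 199 of them higher and 163 lower in Tecpr2 ki/ki than in wt/wt mice. If no gene differed, 232 genes would be expected at this threshold. However, of 100 divisions of the mice into 8 and 8, the real one included, 6 gave at least 362 genes. A chance division of the mice could therefore give this number. After Benjamini-Hochberg adjustment, 31 genes had an adjusted p under 0.1 in limma's test, 22 higher and 9 lower in Tecpr2 ki/ki mice, and 23 were under 0.05. In 14 of the 31 genes, the values of the 8 Tecpr2 ki/ki mice did not overlap those of the 8 wt/wt mice. Over all tested genes there were 20 without overlap, against a share of 0.0155% that chance gives. Among the alternatives set before the data were examined, testing without a filter on low values gave 515 genes at the unadjusted and 20 at the adjusted threshold, and a replicate block gave 419 and 46 genes. Leaving out each mouse in turn gave between 318 and 389 genes and between 25 and 40 genes.

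Among the 31 genes, the largest falls were those of Tecpr2 and of the pseudogene Gm11966, and the largest rises those of Gm36037 and Itgax. Gm11966, Gm36037 and Itgax have mean values of at most 19.5 in either genotype. The largest fall after these was that of Tbc1d9b (ENSMUSG00000036644), which lies on chromosome 11 of GRCm38 from 50131396 to 50172785. Its value was 1559 ± 34.2 (SD, n = 8) in Tecpr2 ki/ki and 1869.6 ± 39.3 (SD, n = 8) in wt/wt mice. The log2 fold change of Tbc1d9b was -0.26 (standard error 0.0232, limma with Benjamini-Hochberg adjusted p = 2.98e-13). Every Tecpr2 ki/ki mouse had a lower value than every wt/wt mouse (exact two-sided permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow). Penk (ENSMUSG00000045573), a neuropeptide gene, fell by 0.15 on the log2 scale (standard error 0.0286, limma with Benjamini-Hochberg adjusted p = 0.00219), and it too was lower in 8 of 8 mice.

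The copy of Supplementary Table 2 used here holds 258 of the paper's 259 genes and 31 of its 32 genes at padj <0.1. Of the 258 genes, 255 were tested here, all 255 changed in the direction that the paper reports, and 247 had an unadjusted p under 0.01. Both lists come from the same mice, so these numbers describe the lists and test nothing. Of the 31 genes of Fig. 3e reported here, 26 had an adjusted p under 0.1 in limma's test. The others were Apoe, Scg2, Camk4, Dync1li1 and Vgf, with limma and Benjamini-Hochberg adjusted p-values between 0.106 and 0.420.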

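Tecpr2 (ENSMUSG00000021275) had values between 274 and 320 in the 8 Tecpr2 ki/ki mice and between 928 and 1002 in the 8 wt/wt mice, so that each library carried the mRNA level of its genotype label. The mean value was 300.2 ± 14.1 (SD, n = 8) in Tecpr2 ki/ki and 963 ± 24.4 (SD, n = 8) in wt/wt mice. This is a log2 fold change of -1.68 (standard error 0.0363, limma with Benjamini-Hochberg adjusted p = 2.16e-47), which is -3.20 as a signed linear fold change, the scale on which the paper's table gives -3.21. In an exact two-sided permutation test p was 0.000155, the smallest possible for 8 mice against 8. With each mouse left out in turn, the log2 fold change stayed between -1.69 and -1.66.

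Among glial genes, Mpeg1 (ENSMUSG00000046805), a gene of microglia and other macrophages, had a value of 292 ± 21.9 (SD, n = 8) in Tecpr2 ki/ki and 222 ± 17.3 (SD, n = 8) in wt/wt mice. Its log2 fold change was 0.40 (standard error 0.0539, limma with Benjamini-Hochberg adjusted p = 1.78e-06). The lysosomal protease gene Ctss (ENSMUSG00000038642) rose by 0.29 (standard error 0.0432, limma with Benjamini-Hochberg adjusted p = 1.58e-05). Padi2 (ENSMUSG00000028927) rose by 0.28 and the astrocyte water channel gene Aqp4 (ENSMUSG00000024411) by 0.14 on the log2 scale. All of these genes were higher in each of the 8 Tecpr2 ki/ki mice than in every wt/wt mouse. For Aqp4, Tecpr2 ki/ki mouse 7 lay apart from the other mice of its genotype, at 2195 against 2245 to 2287.

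Whole lists of glial genes were summarized per mouse as the mean of log2(value + 1) after scaling each library to a total of 1000000. The lists were written after Supplementary Table 2 had been read, and some of their genes are in that table, which was chosen on these mice: 8 of 32 DAM, 2 of 18 homeostatic microglia, 4 of 15 astrocyte and 2 of 15 reactive astrocyte genes. Their scores are therefore not independent of the study's own selection. A list of 32 genes of disease-associated microglia (DAM), a microglial state described in neurodegeneration, scored 4.20 ± 0.0292 (SD, n = 8) in Tecpr2 ki/ki and 4.06 ± 0.0350 (SD, n = 8) in wt/wt mice. The difference of 0.13 had the smallest possible p (exact two-sided permutation test, p = 0.000155) and was 0.12 without Tecpr2 ki/ki mouse 3, which scored above the others of its genotype. Over the 24 DAM genes outside that table the difference was 0.08 (exact two-sided permutation test, p = 0.000466). For 18 genes of homeostatic microglia, the score was higher by 0.07 (exact permutation p = 0.000311), and 7 of the 8 Tecpr2 ki/ki mice scored above all wt/wt mice. A list of 15 general astrocyte genes was higher by 0.03 (exact permutation p = 0.0124) and a list of 15 reactive astrocyte genes by 0.07 (exact permutation p = 0.0194). By limma's log2 fold change, 9 of the 15 reactive astrocyte genes were higher and 6 lower in Tecpr2 ki/ki mice. Among them only Gfap, which rose by 0.58, had an adjusted p under 0.1 (limma, Benjamini-Hochberg). When 0.1 instead of 1 was added before taking log2, the difference over the 32 DAM genes was 0.21. The difference in reactive astrocyte genes then had an exact permutation p of 0.0550. Adjusted by the Benjamini-Hochberg method over the 22 lists scored, the exact permutation p-values were 0.00114 for DAM, 0.00137 for homeostatic microglia, 0.0391 for astrocyte and 0.0534 for reactive astrocyte genes.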

While mRNA expression of Tecpr2 was robustly reduced as expected from the absence of Tecpr2 at the protein level (Fig. 1b), numerous microglia and astrocytes genes associated with neurodegenerative disease transcriptomic signatures [33] were significantly upregulated. Among them were the disease-associated microglia (DAM) genes Cd68, Trem2, Ctsd and ApoE, the astrocyte marker Gfap as well as multiple components of the complement system (i.e. C4a, C4b, C1qa, C1qb, C1qc) (Fig. 3e). 

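Of these 10 genes, all 10 were higher in Tecpr2 ki/ki mice, and 9 had an adjusted p under 0.1 over all genes tested with limma. Adjusted over the list alone, all 10 did, which is not independent evidence because the study chose the list on these mice. Gfap (ENSMUSG00000020932) had a value of 2114 ± 102 (SD, n = 8) in Tecpr2 ki/ki and 1411 ± 56.2 (SD, n = 8) in wt/wt mice. The log2 fold change of Gfap was 0.58 (standard error 0.0265, limma with Benjamini-Hochberg adjusted p = 4.67e-27). C4b (ENSMUSG00000073418) had a value of 565 ± 31.3 (SD, n = 8) in Tecpr2 ki/ki and 350 ± 16.9 (SD, n = 8) in wt/wt mice, a log2 fold change of 0.69 (standard error 0.0407, limma with Benjamini-Hochberg adjusted p = 8.80e-22). Its paralog C4a (ENSMUSG00000015451) rose by 0.55 (standard error 0.106, limma with Benjamini-Hochberg adjusted p = 0.00316). C4a and C4b are uncertain as single genes, because 43.3% of the 31-base words in C4a transcripts also occur in C4b. The authors' counting could split such reads, drop them or count them for both genes, and in the last case a rise of 1 gene would raise the other. Among the C1q genes, C1qb (ENSMUSG00000036905) changed most, from 187 ± 19.7 (SD, n = 8) in wt/wt to 251 ± 19.0 (SD, n = 8) in Tecpr2 ki/ki mice, a log2 fold change of 0.42 (standard error 0.0598, limma with Benjamini-Hochberg adjusted p = 4.72e-06). The log2 fold change was 0.30 for C1qa (ENSMUSG00000036887) and 0.29 for C1qc (ENSMUSG00000036896). Gfap, C4b, C1qa and C1qb were higher in each Tecpr2 ki/ki mouse than in every wt/wt mouse.

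The DAM genes changed less or varied more between mice. Cd68 (ENSMUSG00000018774) had a value of 63.6 ± 10.2 (SD, n = 8) in Tecpr2 ki/ki and 45 ± 6.87 (SD, n = 8) in wt/wt mice, and its log2 fold change was 0.49 (standard error 0.112, limma with Benjamini-Hochberg adjusted p = 0.0431). Without Tecpr2 ki/ki mouse 1, 3 or 8 or wt/wt mouse 1 or 6, the limma and Benjamini-Hochberg adjusted p of Cd68 lay between 0.103 and 0.155. Trem2 (ENSMUSG00000023992) had a value of 79.5 ± 10.3 (SD, n = 8) in Tecpr2 ki/ki and 57.5 ± 12.9 (SD, n = 8) in wt/wt mice, and its log2 fold change was 0.48 (standard error 0.108, limma with Benjamini-Hochberg adjusted p = 0.0393). Without Tecpr2 ki/ki mouse 4 or wt/wt mouse 4 or 8, the limma and Benjamini-Hochberg adjusted p of Trem2 lay between 0.118 and 0.160. With no filter on low values, the adjusted p was 0.108 for Cd68 and 0.104 for Trem2 (limma, Benjamini-Hochberg). Ctsd (ENSMUSG00000007891) rose from 1343 ± 46.9 (SD, n = 8) in wt/wt to 1466 ± 40.8 (SD, n = 8) in Tecpr2 ki/ki mice. Its log2 fold change of 0.13 (standard error 0.0258, limma with Benjamini-Hochberg adjusted p = 0.00950) was small but separated the genotypes without overlap. Apoe (ENSMUSG00000002985) had a value of 5737 ± 174.9 (SD, n = 8) in Tecpr2 ki/ki and 5303 ± 298 (SD, n = 8) in wt/wt mice. The log2 fold change of Apoe was 0.12 (standard error 0.0314), with an unadjusted p of 0.00218 and an adjusted p of 0.420 (limma, Benjamini-Hochberg). Its exact two-sided permutation p was 0.00295, unadjusted, and 4 of the 8 Tecpr2 ki/ki mice lay above all wt/wt mice. The limma and Benjamini-Hochberg adjusted p of Apoe fell to 5.72e-05 with a replicate block, to 0.0141 without wt/wt mouse 4, to 0.0880 without wt/wt mouse 7, to 0.0454 without the robust variance estimate, and to 0.0107 with the first residual component as a covariate, which was chosen after the data had been seen. It stayed above 0.1 in the other alternatives. The paper gives these genes as examples of microglia and astrocyte genes of neurodegenerative disease signatures that were upregulated in Tecpr2 ki/ki mice.

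**Figure D1:**
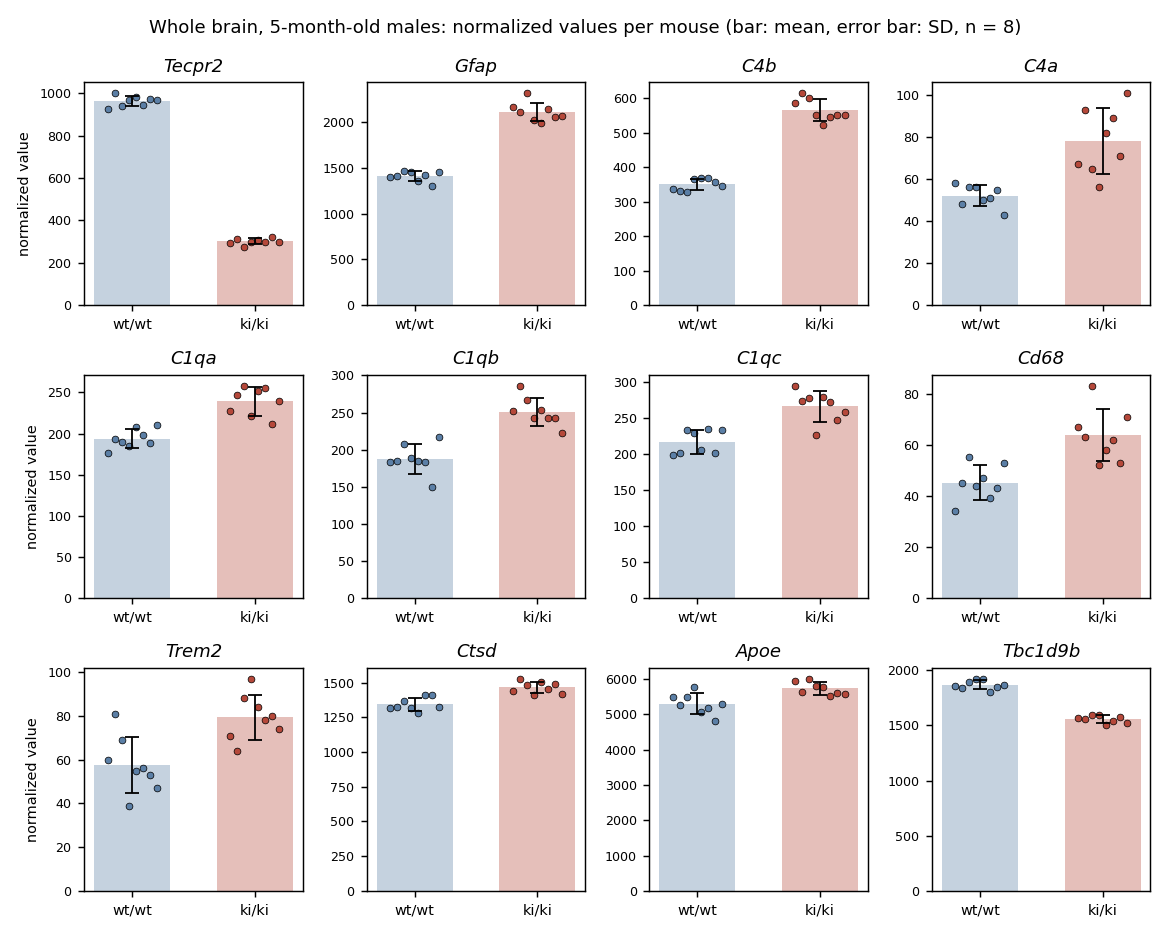
Normalized values of 12 genes in whole brain of 5-month-old males, with 1 point per mouse, a bar at the mean and an error bar of 1 SD (n = 8 per genotype), on linear axes that start at 0. Tecpr2 and Tbc1d9b lie lower and Gfap, C4b, C1qa, C1qb and Ctsd higher in all 8 Tecpr2 ki/ki mice than in any wt/wt mouse, whereas the genotypes overlap for C4a, C1qc, Cd68, Trem2 and Apoe.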

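The pathway analysis in IPA was not rerun here. In its place, 21 lists of genes, written after Supplementary Table 2 had been read, were tested with limma's camera at a preset correlation of 0.01 between genes. After Benjamini-Hochberg adjustment over the lists, 13 had an adjusted p under 0.05 in limma's camera test. Under limma's fry and under camera with a correlation estimated from the data, 7 did, the same 7 lists in both: complement, DAM, homeostatic microglia, reactive astrocyte, striatum, lysosome and GABA receptors.

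The list of 26 complement genes had a median log2 fold change of 0.11 (18 genes higher and 8 lower in Tecpr2 ki/ki mice, limma's camera, Benjamini-Hochberg adjusted p = 8.58e-13). For neuroinflammation, the median was 0.10 over the 32 DAM genes (limma's camera, Benjamini-Hochberg adjusted p = 4.21e-15) and 0.05 over the 18 homeostatic microglia genes (limma's camera, Benjamini-Hochberg adjusted p = 1.94e-05). The list of 39 lysosome genes had a median of 0.04, with 33 genes higher (limma's camera, Benjamini-Hochberg adjusted p = 5.45e-09), while 20 autophagy genes had a median of 0.01 (limma's camera, Benjamini-Hochberg adjusted p = 0.439). Lysosome and DAM share 7 genes. Of the complement list 8 genes, of the DAM list 8 and of the lysosome list 5 are in Supplementary Table 2, so these tests are not independent of it.

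Among neuronal lists, 24 genes with symbols of glutamate receptors, among them the antisense gene Grin1os, had a median log2 fold change of -0.02, with 10 higher and 14 lower (limma's camera, Benjamini-Hochberg adjusted p = 0.137). The 16 GABA receptor genes, 2 of which are in Supplementary Table 2, had a median of -0.04 (limma's camera, Benjamini-Hochberg adjusted p = 0.00760), but their score per mouse differed by only -0.01 (exact two-sided permutation test, p = 0.139). All genes of this list have symbols that start with Gabr, so it does not hold Gabbr1 and Gabbr2. The 25 activity-regulated genes, many of them targets of CREB, had a median of -0.06, with 22 lower (limma's camera, Benjamini-Hochberg adjusted p = 2.27e-08), but limma's fry gave an adjusted p of 0.137. Of these 25 genes, 5 are in Supplementary Table 2, so the tests of this list are not independent of it. With each mouse left out in turn the median ranged from -0.11 (without Tecpr2 ki/ki mouse 1) to -0.04 (without Tecpr2 ki/ki mouse 6). For this list the genes moved together from mouse to mouse, with an estimated correlation of 0.356, and its score per mouse did not differ between genotypes (exact two-sided permutation test, p = 0.274). The median was 0.02 over 22 genes of integrins and integrin-binding proteins (limma's camera, Benjamini-Hochberg adjusted p = 0.0735), a list that holds no other focal adhesion genes and does not test FAK signaling.

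Of the mitochondrial lists, the 13 mitochondrially encoded genes, 2 of which are in Supplementary Table 2, had a median of -0.02 (limma's camera, Benjamini-Hochberg adjusted p = 0.0144). Limma's fry did not keep this result (adjusted p = 0.471), and the camera adjusted p lay between 0.000126 and 0.336 with each mouse left out in turn. The 49 nuclear genes with Nduf symbols, of complex I and its assembly and with 2 pseudogene symbols among them, had a median of -0.02 (limma's camera, Benjamini-Hochberg adjusted p = 0.0839). With each mouse left out in turn, this median ranged from -0.025 to -0.0053 and the camera adjusted p from 0.0216 to 0.500. The adjusted p was under 0.05 in 3 of these fits, and it was 0.0414 without a filter on low values. The 24 genes with symbols of mitochondrial import, among them Tomm6os, had a median of -0.0039 with no difference detectable (limma's camera, Benjamini-Hochberg adjusted p = 0.862), and its sign changed when single mice were left out. No list was made for calcium signaling.

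**Figure D2:**
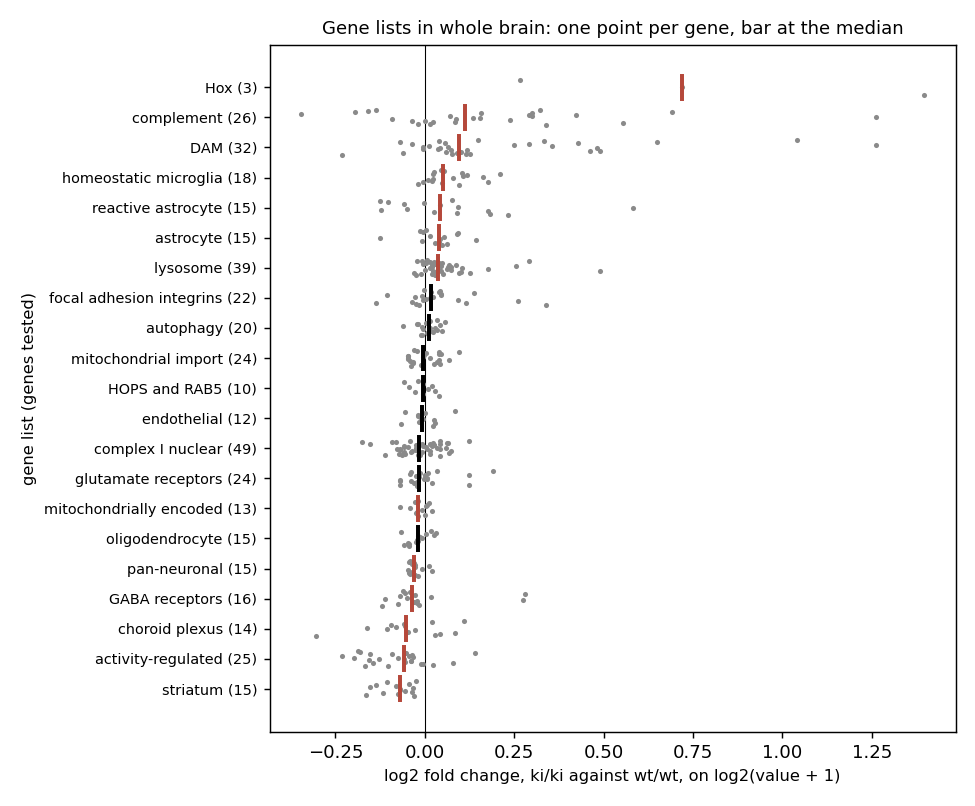
Log2 fold change between Tecpr2 ki/ki and wt/wt whole brain for each gene of 21 lists, with 1 grey point per gene, a bar at the median of the list, and the number of genes tested in brackets. Red bars mark the 13 lists with a Benjamini-Hochberg adjusted p under 0.05 in limma's camera test, among which complement (median 0.11) and DAM (median 0.10) lie to the right and striatum (median -0.07) to the left of 0.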

Consistently, pathway analysis of the whole set of differentially regulated genes revealed an enrichment of the complement system, neuroinflammation signaling and phagosome formation among a number of several other neurologically relevant pathways such as Glutaminergic receptor, cAMP-responsive element-binding protein (CREB), Ca^2+^ and focal adhesion kinase (FAK) signaling as well as mitochondrial dysfunction (Fig. 3f).

### Defective organelles accumulate in the medulla of *TECPR2* knock-in mice

Complementarily, we also performed proteomics of the medulla. For this purpose, a defined area of the medulla was punched from brain sections of *Tecpr2* wt/wt and ki/ki mice and subjected to lysis. Proteins were precipitated and digested with trypsin followed by their analysis through liquid chromatography coupled to mass spectrometry (LC-MS) (Fig. 4a). Consistent with the transcriptomics, we observed an increase in complement components (C1qa, C1qb, C4b) and lysosomal enzymes (e.g. Ctss) as well as a decrease in mitochondrial proteins including subunits of the import machinery (Timm29, Timm22, Mtch1) and respiratory chain complex I (Ndufa2, Ndufa3, Ndufa5, Ndufa13, Ndufs1, Ndufaf4) (Fig. 4b, Supplementary Table 3). Corresponding GO terms including complement and coagulation cascade, oxidative phosphorylation, inner mitochondrial membrane and ATP synthesis featured prominently among regulated proteins (Fig. 4c, d). Besides, GO analysis also revealed an enrichment of secretory pathway-associated terms such as ER, Golgi, and plasma membrane (Fig. 4c, d) which have recently been shown to be altered in cells lacking TECPR2 [11]. Intriguingly, immunofluorescent microscopy of medulla sections from 2- and 5-months old *TECPR2* ki/ki not only confirmed the increase in abundance of the ER marker REEP5 but also showed that REEP5 colocalizes to spheroids (Fig. 4e, Supplementary Fig. 5a).

**Fig. 4:**
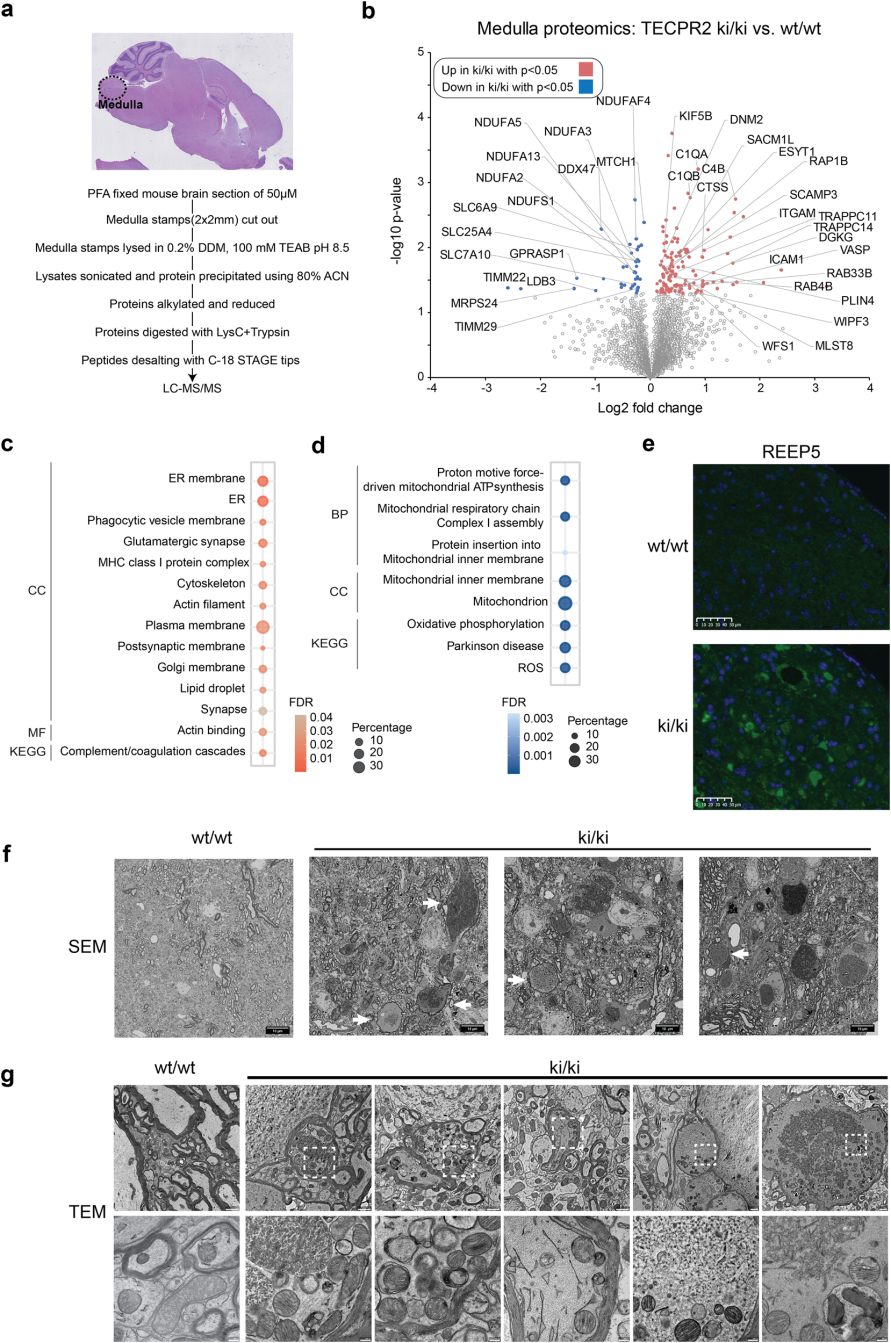
Proteomics and ultrastructural alterations in the medulla of T*ecpr2* ki/ki mice. **a** Medulla proteomics workflow. **b** Volcano plot of proteins whose abundance increase (red) or decrease (blue) in the medulla of 17-month-old *Tecpr2* ki/ki mice (*n* = 4, 2 females, 2 males). Proteins involved in endolysosomal, autophagosomal, mitochondrial and neurodegenerative processes are labeled. **c** GO terms enriched in the medulla proteome of *Tecpr2* ki/ki mice. **d** GO terms diminished in the medulla proteome of *Tecpr2* ki/ki mice. **e** Immunohistochemical stainings of spheroid-containing medulla with the ER marker REEP5. **f** Scanning electron microscopy (SEM) overview images of brain stem area from 5-month-old *Tecpr2* ki/ki and wt/wt mice. Scale bar: 10 µ). White arrows indicate swollen and aberrantly myelinated axons. **g** Transmission electron microscopy (TEM) images from samples shown in (**f**) depicting higher resolutions of different subcellular structures. Scale bar: 1 µm, 200 nm. White squares indicate area of higher magnification.

To corroborate our proteomics data, we performed electron microscopy. The spheroid-containing medulla of 12-month-old *Tecpr2* ki/ki mice contained several enlarged processes, most of which were myelinated axons (Fig. 4f). However, the myelin sheaths appeared considerably attenuated which is a sign of pathological axons. Strikingly, neuronal processes were filled with degenerated organelles in particular swollen mitochondria and enlarged ER but also lysosomes, single membrane vesicles and autophagosomes which accumulated in considerable numbers (Fig. 4g, Supplementary Fig. 5b). In addition, neuronal processes also contained excessive amounts of glycogen granules and amorphous aggregates (Fig. 4g). Collectively, the accumulation of these structures points to a defect in the autophagosomal-endolysosomal system in which either delivery to or degradation in lysosomes is compromised in medulla neurons. However, the fact that a specific subset of mitochondrial proteins decreased in abundance while mitochondria accumulate in swollen axons suggests that loss of TECPR2 might impact mitochondria beyond a potential function in mitophagy.

### Molecular signature of gliosis in *Tecpr2* knock-in mouse brains

Besides assessing neuronal consequences of TECPR2 loss we followed up on the gliosis phenotype (Figs. 2a and 3e). Thereto, we employed NanoString gene expression profiling to investigate inflammation-relevant gene expression patterns in the hind-and forebrain regions of *Tecpr2* ki/ki mice. While the former contains the spheroid loaded medulla, the latter encompasses the cortex with decreased numbers of Ctip2- positive neurons. Interestingly, TECPR2 expression was reduced in the hindbrain region (Supplementary Fig. 5c). Gene expression levels in each sample were normalized to the geometric mean of 11 housekeeping genes. Out of 757 genes analyzed, 73 genes were significantly upregulated and between 51 and 29 genes were downregulated in *Tecpr2* ki/ki hindbrain and forebrain, respectively (Fig. 5a, Supplementary Fig. 5d, Supplementary Table 4). Strikingly, genes most strongly upregulated in hindbrain were those previously described for neurodegenerative disease transcriptomics signatures such as DAM. [34] These include Cts7, as the most upregulated gene, Ccl2, Cd68, CtsD, Trem2, DAP12, Lgals3, Lpl, Cd9, Fth1, ApoE and many others (Fig. 5a). In contrast, the forebrain did not show a DAM signature (Supplementary Fig. 5d). Consistent with this observation, the hindbrain NanoString analysis showed the largest overlap with the whole brain transcriptomics (Fig. 5b). Together, this suggest that microglia in the hindbrain of *Tecpr2* ki/ki mice adopt a DAM state possibly in response to the regional swollen axons while loss of the cell bodies of projecting neurons might have occurred at an earlier time point since the cortex did not show a similar prominent microglia response.

**Fig. 5:**
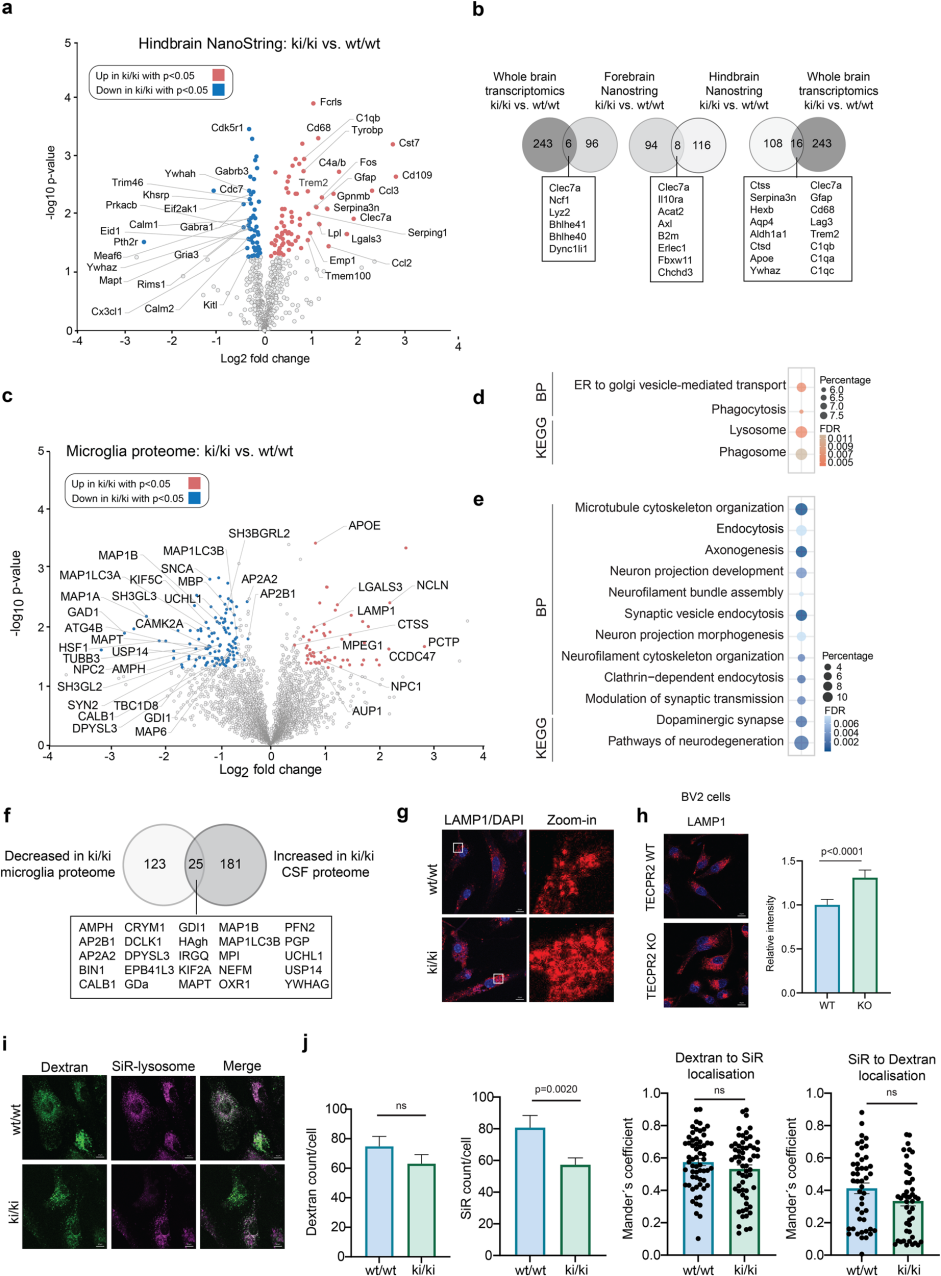
Analysis of *Tecpr2* ki/ki microglia. **a** Volcano plot of up- or downregulated genes detected by NanoString analysis in the hindbrain of 12-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 3, males). Genes with -Log_10_(p-value) ≥1.3 are highlighted in red (up) and blue (down). Top20 up- and downregulated genes are indicated. **b** Venn diagram depicting common genes significantly changed in whole brain transcriptomics, forebrain and hindbrain NanoString analyses. **c** Volcano plot of proteins up- (red) and downregulated (blue) in primary microglia derived from 12-month-old *Tecpr2* ki/ki and wt/wt mice (*n* = 4, females). Proteins involved in endolysosomal, autophagosomal and neurodegenerative processes are labeled. **d** GO terms enriched in Tecpr2 ki/ki microglia. **e** GO terms diminished in *Tecpr2* ki/ki microglia. **f** Venn diagram depicting common proteins whose abundance decreases in *Tecpr2* ki/ki microglia and increases in the CSF of *Tecpr2* ki/ki mice. **g** Microglia from *Tecpr2* wt/wt and ki/ki mice were isolated, cultured for 5 days, fixed and immunostained with an anti-LAMP1 antibody. DAPI was used to stain the nucleus. Scale bar, 10 µm. **h** *Tecpr2* WT and KO BV2 cells were fixed and immunostained with an anti-LAMP1 antibody. LAMP1 intensities were quantified (*n* = 3). **i** Microglia form *Tecpr2* wt/wt and ki/ki mice were isolated, cultured for 5 days, incubated with Dextran Alexa fluor 568 and SiR-lysosome for 3 h followed by fixation and confocal microscopy. Scale bar, 10 µm. **j** Quantification of Dextran and Sir counts from (**i**) (cells counted = 60, *n* = 3). Bar graphs show mean values with SEM as error bars.

### Aberrant microglia in *Tecpr2* knock-in mice

Next, we profiled the proteome of microglia acutely isolated from *Tecpr2* ki/ki and wt/wt mice. Enrichment of microglia was similar between both samples (Supplementary Fig. 5e). Proteomic profiles of microglia revealed major differences between *Tecpr2* ki/ki and wt/wt (Fig. 5c, Supplementary Table 5). Among the significantly upregulated proteins, we identified the DAM components APOE and LGALS3, the lipid-related proteins AUP1 and PCTP as well as several endosomal/lysosomal proteins, including LAMP1, CTSS and NPC1. Unexpectedly, proteins of likely neuronal origin like MAP1A, MAP1B, MAPT, MBP, SNCA, SYN2, and KIF5C were decreased together with the autophagy proteins ATG4B, LC3A and LC3B (Fig. 5c, Supplementary Table 5). GO term analysis of the proteomics data revealed phagosome-, lysosome- and ER-to-Golgi transport-related terms increased in the absence of TECPR2 (Fig. 5d), while endocytosis, microtubule cytoskeleton organization and several neuron-associated terms were among the most decreased pathways (Fig. 5e), possibly implicating that microglia in *Tecpr2* ki/ki mice are compromised in clearing neuronal debris due to a likewise altered endolysosome compartment. This notion is supported by the fact that a number of proteins decreased in the proteome of microglia are increased in the CSF of *Tecpr2* ki/ki mice (Fig. 5f). Consistent with an altered lysosomal compartment, we observed enlarged LAMP1-positive structures in *Tecpr2* ki/ki microglia (Fig. 5g) which likely caused the increased LAMP1 signal observed in microglia in the medulla of *Tecpr2* ki/ki mice (Fig. 2d). Notably, enlarged LAMP1-positive structures were also observed in microglia-like BV2 cells lacking TECPR2 (Fig. 5h, Supplementary Fig. 5f). When primary microglia were incubated with fluorescently labeled endocytosis substrate Dextran (Dextran-Alexa Fluor 568) [35] and the lysosomal dye SiR, only *Tecpr2* ki/ki microglia showed a trend in reduced intracellular Dextran and a significant decrease in SiR-positive puncta (Fig. 5i, j). Since SiR specifically detects active Cathepsin D [36, 37], a decrease in SiR-positive puncta is indicative of less active lysosomes albeit their increase in size (Fig. 5j). The absent of overt changes in colocalization between Dextran and SiR (Fig. 5j), however, suggests that membrane fusion seems intact in *Tecpr2* ki/ki microglia.

### TECPR2 associates with HOPS and RAB5

Given that neuronal and microglia phenotypes converge on an altered endolysosomal system in the absence of TECPR2, we searched published TECPR2 interactomes [7, 11] for a molecular link between TECPR2 and this system. Intriguingly, the HOPS subunits VPS16, VPS18, VPS33A, and VPS41 were the only proteins found in two different proteomic studies with a clear function in the endolysosomal system (Fig. 6a). While these protein-protein interactions were biochemically validated, [7, 11] the nature of these interactions has remained largely elusive. In a first step, we sought to address whether TECPR2 binds individual HOPS subunits or the HOPS complex. For this purpose, we used biomolecular complementation affinity purification (BiCAP). Briefly, the V1 and V2 segment of the fluorescent Venus protein were fused to TECPR2 and VPS41, respectively. Following expression of V1-TECPR2 and V2-VPS41 together in HeLa cells or V2-VPS41 alone as control, we performed GFP immunoprecipitations (IPs) and analyzed interacting proteins by LC-MS (Supplementary Fig. 5g). Intriguingly, the HOPS subunits VPS16, VPS18 and VPS33A were most strongly enriched (16-fold) by TECPR2-VPS41 heterodimers (Supplementary Fig. 5h, Supplementary Table 6), suggesting that TECPR2 binds these subunits most likely as part of the HOPS complex. Next, we aimed at determining which region of TECPR2 is responsible for mediating binding to HOPS. Using an extensive panel of HA-tagged fragments covering the N-terminal WD40 repeats, the unstructured middle part and the C-terminal TECPRs (Fig. 6b), we performed HA-IPs and probed for the presence of different HOPS subunits at endogenous levels. We found that a region spanning residue 358-472 in the unstructured middle part was indispensable for binding HOPS (Fig. 6c–e). Conversely, we showed that a previously described TECPR2 mutant variant lacking residue 363-471 termed ΔEx8 [38] was deficient in binding HOPS (Fig. 6d, e). Hence, residues 363-471 seem both sufficient and necessary for HOPS binding in cell lysates. Interestingly, this region did not seem to be a general hub for interactions since other known binding partners were found to only bind full-length TECPR2 as in the case of the TRAPPIII subunit TRAPPC9 or the N-terminal and C-terminal domains as in the case of the BLOC-1 subunit DTNP1 and SNX27 (Supplementary Fig. 6a–d). To corroborate these results, we generated TECPR2 KO HeLa cells (Supplementary Fig. 6e) and monitored the subcellular distribution of HA-tagged TECPR2 variants re-expressed in these cells. Surprisingly, the presence or absence of the HOPS binding region in the unstructured middle part or in TECPR2 ΔEx8, respectively, did not correlate with TECPR2’s colocalization with the HOPS subunit VPS18 or the early endosomal GTPase RAB5 (Fig. 6f, Supplementary Fig. 6f, g). Instead, we found that the C-terminal part harboring the TECPR repeats colocalizes with VPS18 and RAB5 besides full-length TECPR2 and TECPR2 ΔEx8 (Fig. 6f, Supplementary Fig. 6f, 6g). This suggests that region 358-472 in the unstructured middle part does not drive TECPR2’s association with a HOPS-positive endosomal compartment in the cellular context. Conversely, we unveiled that the TECPR domain mediates binding to RAB5 (Fig. 6g). The fact that full-length TECPR2 did not show RAB5 binding in this assay could be explained by labile or inhibitory conformations that TECPR2 might adopt upon lysis. Thus, these findings suggest that TECPR2 requires two elements – region 358-472 and the TECPR domain – to bind HOPS and to associates with endosomal compartments [38].

**Fig. 6:**
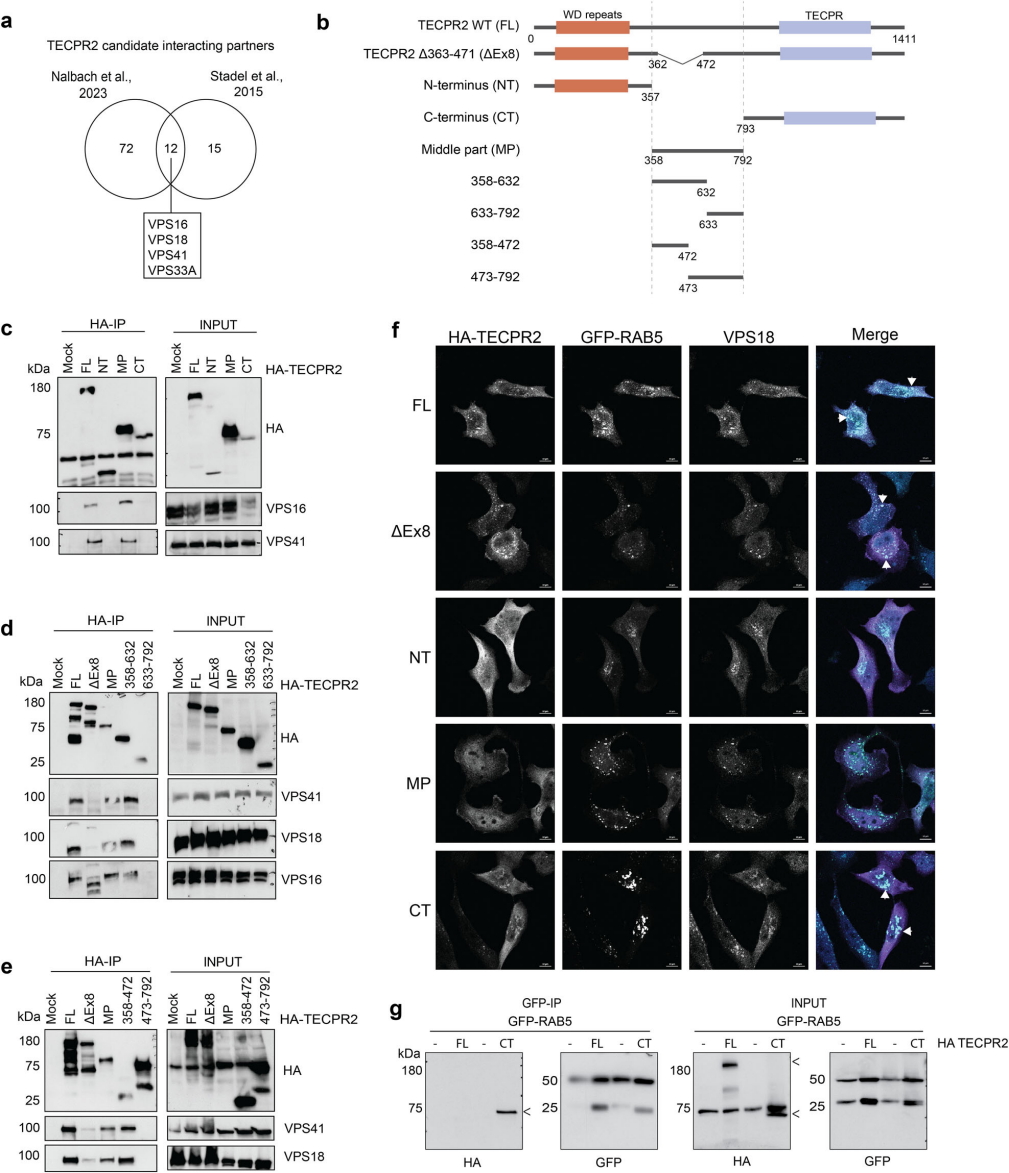
HOPS interaction with TECPR2. **a** Common TECPR2 candidate interacting proteins identified in previous interactome studies. **b** Scheme of TECPR2 fragments. **c–e** HeLa cells stably expressing indicated HA-tagged TECPR2 fragments were lysed and subjected to HA-IP followed by SDS-PAGE and immunoblotting. Empty HeLa cells (Mock) were used as control. **f** HeLa KO cells co-expressing GFP-RAB5 and indicated HA-tagged TECPR2 fragments were fixed and immunostained with anti-HA and -VPS18 antibodies. DAPI was used to stain the nucleus. Scale bar, 10 µm. **g** HeLa KO cells co-expressing GFP-RAB5 and indicated HA-tagged TECPR2 fragments were lysed and subjected to GFP-IP. < indicates specific TECPR2 bands.

### TECPR2 deficiency causes functional disturbances in the endolysosomal compartment

To get a better understanding of the defects in the endolysosomal system caused by TECPR2 deficiency, we performed rapid isolation of endosomes through affinity capture of the early endosome-associated protein RAB5 (EndoIP) followed by LC-MS (Fig. 7a). TECPR2 WT and KO cells were transduced with 3xFlag-RAB5A and stably overexpressed similar protein levels of this affinity handle (Supplementary Fig. 7a). Following non-detergent homogenization and anti-Flag IP, enriched endosomes from non-expressing (empty) and 3xFlag-RAB5A-expressing cells were subjected to quantitative proteomics (Fig. 7a). Notably, the former was used as negative control. EndoIP samples were substantially enriched in known endosomal and lysosomal proteins such as CD63, TFRC, LAMP1 and 2 as well as numerous v-ATPase, ESCRT and LAMTOR subunits among many others (Supplementary Fig. 7b, c, Supplementary Table 7), confirming efficient and specific capturing of endosomes. Comparison of EndoIPs from TECPR2 WT and KO cells revealed decreased abundance of proteins annotated with the GO terms endosome membrane, early endosome membrane and lysosomal membrane on endosomes from TECPR2 KO cells (Fig. 7b, c, Supplementary Table 7). Consistent with potential endolysosomal membrane alterations, we observed a significant reduction in but also clustering of puncta positive for VPS18, EEA1, or RAB7 (Fig. 7d, Supplementary Fig. 7d and 7e) without overt changes in abundance of these proteins (Supplementary Fig. 7f–i). Furthermore, increased clustering was also observed for RAB5 and LAMP1 (Fig. 7e, f). To probe the endolysosomal system for functional defects we monitored the uptake of Rhodamine (Rh)-labeled EGF and of SiR in TECPR2 WT and KO cells (Fig. 7g). Intriguingly, loss of TECPR2 led to a significant perinuclear accumulation of EGF-Rh while the number of SiR-positive structures slightly decreased (Fig. 7h). While the observed accumulation of EGF-Rh particles indicates an impairment of processing of endocytosed cargos by lysosomes, a slight decrease in SiR counts in KO cells although not significant is an indicator of less active lysosomal compartments. In addition, clustering of both endosomal and lysosomal markers around the nucleus suggests an overall block of endolysosomal compartment segregation. Collectively, this suggests that TECPR2 may play a role in endolysosomal maturation and that loss of TECPR2 may impair this process.

**Fig. 7:**
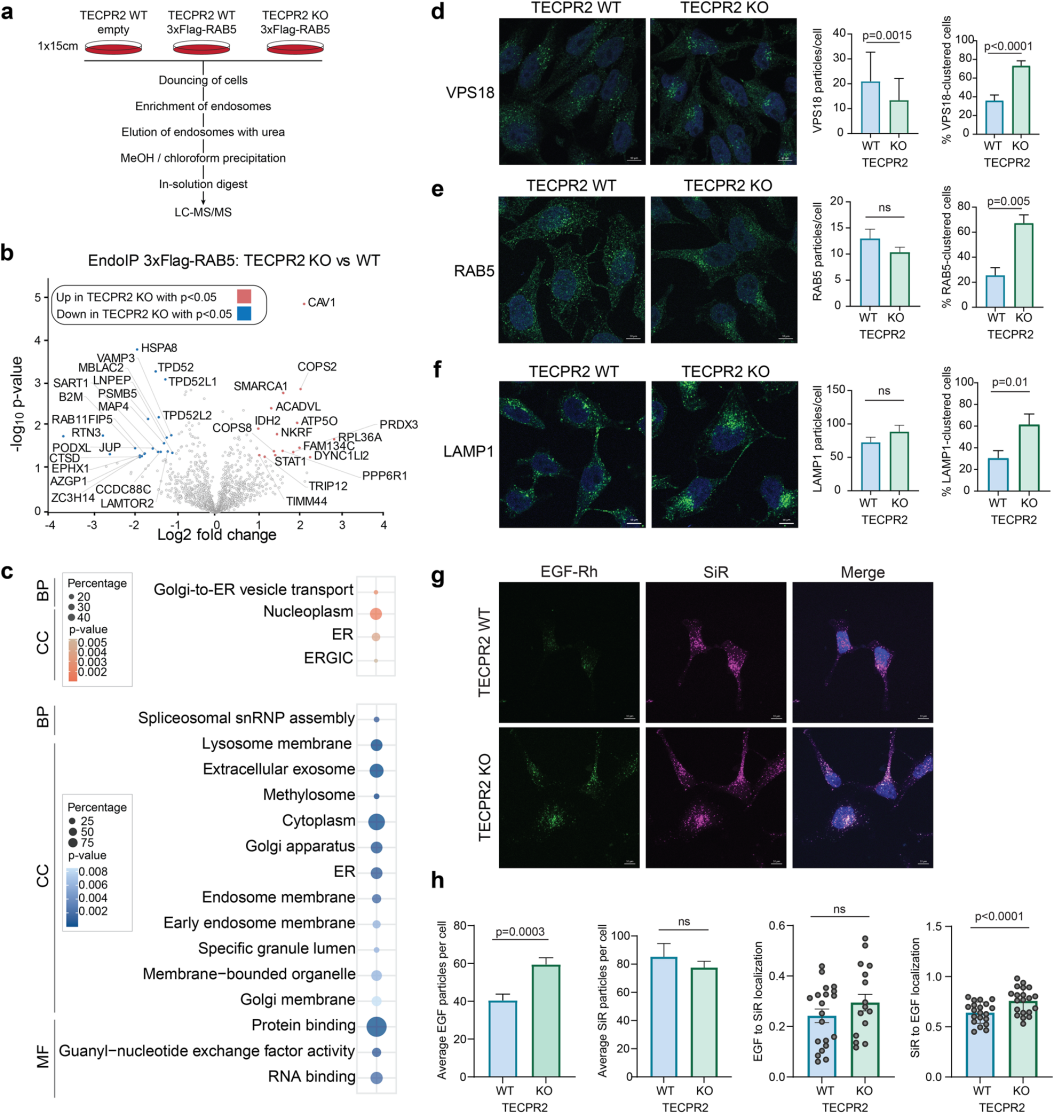
TECPR2 deficiency impacts on the endolysosomal compartment. **a** Rab5 EndoIP workflow. **b** Volcano plot representing proteins whose abundance increased- (red) or decreased (blue) in association with early endosomes enriched by Rab5 EndoIP. **c** GO terms enriched (red) or depleted (blue) in Rab5 Endo IP. **d–f** TECPR2 WT and KO cells were fixed and immunostained with indicated antibodies. DAPI was used to stain the nucleus. For particle count, 30 cells were counted over *n* = 3, for cell cluster count, >40 cells were counted over *n* = 3. Scale bar, 10 µm. **g**, **h** TECPR2 WT and KO cells were incubated with EGF-Rhodamine (Rh) and Lysosomal marker SiR particles for 1 h followed by 3 h wash-out, fixation and confocal microscopy. DAPI was used to stain the nucleus. For particle count, 30 cells were counted over *n* = 3, for co-localization, 20 cells were counted over *n* = 2 Scale bar, 10 µm. Bar graphs show mean values with SEM as error bars.

## Discussion

In this study, we characterize a novel mouse model generated by CRISPR knock-in of a HSAN9 disease-associated TECPR2 mutation. Although the gene encoding TECPR2 has been reported to have a number of mutations ranging from point to nonsense mutations, only a few mutations were studied in depth for their involvement in HSAN9. We confirmed in our mouse model that the nonsense mutation L1139fs leads to a complete loss of the protein evident from transcriptomics and immunoblot analysis. Behavior analysis revealed that TECPR2 ki/ki mice shows decreased anxiety, impaired sensorimotor gating, and altered gait. A broadly similar gait profile has been described in models of Parkinson’s disease (PD), spinal cord injury (SCI), and stroke [39], except for the decreased distance between the hind paws (i.e., a reduced base of support, BOS), where the opposite is typically observed in PD, and SCI. Interestingly, parallels can be drawn between the gait phenotype of the ki/ki mice and the previously characterized KO model of the same gene, as both exhibit decreased hind-paw BOS [13]. This gait phenocopy supports the presence of a shared underlying disease mechanism in these two models of deficiency.

At the histological level, ki/ki mice show clear signs of neurodegeneration, including axonal spheroids in the cuneate and gracile nuclei of the medulla oblongata in the brainstem. These regions—part of the dorsal column nuclei—are responsible for processing fine touch and proprioceptive information from the limbs and relaying it to the thalamus. The gracile nucleus transmits hind-limb sensory input, while the cuneate nucleus processes input from the forelimbs. Degeneration in these nuclei is likely to contribute to the altered gait phenotype observed. Moreover, the cuneate nucleus has been implicated in the regulation of sensorimotor gating, including prepulse inhibition, which was found to be impaired in the ki/ki mice. This deficit suggests dysfunction in sensory integration and pre-attentive processing. Given that prepulse inhibition deficits can be associated with cognitive dysfunction also in neurodevelopmental disorders [40–42], these findings may reflect aspects of the intellectual disability observed in HSAN9 patients. While direct cognitive tests were not included in this study, future work may explore this further using dedicated learning and memory paradigms.

Neuronal degeneration in the medulla seems to be primarily due to axonal swelling caused by aberrant accumulation of various organelles and proteinaceous structures ranging from swollen mitochondria, enlarged ER, lysosomes, single membrane vesicles, autophagosomes and glycogen granules as well as amorphous protein aggregates that may be composed of fragmented neurofilaments or microtubules. Importantly, the accumulation of these cellular components detected by EM together with labeling of axonal spheroids with autophagy-related proteins including LC3B and TAX1BP1, endosomal APP and presynaptic vesicle components such SYP point to defective lysosomal clearance or endolysosomal sorting in neurons lacking TECPR2.

Axonal swelling has been associated with neuronal loss in other neurodegeneration and hereditary spastic paraplegia (HSP) mice models [43–45]. For instance, HSP mice with mutations in SPG7 show dysfunctional mitochondria as the primary cause for accumulation of neurofilaments and other organelles in axonal neurites [43]. In Alzheimer’s disease (AD) mouse models, accumulation of amyloid-β-peptide (Aβ) and phosphorylated forms of Tau correlates with disorganization of microtubules in neurons leading to disturbances in anterograde trafficking of organelles [46]. Defects in autophagosome maturation or fusion to lysosomes also causes accumulation of autophagosomes in axons leading to axonal spheroid formation [45].

*Tecpr2* ki/ki mice also showed a pronounced region-specific gliosis along with loss of neurons and oligodendrocytes in the same region. Given that Tecpr2 mRNA is expressed in almost all tissues, this could indicate a composite effect of cell autonomous and non-cell autonomous roles of TECPR2. By combining transcriptomics, CSF proteomics and microglia proteome profiling, we sought to examine the consequences of TECPR2 in different brain cell types. Using this approach, we observed that along with neuronal loss there seems to be a defect in clearing of neuronal debris by microglia in Tecpr2 ki/ki mice, most likely due to reduced microglial uptake or lysosomal degradation. This is most apparent from a massive increase in neuronal proteins linked to autophagy and endocytosis in CSF and their simultaneous decrease in DAM microglia derived from *Tecpr2* ki/ki mice. Among these proteins are MAPT (Tau), γ-synuclein (SNCG), LC3B, BIN1 and adaptor protein complex 2 (AP-2) subunits. Interestingly, BIN1 plays an important role in endosomal trafficking and degradation of BACE1, an important regulator for Aβ. Decrease in BIN1 in cells has been shown to increase production and accumulation of Aβ in AD [47]. AP-2 is also involved in clathrin-mediated endocytosis of ADAM10, a protein which limits Aβ production and this process is altered in AD patients [48]. Decrease in active SiR-positive lysosomes and endocytosis of Dextran in TECPR2-deficient microglia further supports the notion that TECPR2’s role in the endolysosomal system is not restricted to neurons and that loss of TECPR2 compromises microglia’s clearing function, thereby possibly exacerbating neurodegeneration in *Tecpr2* ki/ki mice.

While TECPR2 has been reported to function in autophagy as well as in protein transport and sorting within the secretory pathway, its role in the endolysosomal system is poorly understood [7, 10, 11]. Moreover, endolysosomal defects in TECPR2 deficiency might be subsequential from disturbances in the mentioned pathways which are interconnected with the endolysosomal system. However, a direct link to the endolysosomal system was established when TECPR2 was found to interact with several subunits of HOPS, a protein complex involved in Rab5-to-Rab7 conversion, maturation of early to late endosomes and endolysosomal fusion [8]. Intriguingly, recently the HOPS component VPS41 has been reported to be mutated in patients suffering from neurodegenerative conditions such as ataxia and dystonia [12]. In addition, VPS41 was shown to have neuroprotective function against α-synuclein aggregation in PD [49]. We therefore hypothesized that TECPR2’s interaction with HOPS is important for its role in the endolysosomal system in neurons and microglia.

We unveiled that TECPR2 employs a defined region (residue 358-472) of the unstructured middle part to bind HOPS while localization to early endosomes requires interaction with RAB5 via its C-terminal TECP repeats. Notably, HOPS and the related CORVET complex are known to exist in a HOPS-CORVET hybrid complexes to transition between early and late endosomes [8, 50]. Given that the HOPS subunits VPS11 and VPS39 were neither found in previous extensive TECPR2 interactome studies nor in our current BiCAP approach, we speculate that TECPR2 might stabilize a transition form of HOPS or an alternative assembly of the HOPS subunits. A block in endolysosomal compartment segregation in TECPR2 KO cells was apparent based on the observed perinuclear clustering of early endosomal (EEA1, Rab5), late endosomal-lysosomal (RAB7, LAMP1), and HOPS (VPS18) markers. Interestingly, HOPS KO was recently shown to cause a block in endolysosomal compartment segregation and formation of HOPS bodies which are less acidic and contains less active cathepsins [37]. Given the phenotypic similarities of these KOs and the interaction of both proteins, it is conceivable that TECPR2 might be a positive regulator of HOPS whose assembly or function is compromised when TECPR2 is absent. The observation that loss of TECPR2 causes a delay in degradation of EGFR, which is known to be HOPS dependent, corroborates our hypothesis.

Overall, our study provides molecular and (patho)physiological insights into the role of TECPR2 in the endolysosomal system. While our mouse model confirms that loss of TECPR2 causes neurodegeneration, we find that other brain cell types, in particular microglia, are affected in their functioning and/or responsiveness which might in turn contribute to disease progression.

## Supplementary information

Supplementary Information

Supplementary Table Info

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Uncropped Immunoblots

## Data Availability

All data are available upon reasonable request. The proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD059057 (CSF), PXD065944 (Medulla) and PXD059099 (Microglia). The transcriptomics dataset were submitted to GEO under the accession number GSE284475: https://eur05.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE284475&data=05%7C02%7Cmartin.irmler%40helmholtz-munich.de%7C6f646fa5a9cf485e7ab808dd1ea2ca5f%7Ce229e4931bf240a79b8485f6c23aeed8%7C0%7C0%7C638700406722059921%7CUnknown%7CTWFpbGZsb3d8eyJFbXB0eU1hcGkiOnRydWUsIlYiOiIwLjAuMDAwMCIsIlAiOiJXaW4zMiIsIkFOIjoiTWFpbCIsIldUIjoyfQ%3D%3D%7C0%7C%7C%7C&sdata=IbNXjcV0KjbrP9%2Bi3O2%2FgeugJEBsD3apdhMZXY9JrsU%3D&reserved=0(token: mhahegkcffkftax).

# Supplementary material for: Neuropathy-associated Tecpr2 mutation knock-in mice reveal endolysosomal loss of function phenotypes in neurons and microglia
**Source:** Cell Death Dis. 2025 Oct 31;16(1):775. doi: 10.1038/s41419-025-08168-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Neuropathy-associated Tecpr2 mutation knock-in mice reveal endolysosomal loss of function phenotypes in neurons and microglia

Debjani Bhattacharya <sup>1,#</sup>, Patricia da Silva-Buttkus <sup>2,#</sup>, Karsten Nalbach <sup>3,4</sup>, Lizhen Cheng <sup>1</sup>, Lillian Garrett <sup>2</sup>, Martin Irmeler <sup>2</sup>, Georg Kislinger <sup>3,5</sup>, Georg Werner <sup>6</sup>, Ramona Rodde <sup>6</sup>, Christoph Lengger <sup>2</sup>, Johannes Beckers <sup>2</sup>, Annemarie Zimprich <sup>2,7</sup>, Sabine M. Hölter <sup>2</sup>, Valerie Gailus-Durner <sup>2</sup>, Helmut Fuchs <sup>2</sup>, Martin Hrabe de Angelis <sup>2,8,9</sup>, Benedikt Wefers <sup>3,10</sup>, Wolfgang Wurst <sup>3,10,11</sup>, Monika S. Brill <sup>5,11</sup>, Martina Schifferer <sup>3,11</sup>, Stefan F. Lichtenthaler <sup>3,4,11</sup>, Christian Behrends <sup>1,12,\*</sup>

<sup>11</sup> Munich Cluster for Systems Neurology (SyNergy), Munich, Germany

# These authors contribute equally to this work.

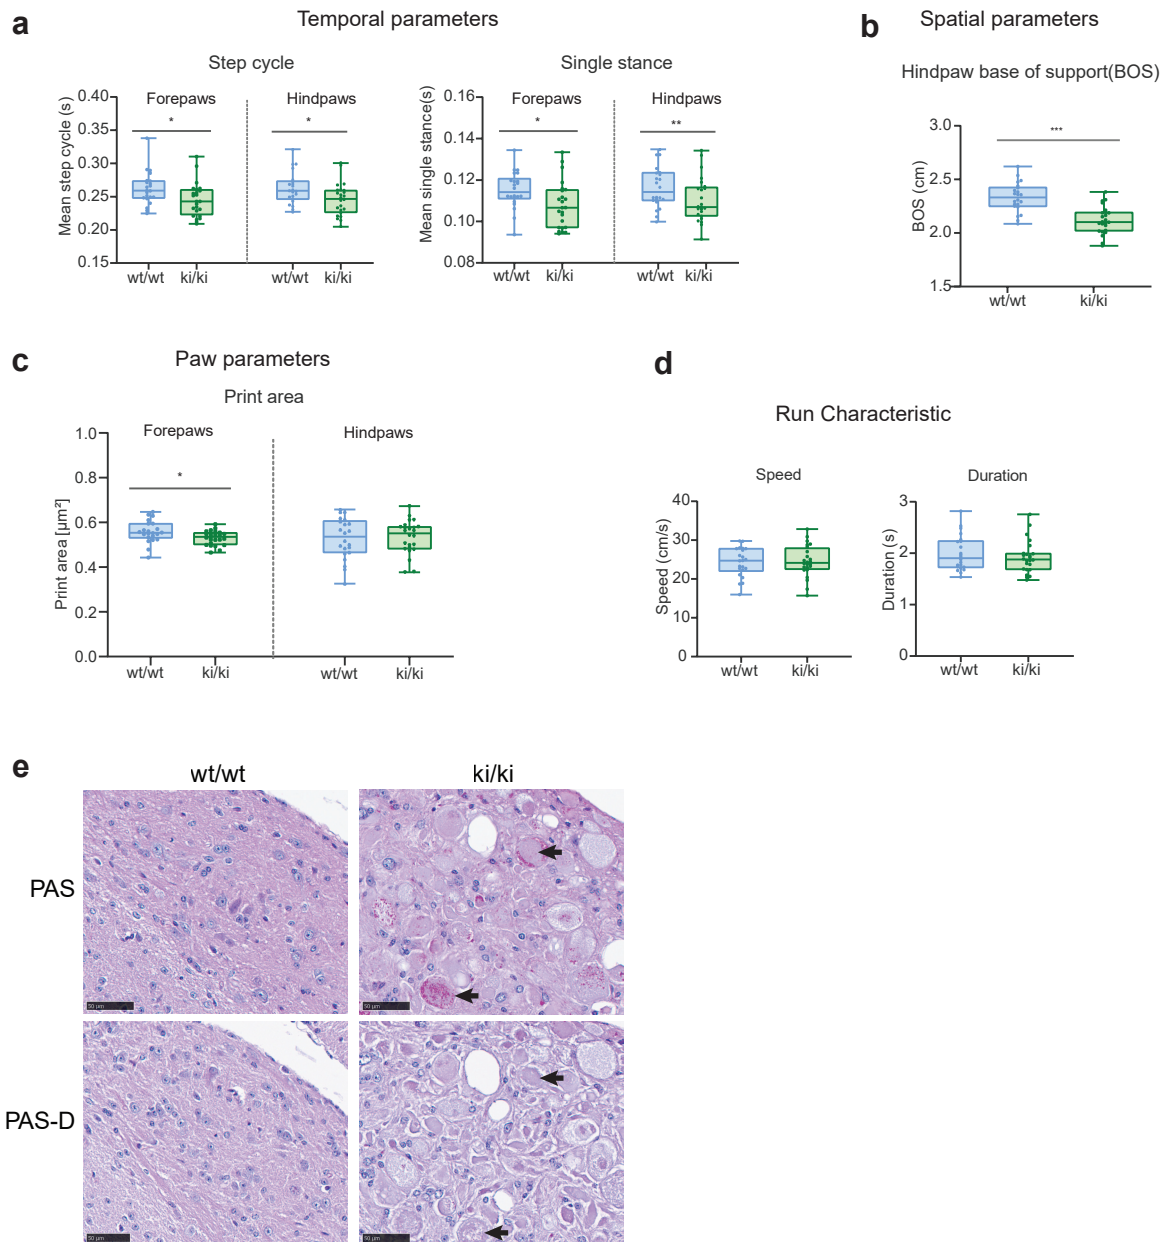

**Supplementary Figure 1. *Tecpr2* ki/ki mouse behavioral studies and histology.**

**a** Temporal Catwalk parameter of step cycle and single stance in 5-month-old mice (10 male wt/wt, 12 female wt/wt, 12 male ki/ki, 12 female ki/ki, pooled). **b** Paw parameter of print area from mice analyzed in (c). **c** Spatial parameter of hindpaw base of support (BOS) from mice analyzed in (c). **d** Catwalk run characteristics of speed and duration from mice analyzed in (c). **e** Periodic-Acid-Schiff (PAS) and PAS-Diastase staining of brain sections from 5-month-old *Tecpr2* ki/ki and wt/wt mice. Arrow marks PAS positive structures in dark pink and the respective glycogen digested structures upon diastase treatment. Scale bar: 50  $\mu$ m

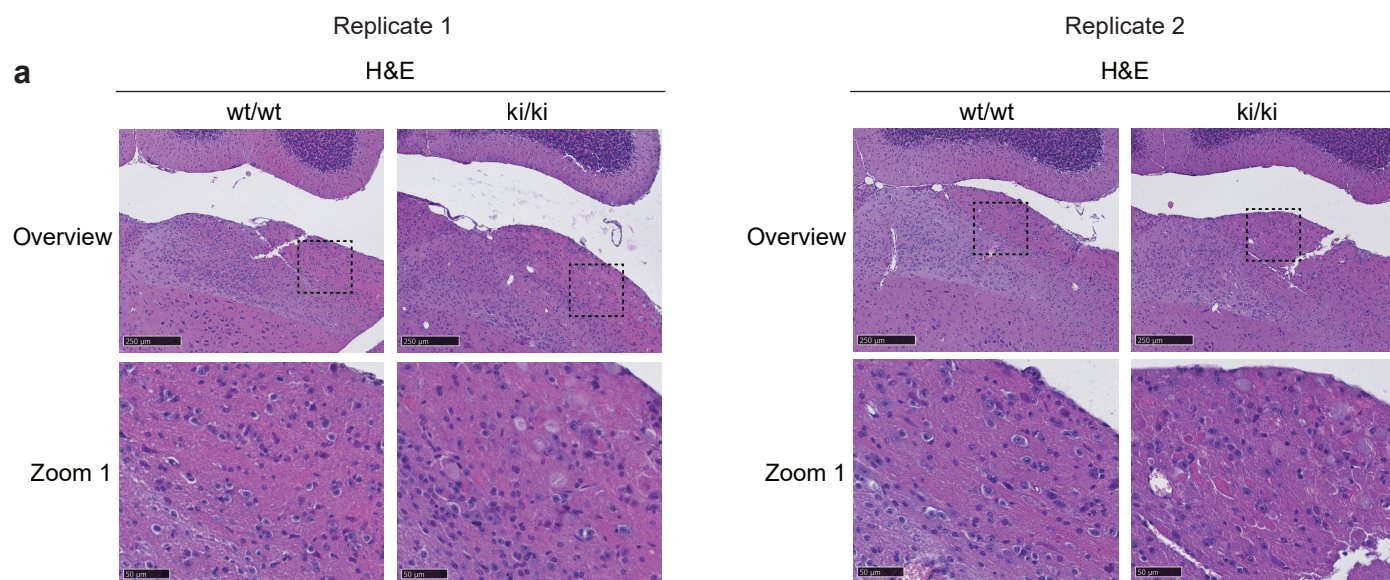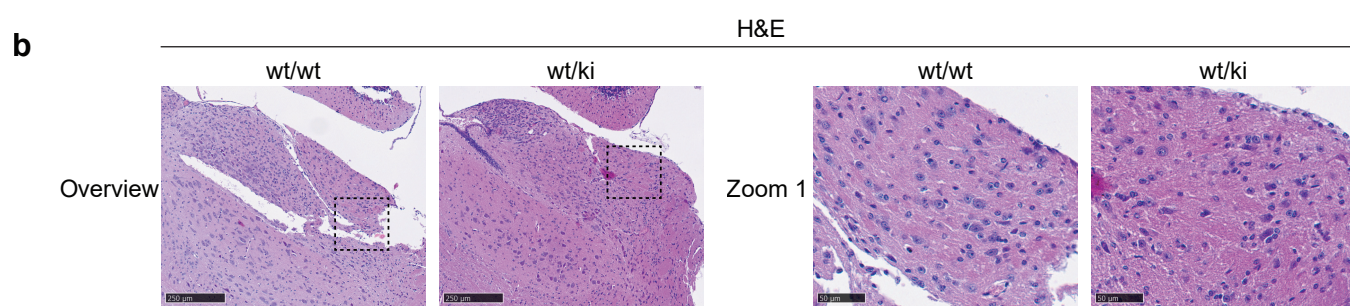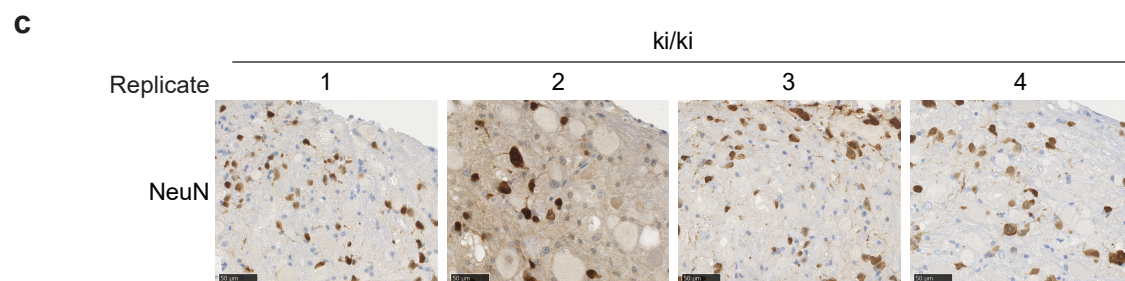

**Supplementary Figure 2. Histology and immunohistochemistry of *Tecpr2* ki/ki mouse brainstem area from 2- and 5-months old *Tecpr2* ki/ki mice.**

**a** Hematoxylin and eosin staining of representative paraffin embedded brain sections from 2 replicates of 2-month-old *Tecpr2* ki/ki and wt/wt mice (n=2). Boxes show affected brain stem region. Scale bar: 250  $\mu$ m (overview), 50  $\mu$ m (zoom). **b** Hematoxylin and eosin staining of representative paraffin embedded brain sections from of 2-month-old *Tecpr2* wt/ki and wt/wt mice. Boxes show zoom 1 of brain stem region. Scale bar: 250  $\mu$ m (overview), 50  $\mu$ m (zoom). **c** Representative images of immunohistochemical staining of NeuN in the medulla of 4 individual 5-months old *Tecpr2* ki/ki mice (n=10). Scale bar: 50  $\mu$ m.

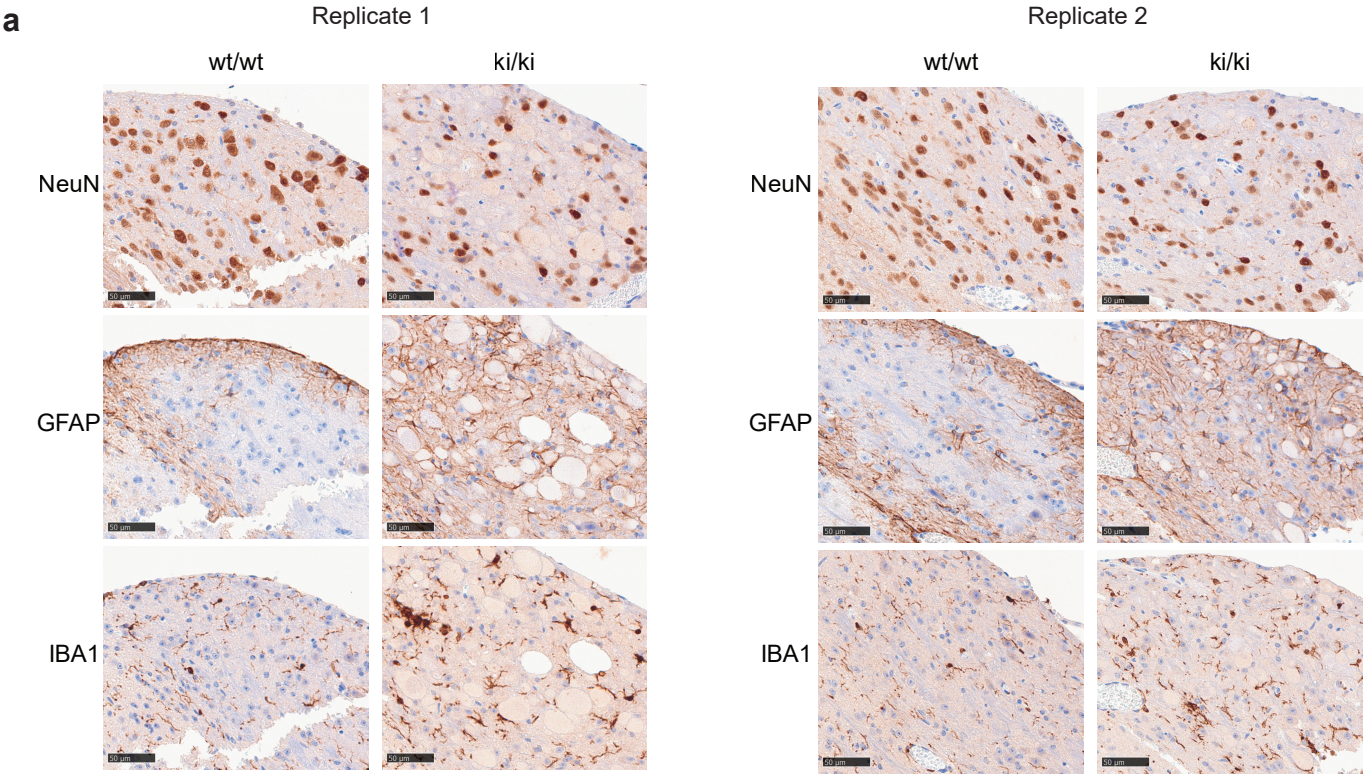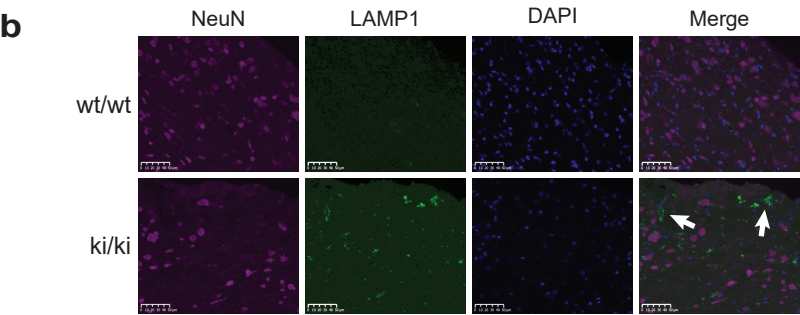

**Supplementary Figure 3. Immunohistological and immunofluorescent analysis of 2- and 5-months old *Tecpr2* ki/ki mouse brainstem area.**

**a** Immunohistochemical staining of NeuN, GFAP and IBA1 from 2 replicates of 2-month-old *Tecpr2* ki/ki and wt/wt mice (n=2). Scale bar: 50  $\mu$ m **b** Colocalization analysis of NeuN and LAMP1 in medulla of *Tecpr2* ki/ki and wt/wt mice. Arrows indicate that increased LAMP1 signal does not colocalize with NeuN. Scale bar: 50  $\mu$ m

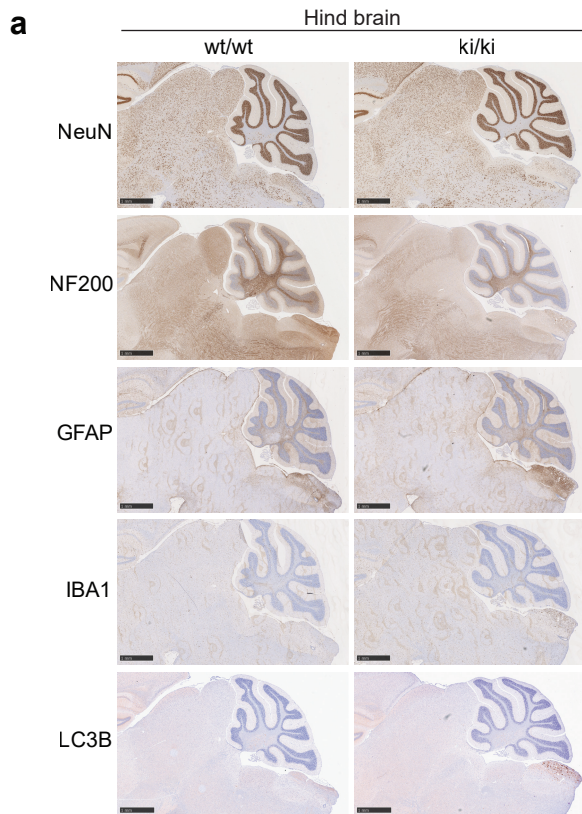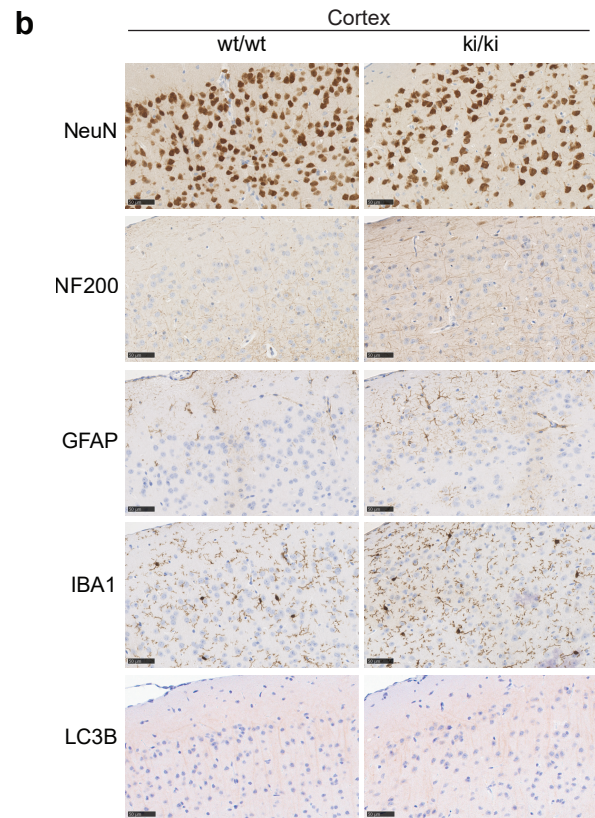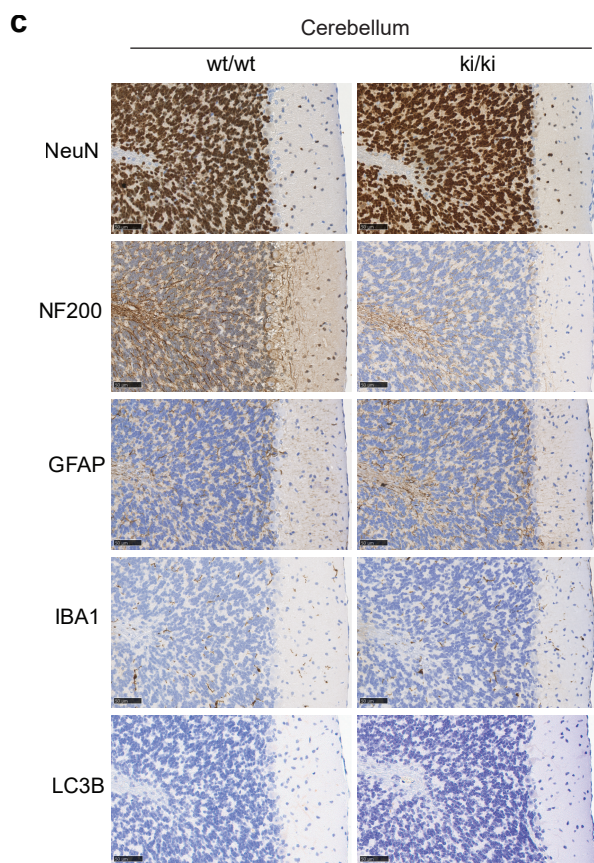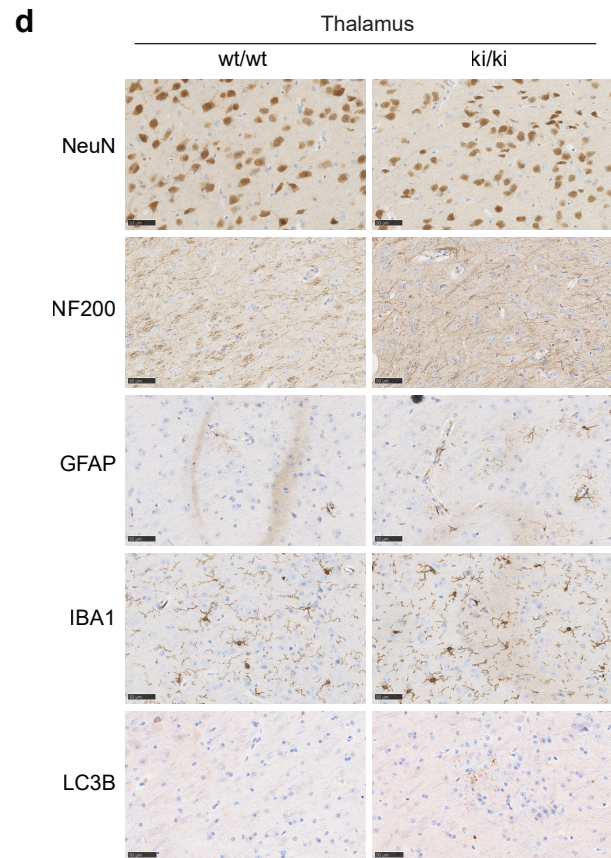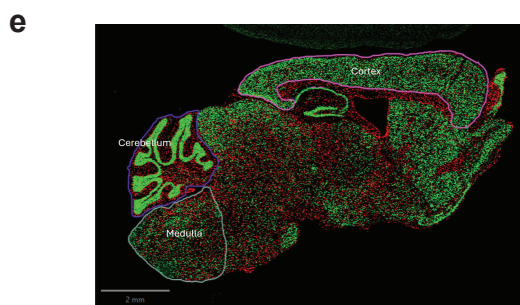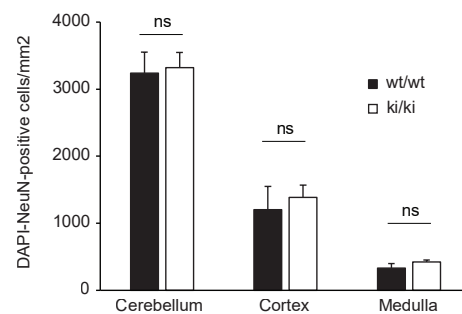

**Supplementary Figure 4. Whole brain immunohistology of *Tecpr2* ki/ki mice.**

**a** Immunohistochemical stainings with indicated neuronal, glial and autophagosomal markers of the hindbrain area of 5-month-old *Tecpr2* ki/ki mice. Age-matched wildtype littermates were used as control (n=10). Scale bar: 1 mm. **b** Immunostaining of neuronal, glial and autophagosomal markers in the cortex of 5-month-old *Tecpr2* ki/ki and wt/wt mice (n=10). Scale bar: 50  $\mu$ m. **c** Immunostaining of neuronal, glial and autophagosomal markers in the cerebellum of 5-month-old *Tecpr2* ki/ki and wt/wt mice (n=10). Scale bar: 50  $\mu$ m **d** Immunostaining of neuronal, glial and autophagosomal markers in the thalamus of 5-month-old *Tecpr2* ki/ki and wt/wt mice (n=10). Scale bar: 50  $\mu$ m **e** Quantitative analysis of NeuN-positive cells per mm<sup>2</sup> in the cortex, medulla and cerebellum of *Tecpr2* ki/ki and wt/wt mice (n=4/group).

**a**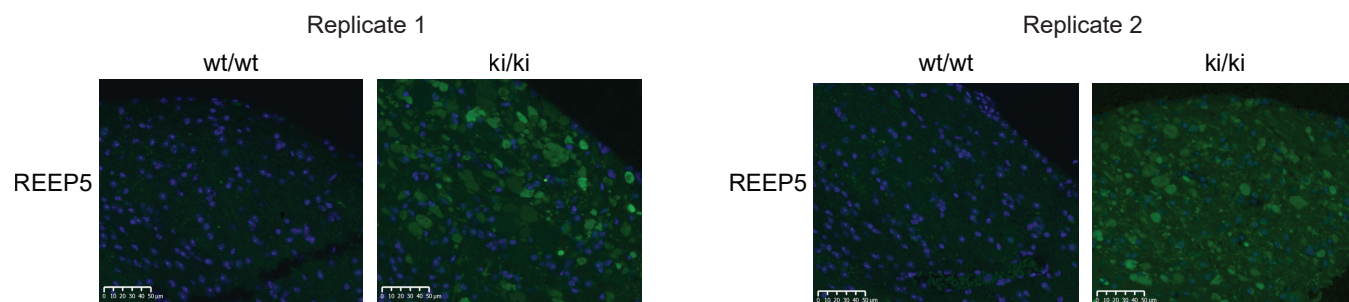**b**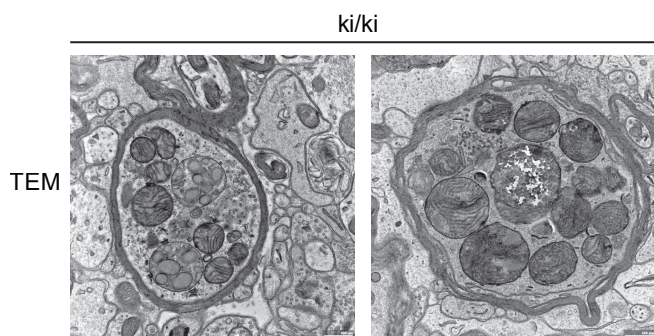**d**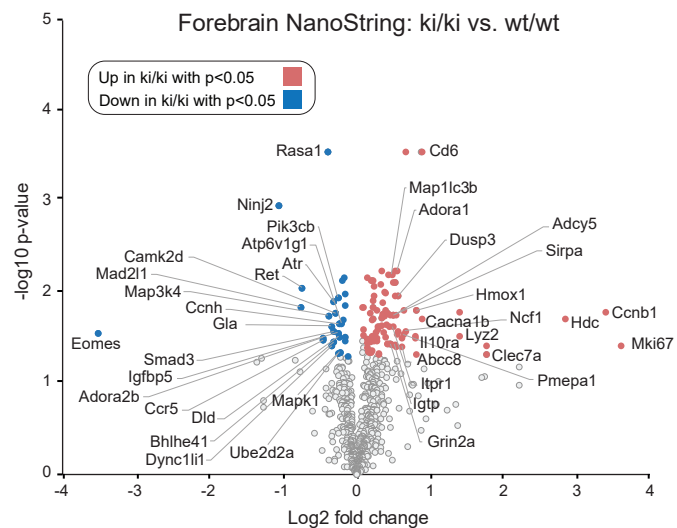**c**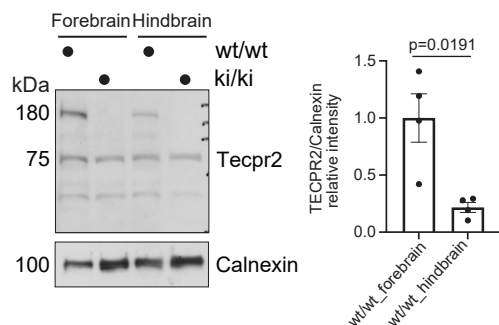**e**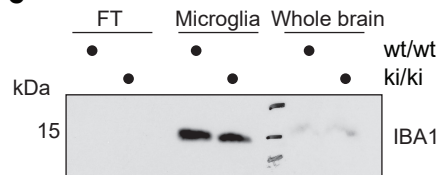**f**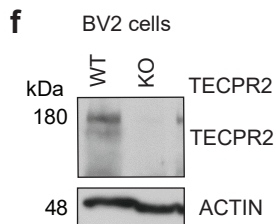**g**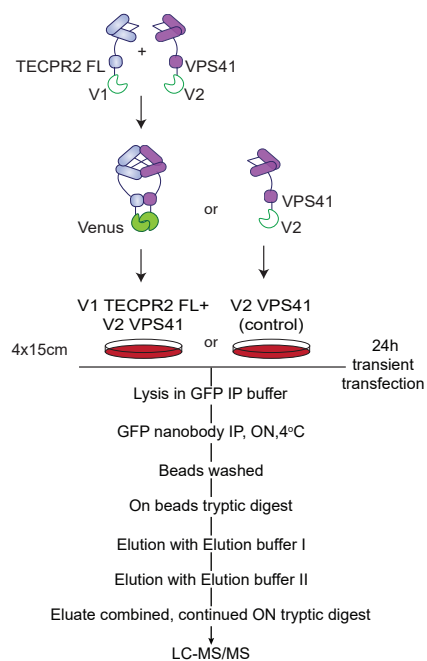**h**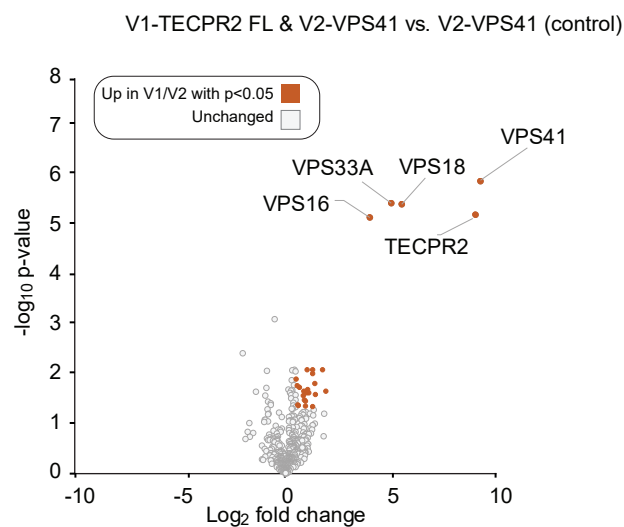

**Supplementary Figure 5. Endoplasmic reticulum staining in TECPR2 *Tecpr2* ki/ki mouse brain.**

**a** Immunofluorescence staining of ER marker REEP5 in the medulla of representative paraffin embedded brain sections from 2 replicates of 2-month-old *Tecpr2* ki/ki and wt/wt mice (n=2).

**b** Transmission electron microscopy (TEM) images from samples shown in Figure 4f depicting higher resolutions of accumulated aberrant mitochondria in axons. Scale bar: 500 nm. **c**

Immunoblot comparison of TECPR2 protein level in forebrain versus hindbrain region of *Tecpr2* wt/wt. (n=3) **d** Volcano plot of up- or downregulated genes detected by NanoString

analysis in the forebrain of 12-month-old *Tecpr2* ki/ki and wt/wt mice (n = 6, males). Genes with  $-\text{Log}_{10}(\text{p-value}) \geq 1.3$  are highlighted in red (up) and blue (down). Top20 up- and

downregulated genes are indicated. **e** Immunoblot analysis of microglia enrichment from 12-month-old *Tecpr2* ki/ki mice. FT, flow through. **f** Immunoblot analysis validating TECPR2

Knock-out in BV2 cell line. **g** BiCAP scheme and workflow. **h** Volcano plot depicting protein identified by BiCAP of V1-TECPR2 and V2-VPS41. V2-VPS41 alone was used as negative

control. Bar graphs show mean values with SEM as error bars.

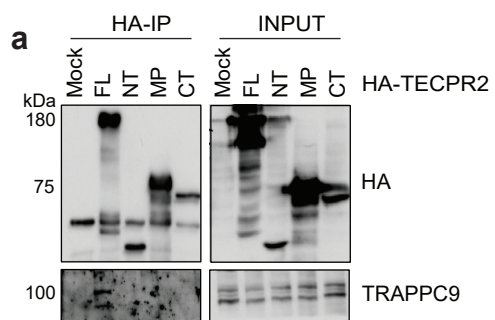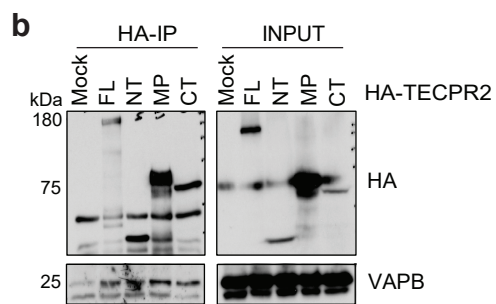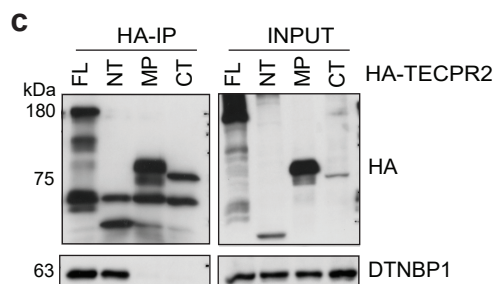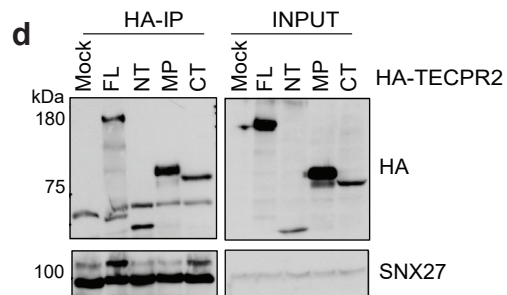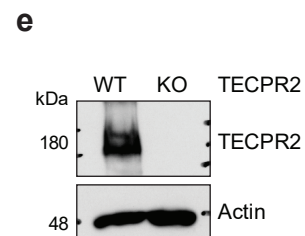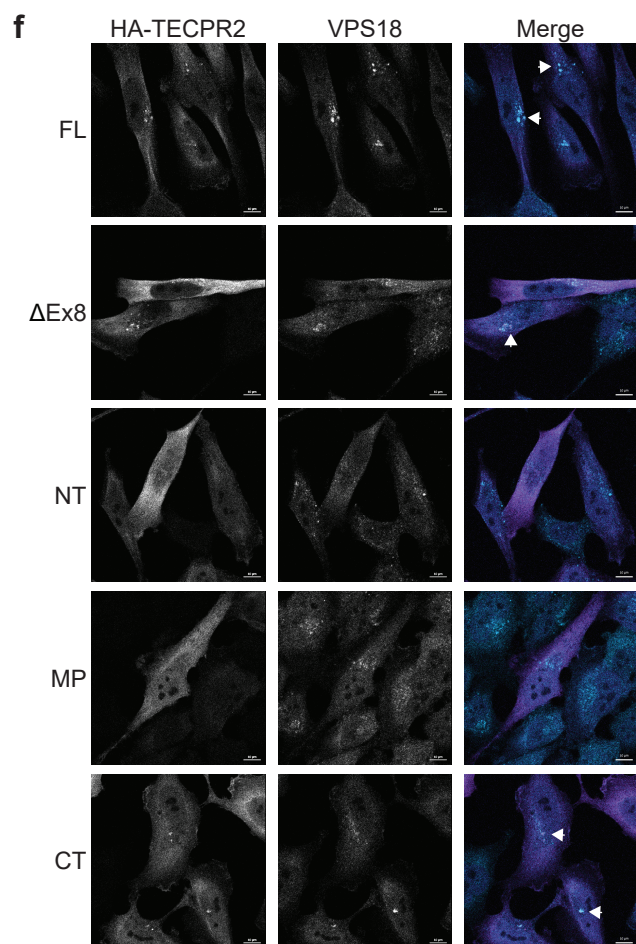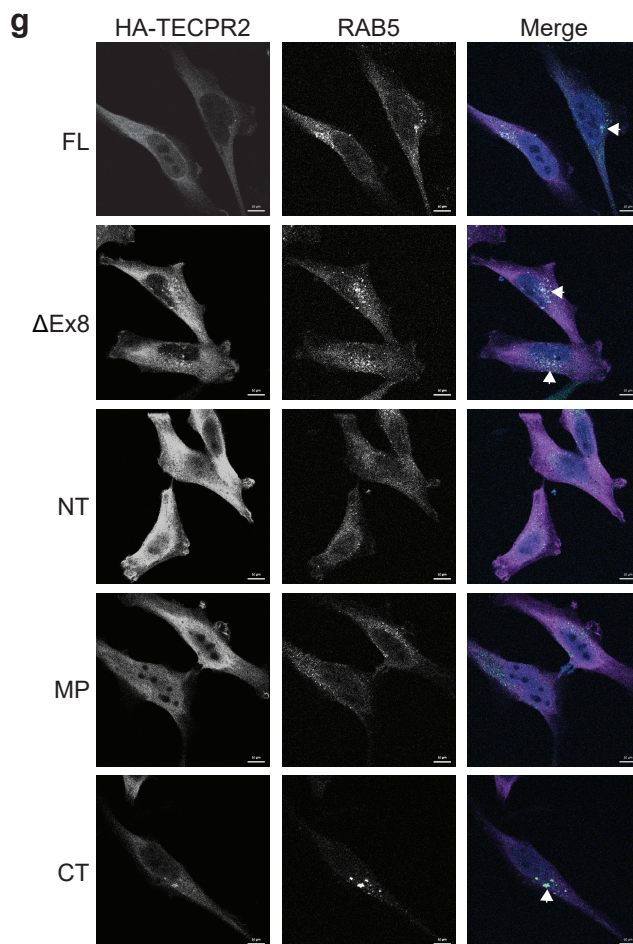

**Supplementary Figure 6. HOPS-interacting region in TECPR2.**

**a-d** HeLa cells stably expressing indicated HA-tagged TECPR2 fragments were lysed and subjected to HA-IP followed by SDS-PAGE and immunoblotting. Empty HeLa cells (Mock) were used as control. **e,f** HeLa cells expressing indicated HA-tagged TECPR2 fragments were fixed and immunostained with anti-VPS18 (e) and -RAB5 (f) antibodies. DAPI was used to stain the nucleus. Scale bar, 10  $\mu$ m.

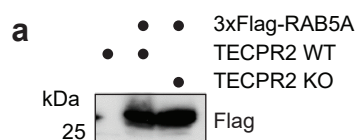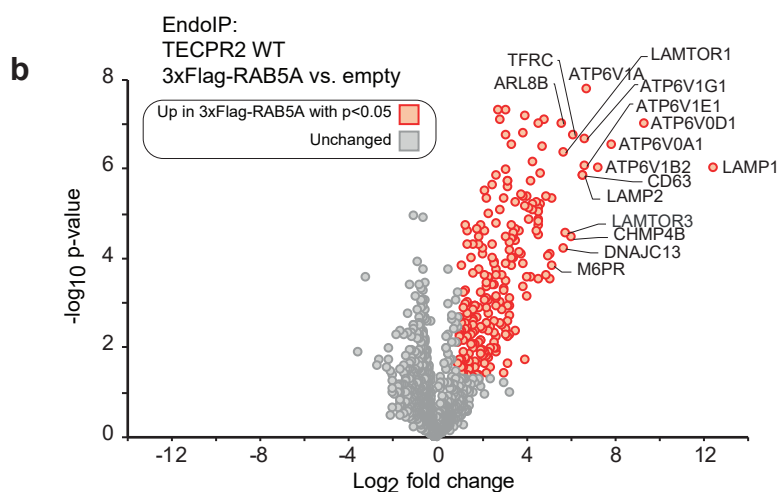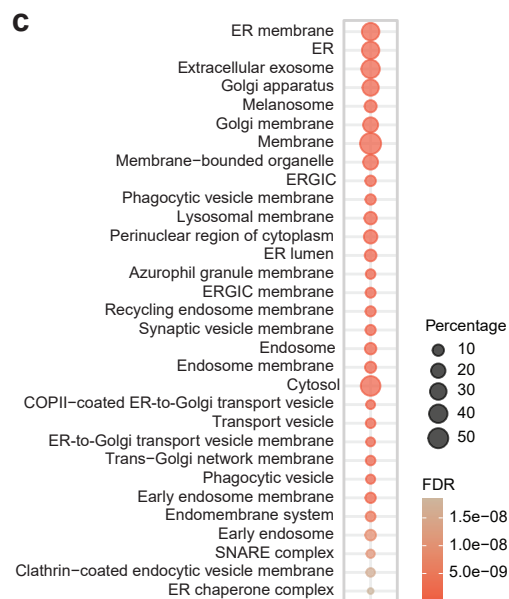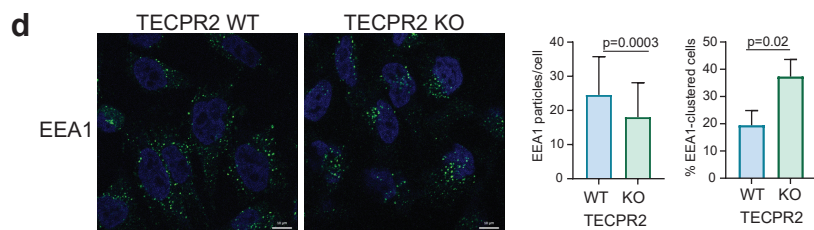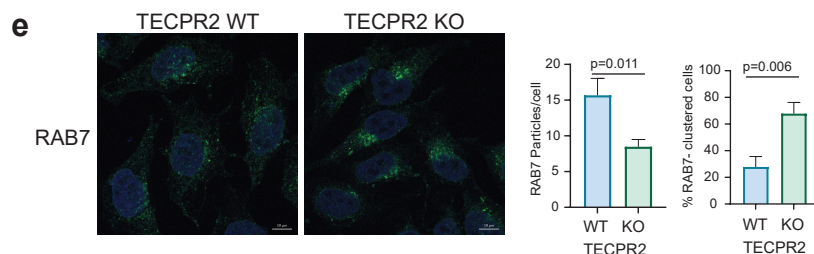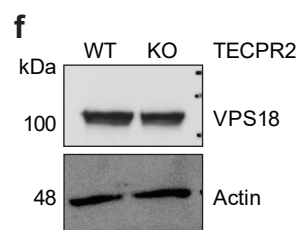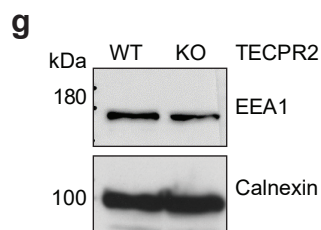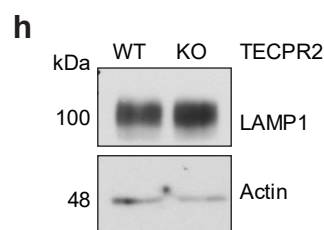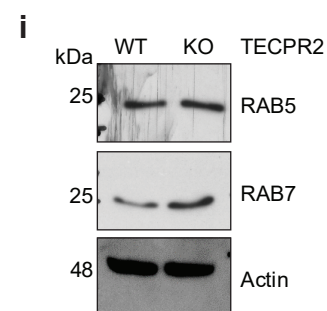

**Supplementary Figure 7. TECPR2 deficiency impacts on the endolysosomal compartment.**

**a** Validation of EndoIP cell lines. **b** GO terms enriched in EndoIP in TECPR2 WT cells. Empty TECPR2 WT cells were used as control. **c,d** TECPR2 WT and KO cells were fixed and immunostained with anti-CD63 (c) or -RAB7 (d) antibodies. DAPI was used to stain the nucleus. Scale bar, 10  $\mu$ m. For particle count, 30 cells were counted over 3n, for cell cluster count, >40 cells were counted over 3n. **e-j** TECPR2 WT and KO cells were lysed and subjected to SDS-PAGE and immunoblotting with indicated antibodies. Bar graphs show mean values with SEM as error bars.

# Supplementary material for: Neuropathy-associated Tecpr2 mutation knock-in mice reveal endolysosomal loss of function phenotypes in neurons and microglia
**Source:** Cell Death Dis. 2025 Oct 31;16(1):775. doi: 10.1038/s41419-025-08168-w

1. Uncropped Western blots for figure 1b

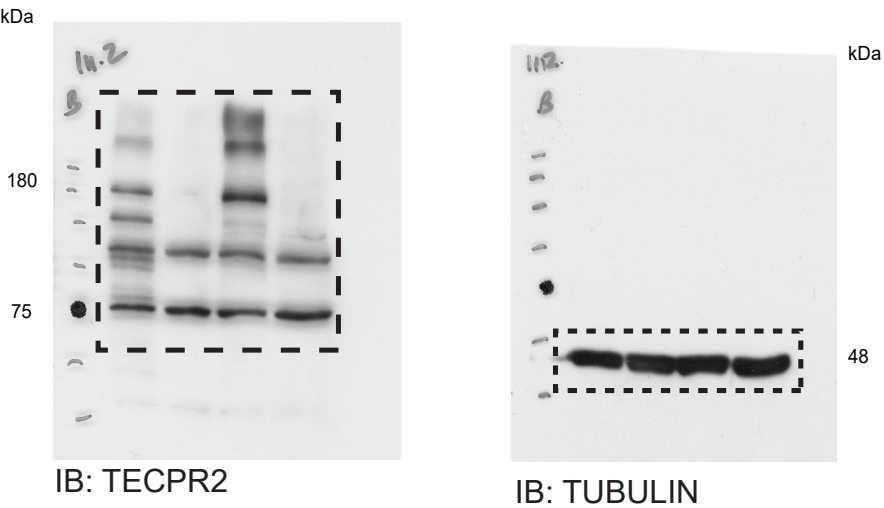

2. Uncropped Western blots for figure 6c

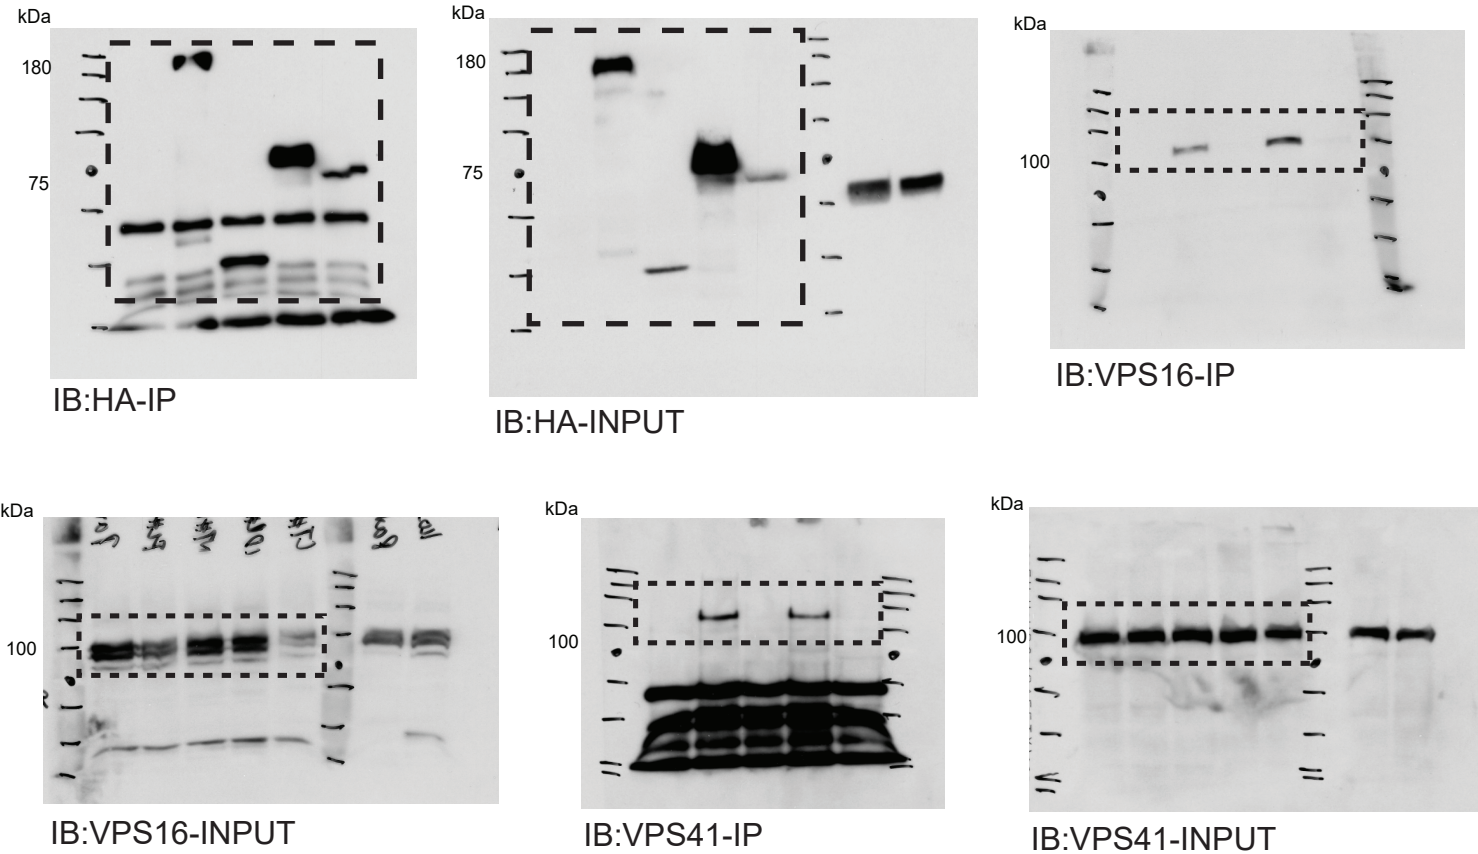

3. Uncropped Western blots for figure 6d

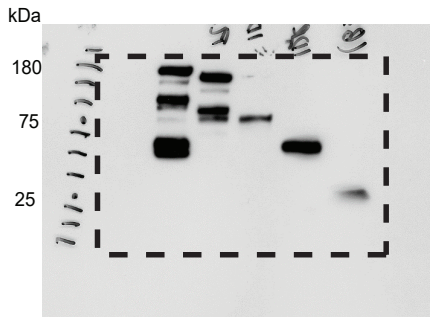

IB:HA-IP

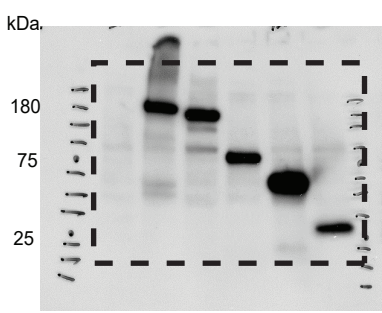

IB:HA-INPUT

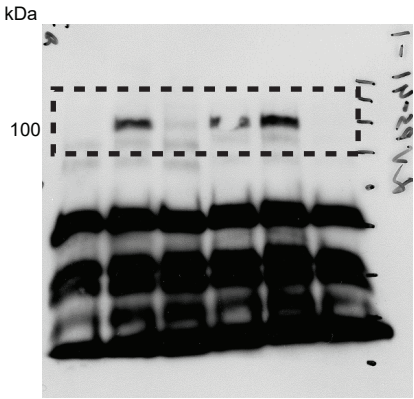

IB:VPS41-IP

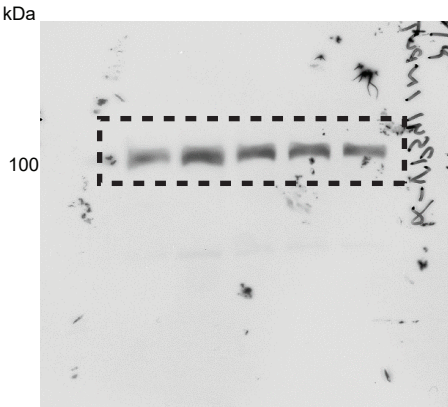

IB:VPS41-INPUT

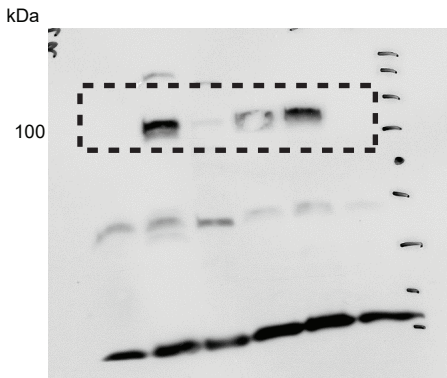

IB:VPS18-IP

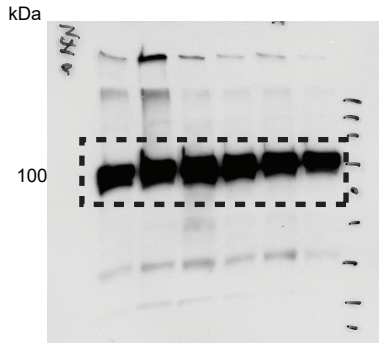

IB:VPS18-INPUT

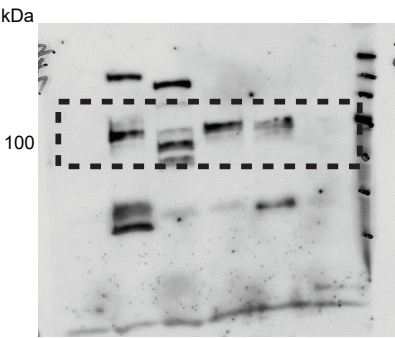

IB:VPS16-IP

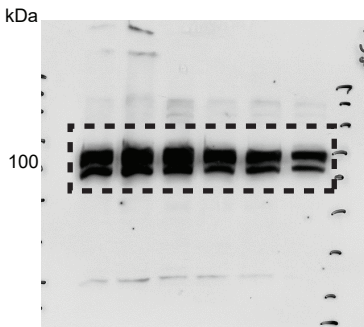

IB:VPS16-INPUT

4. Uncropped Western blots for figure 6e

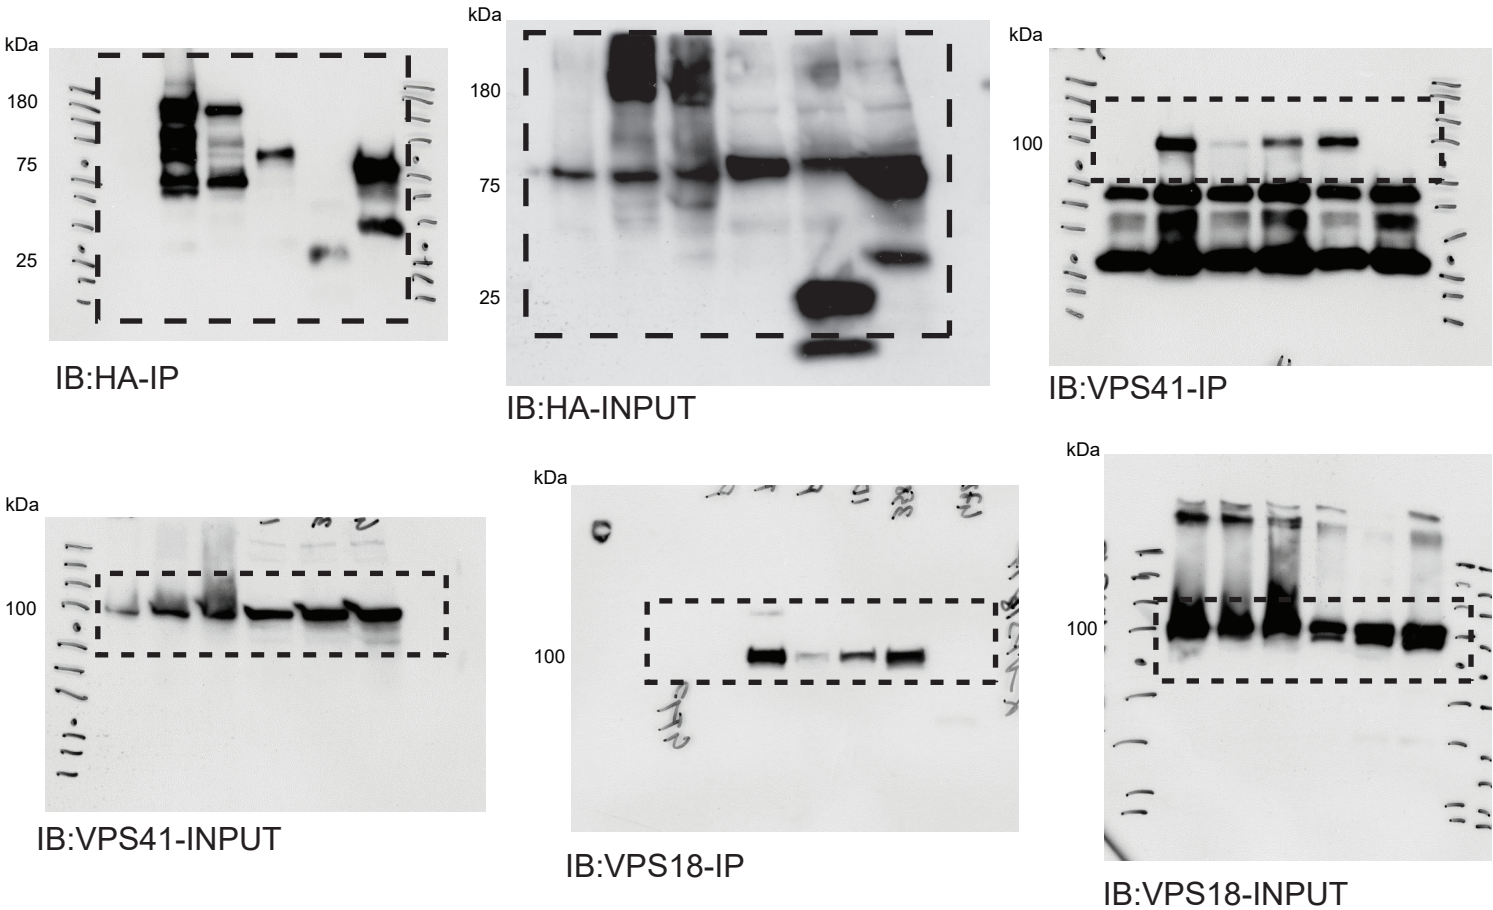

5. Uncropped Western blots for figure 6f

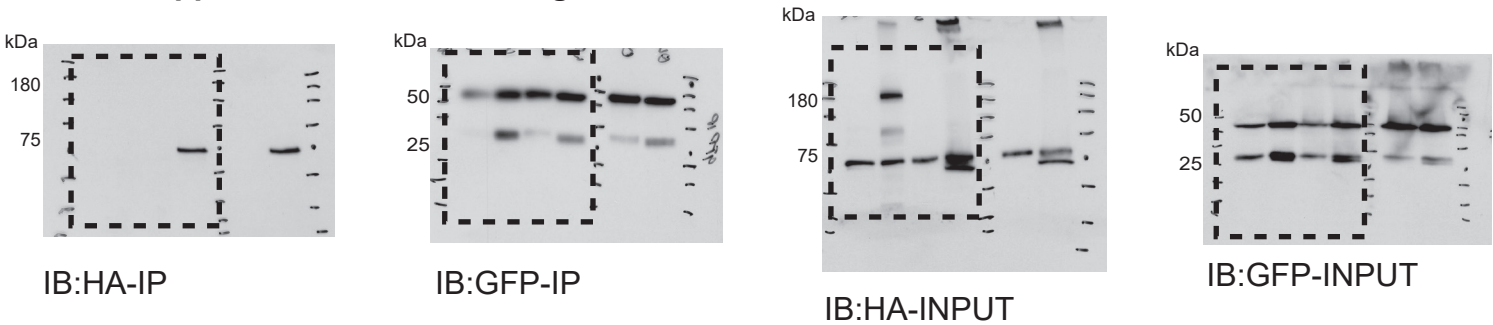

6. Uncropped Western blots for Supplementary figure 5b

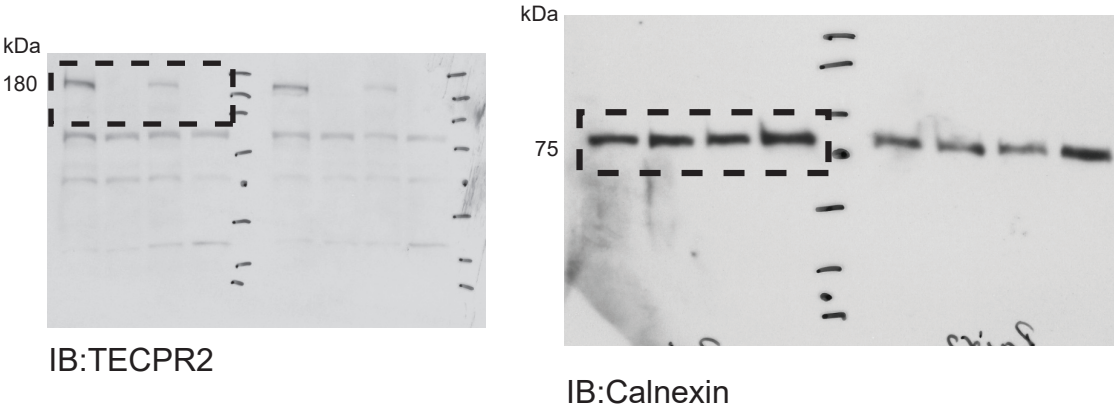

7. Uncropped Western blots for Supplementary figure 5d

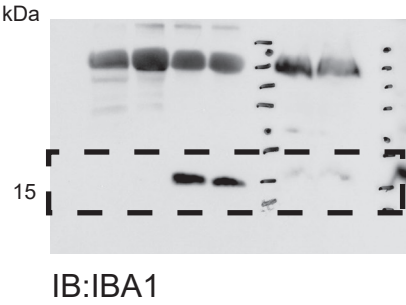

8. Uncropped Western blots for Supplementary figure 5e

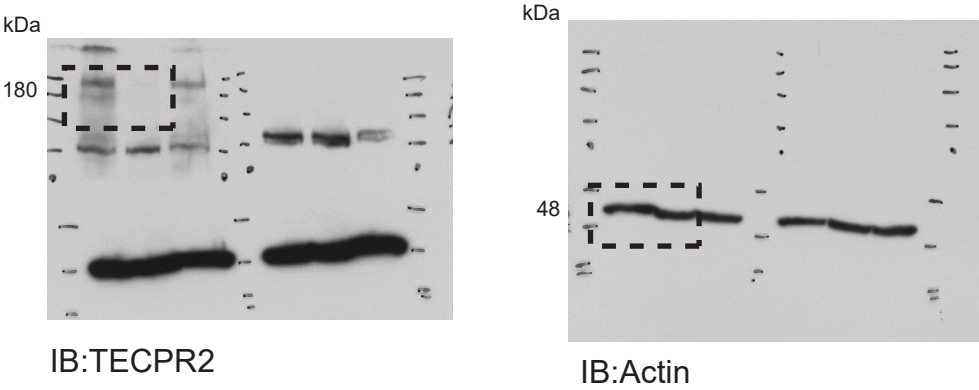

## 9. Uncropped Western blots for Supplementary figure 6a

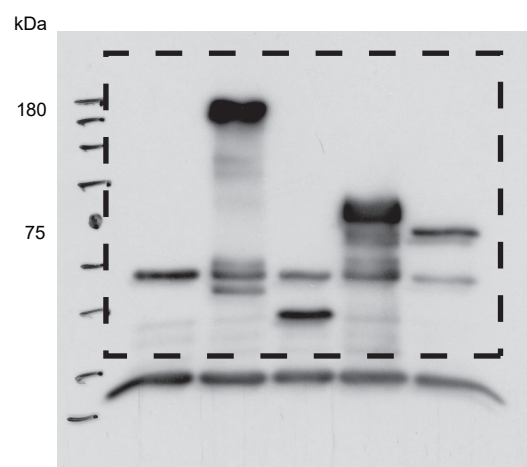

IB:HA-IP

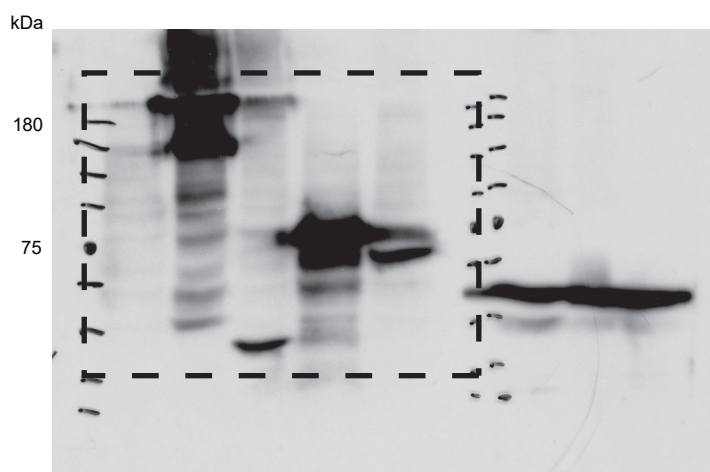

IB:HA-INPUT

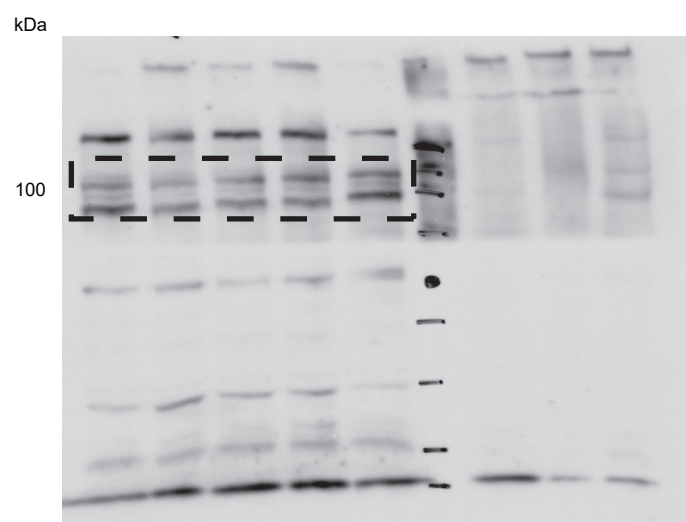

IB:TRAPPC9-IP

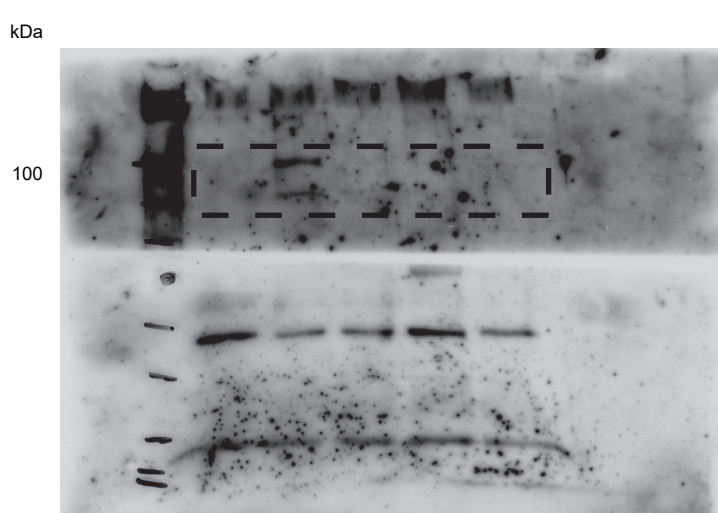

IB:TRAPPC9-INPUT

## 10. Uncropped Western blots for Supplementary figure 6b

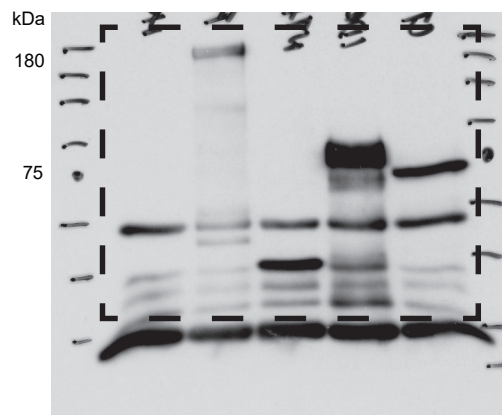

IB:HA-IP

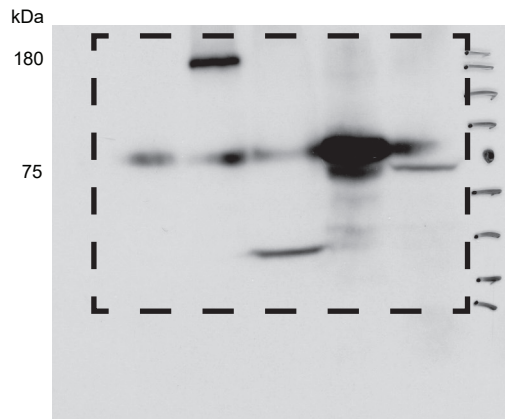

IB:HA-INPUT

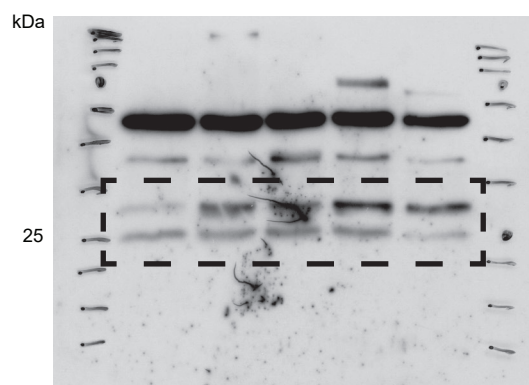

IB:VAPB-IP

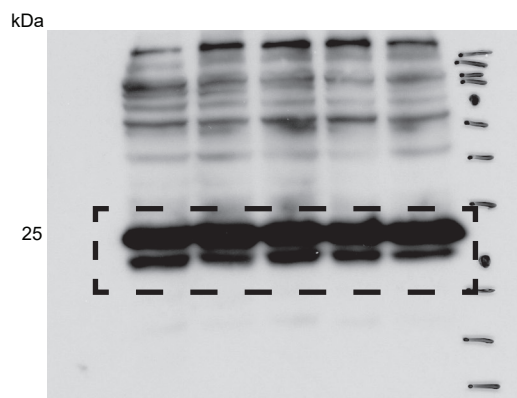

IB:VAPB-INPUT

## 11. Uncropped Western blots for Supplementary figure 6c

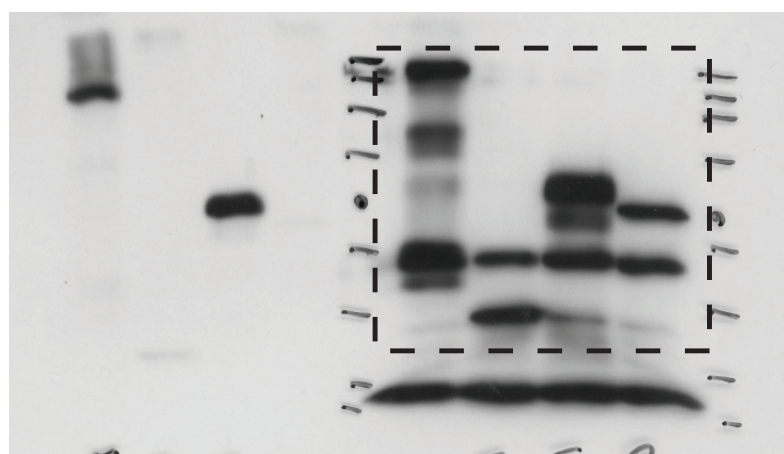

IB:HA-IP

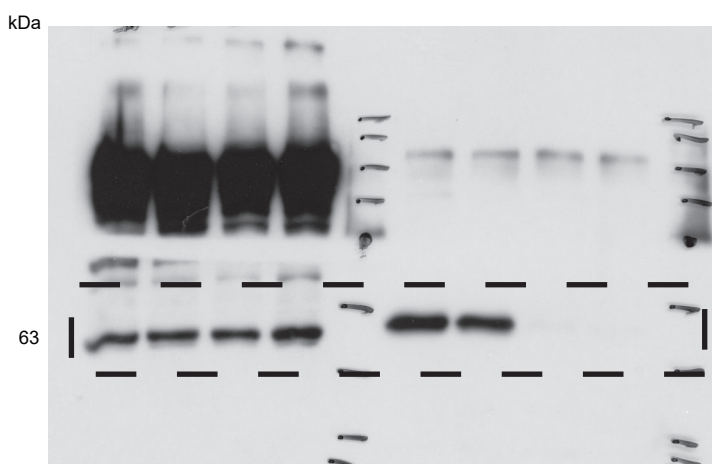

IB:DTNBP1-INPUT & IP

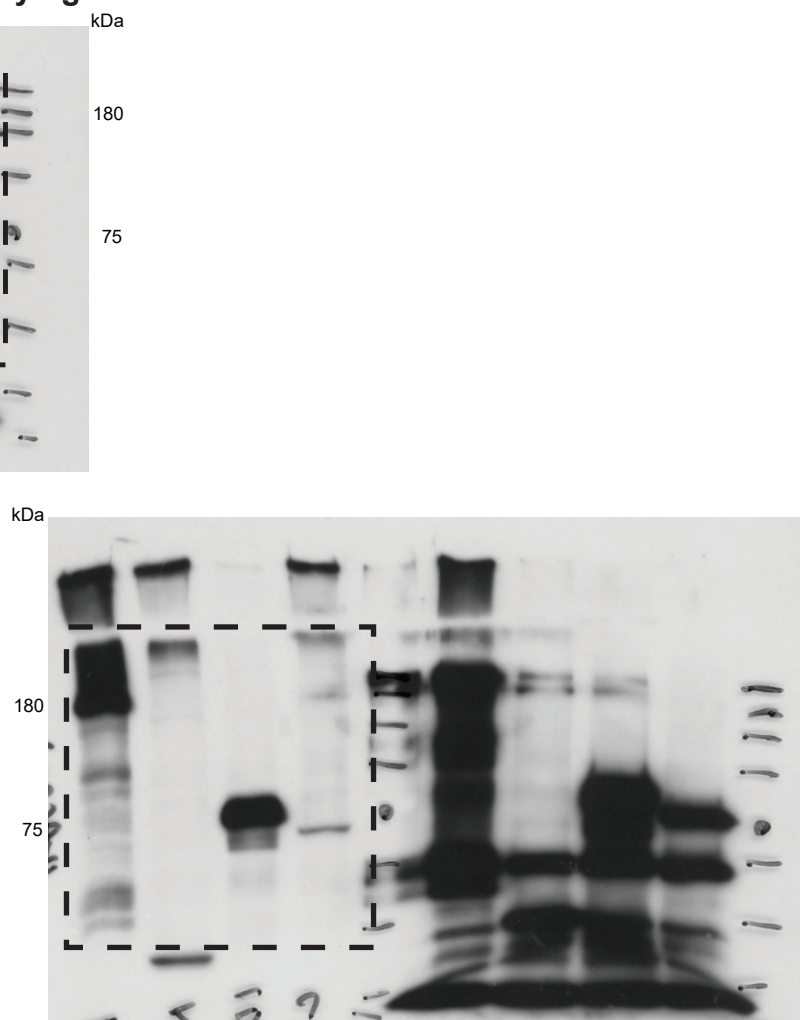

IB:HA-INPUT

12. Uncropped Western blots for Supplementary figure 6d

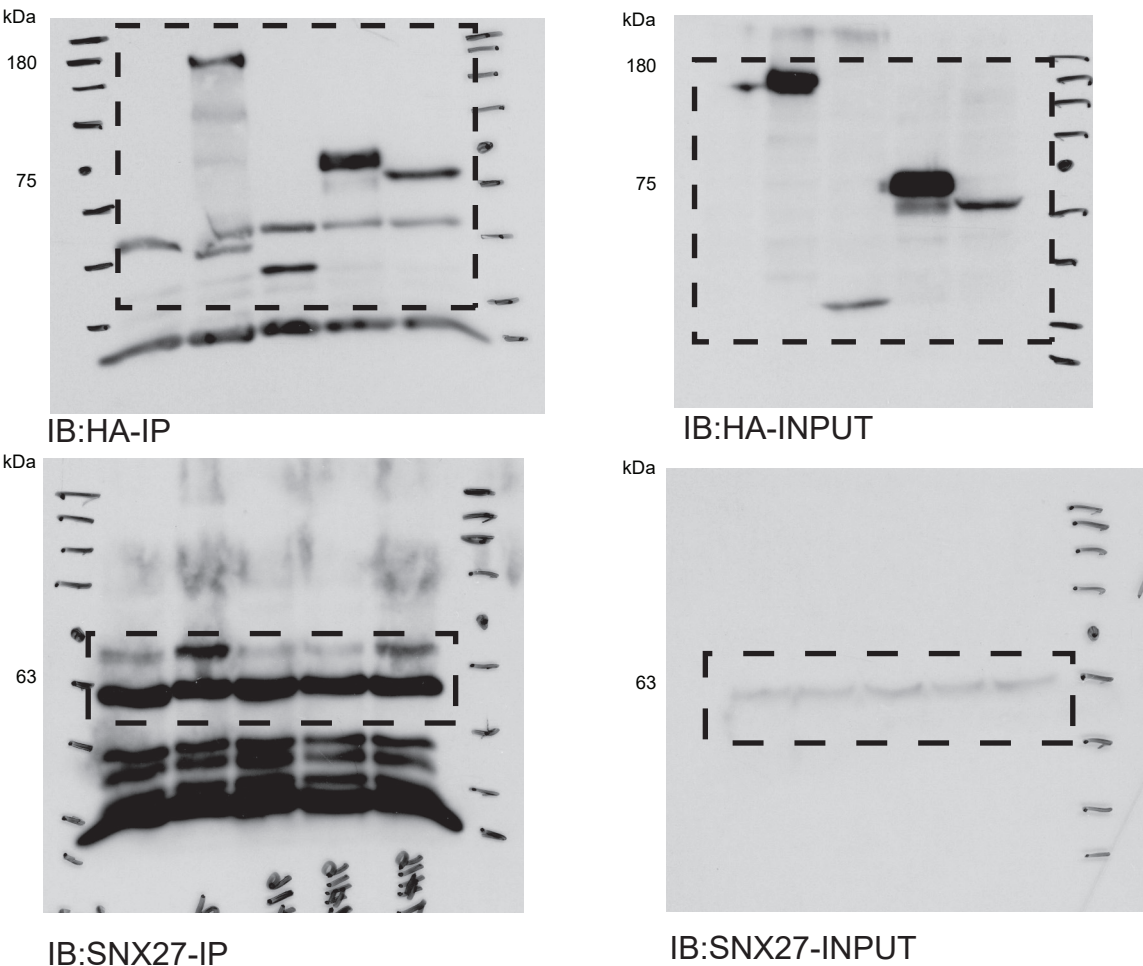

13. Uncropped Western blots for Supplementary figure 6e

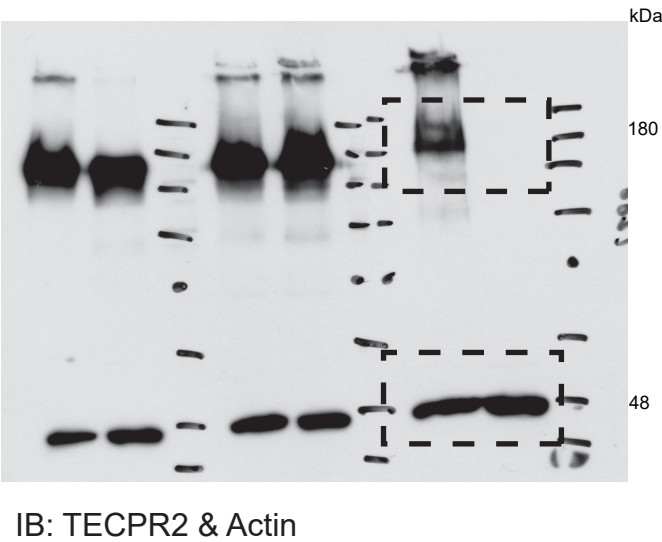

14. Uncropped Western blots for Supplementary figure 7f

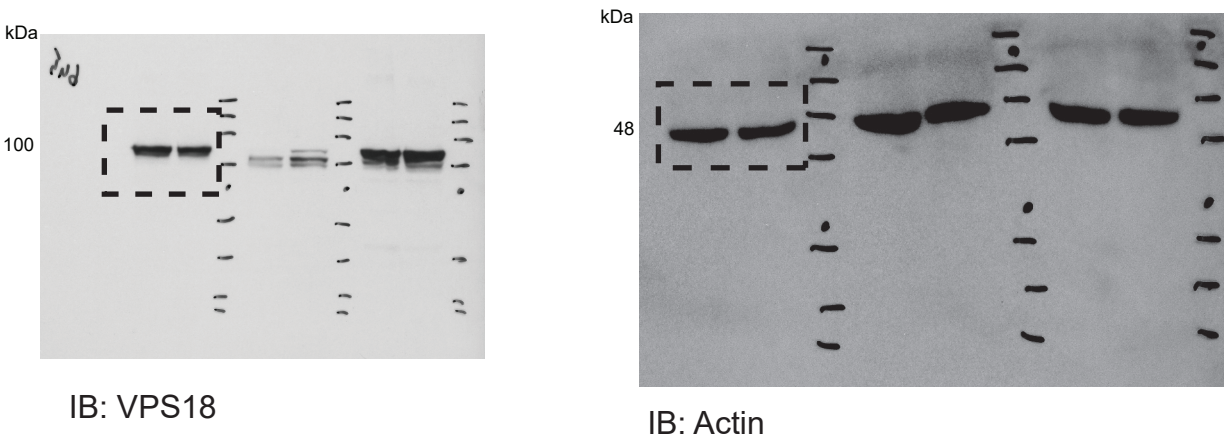

### 15. Uncropped Western blots for Supplementary figure 7g

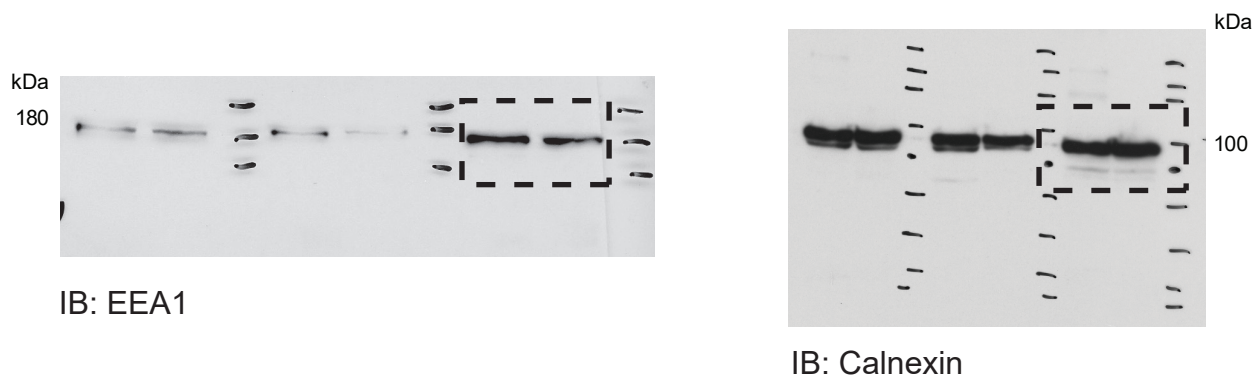

### 16. Uncropped Western blots for Supplementary figure 7h

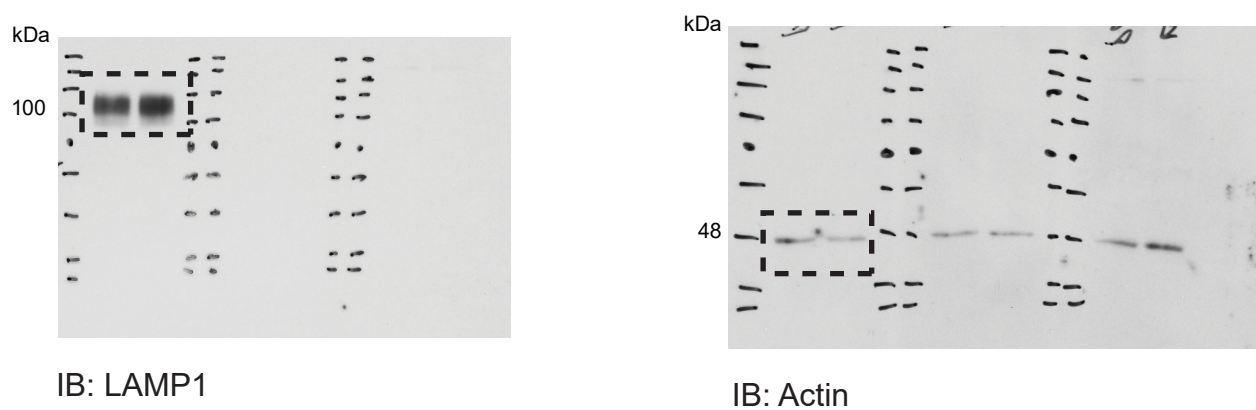

### 17. Uncropped Western blots for Supplementary figure 7i

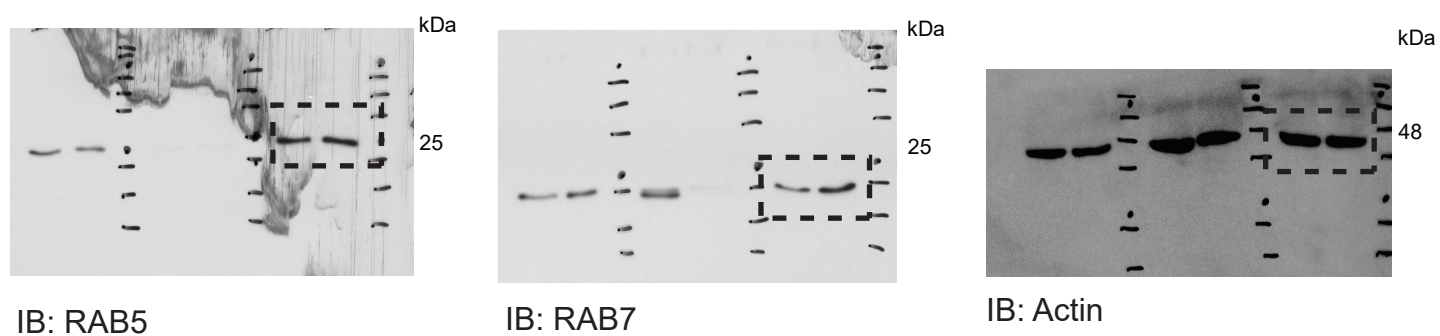

**Supplement:** Supplementary file 11 — Uncropped Immunoblots

How the deposited data were processed for this re-analysis (not part of the article)

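Whole brain RNA of 8 Tecpr2 ki/ki and 8 wt/wt mice, all males of 5 months, was sequenced by the authors as stranded total RNA libraries after depletion of ribosomal RNA. According to the paper's methods, reads were trimmed with trim_galore, aligned to GRCm39 with STAR and counted per gene with summarizeOverlaps in the mode IntersectionNotEmpty, and the authors tested genes with the Wald test of DESeq2. The conditions of the 16 mice were taken from the sample labels, and the sex and age from the paper.

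The values that the authors deposited are a score per gene and mouse: linear normalized values, rounded to whole numbers, whose normalization the paper's text does not name. The table of all mice and the 16 tables of single mice hold the same values (16 of 16 columns identical). Raw counts and a quasi-likelihood count test had at first been set as the main analysis. Because the values are normalized and rounded, that test was not run, and limma was used on log2(value + 1) instead, so the limma settings were chosen after the data had been seen. Rounding merges neighbouring counts, and raw counts were not restored from the values.

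Totals per mouse lay between 11964284 and 12252324. The factor of each library was estimated from the whole numbers that division and rounding skip or repeat among low values, by maximum likelihood. In simulated libraries with 4 known factors, the largest error of the estimate was 0. The factors lay between 0.7714 and 1.2784, and the reads on genes that they imply lay between 9.23 and 15.39 megareads. To look for libraries sequenced from the same RNA, the difference between each of the 120 pairs of mice was set against counting noise over 13759 genes. The ratio of variances lay between 1.56 and 3.20 (median 2.18), and no pair was at or under 1.

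Of 55404 genes, 52020 had a symbol from Supplementary Table 2 or from the GENCODE annotation of GRCm38, which served for symbols, gene positions, transcript sequences and the order of neighbouring genes. Genes were tested when their values summed to more than 16 (30154 genes) and exceeded 5 in at least 4 mice of a genotype (23244 genes). The model had the genotype as its only term and was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust), with Benjamini-Hochberg adjustment over all tested genes. Single values were compared with exact two-sided permutation tests over all 12870 splits of the 16 mice, so that the smallest possible p is 0.000155. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these tests, Biopython 1.88 for sequences and matplotlib 3.10.9 for the figures. The limma steps were tested on counts simulated with the means and depth factors of these mice, divided and rounded, in which 200 genes with mean values above 200 were changed. All 200 changed genes were recovered at an adjusted p under 0.1, 20 of 22988 unchanged genes were called, 1.05% of the unchanged genes had an unadjusted p under 0.01, and the median absolute error of the log2 fold change was 0.0266. A gene list shifted on purpose had a camera p of 1.15e-15, and 2 other lists had a p under 0.01. The simulated biological coefficient of variation was 0.04 for every gene. Changes as small as those of Ctsd and Apoe, or in genes with values as low as those of Cd68 and Trem2, were not among the 200. The recovery of such changes was therefore not tested. Genes were drawn independently of each other, so the preset correlation of camera was not tested either.

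Gene lists were tested with limma's camera (preset correlation 0.01), camera with an estimated correlation, and fry, with Benjamini-Hochberg adjustment over 21 lists and a threshold of 0.05. The lists were complement, DAM, homeostatic microglia, reactive astrocyte, astrocyte, oligodendrocyte, pan-neuronal, endothelial, choroid plexus, striatum, activity-regulated, lysosome, HOPS and RAB5, autophagy, Hox, mitochondrially encoded, complex I nuclear, mitochondrial import, glutamate receptors, GABA receptors, and focal adhesion integrins. The last 7 lists were made by the first letters of gene symbols, so that they also hold some antisense, pseudogene and binding-protein symbols. They were written after Supplementary Table 2 had been read and not changed later. Comparisons between lists were repeated without the genes of that table, a step added after the data had been seen. A list of caudal brainstem and spinal cord genes was added after the data had been seen. List scores per mouse are means of log2(value + 1) after scaling each library to a total of 1000000, compared by exact permutation tests, and correlations across the 16 mice were tested with 100000 resamples and those within a genotype with all orders of its 8 mice.

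The rule for the genes named was set at the start: Tecpr2; the genes that the paper names for whole brain transcriptomics, Fig. 3e, Fig. 5b, the medulla, the hindbrain DAM signature and the histology markers; HOPS subunits and RAB5; the 10 genes with the smallest p and the 5 largest rises and falls at an adjusted p under 0.1; and members of the gene lists at that threshold. Gm28438, Tbc1d9, Ide, Btaf1 and Fgfbp3 were added after their values had been seen. A gene that falls under this rule is not reported here. The copy of Supplementary Table 2 used here lacks 1 of 259 genes, and the copy of the NanoString table is incomplete, so that neither was used for an overlap test. CSF, medulla and microglia proteomics and the NanoString measurements were not analysed here, and the IPA analysis was not rerun.

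Alternatives that were set before the data were examined, for the count test, and then carried over to limma were upper-quartile scaling, no robust variance, the filter on the sum alone, no filter, the replicate number as a block, each mouse left out in turn, fry, an estimated correlation in camera, and a prior of 0.1 for the list scores. Those that need raw counts were not run. The choice between robust and other variance had been set for the count test, and its form in limma was chosen after the data had been seen. Chosen after the data had been seen were pseudocounts of 0.5 and 5, a mean value above 20 as the filter, no variance trend, quantile normalization, the first residual component as a covariate and the depth factor as a covariate. Pseudocounts of 2 and 10 were tried once while the settings were chosen.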

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

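The tests below were chosen after the results had been seen, except the comparisons of transcript sequence, which were set before their outcome was known. In 82 groups of 8 mice checked for a mouse far from the others of its genotype, 2 were found where chance gives about 4.1.

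Tecpr2 ki/ki mouse 7 had the lowest Aqp4 value of its genotype, 2195 against 2245 to 2287 in the other 7 mice, a gap of 0.543 of the whole range, above the 95% limit of Dixon's test for 8 mice. It still lay above every wt/wt mouse, the highest of which had 2114. Without this mouse the difference between the genotypes was 221 instead of 212. The depth factor of its library, 0.9267, lay within the range of the others, so a lack of reads is not seen. No biological explanation was tested.

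Tecpr2 ki/ki mouse 3 had the highest DAM score, 4.26 against 4.17 to 4.20 in the other mice of its genotype, a gap of 0.634 of the range. Its depth factor was 0.9791. The difference between genotypes was 0.134 with and 0.125 without this mouse, and of the 7 other Tecpr2 ki/ki mice each scored above all wt/wt mice. Cd68, a member of the list, had an adjusted p of 0.0431 with and 0.155 without this mouse (limma, Benjamini-Hochberg), and lost its call without any of 4 other mice too. A biological difference between single mice was not tested.

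Among the genes at an adjusted p under 0.1 were 4 that the paper lists in Supplementary Table 2 without an adjusted p and does not discuss. Gm28438 was named after its values had been seen. Itgax (ENSMUSG00000030789, chromosome 7) had a log2 fold change of 1.262 (standard error 0.3003, limma with Benjamini-Hochberg adjusted p = 0.0681), with values of 6 to 10 in Tecpr2 ki/ki and 1 to 7 in wt/wt mice. It is a member of the DAM and the complement list. Reads shared with a near copy are argued against for Itgax, since 10.7% of the 31-base words of its transcripts occur in other genes. The values are low, and the call was lost in 12 of the 16 fits that left out 1 mouse, with adjusted p-values up to 0.163. That Itgax rises with the other DAM genes remains a hypothesis.

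Gm36037 (ENSMUSG00000118380), a long non-coding RNA gene on chromosome 18 that the GRCm38 annotation lists under another name, had a log2 fold change of 1.283 (standard error 0.297, limma with Benjamini-Hochberg adjusted p = 0.0517), with values of 6 to 15 in Tecpr2 ki/ki and 1 to 11 in wt/wt mice. Of its 31-base words 3.1% occur in other genes, so shared reads are argued against here as well. The call was lost in 7 of the 16 fits that left out 1 mouse (adjusted p up to 0.172). Reads of pre-mRNA in this stranded total RNA protocol were not tested as a source.

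The pseudogenes Gm28438 and Gm11966 were lower in Tecpr2 ki/ki mice. Gm28438 had a log2 fold change of -0.07197 (standard error 0.0169, limma with Benjamini-Hochberg adjusted p = 0.0681), and 99% of its 31-base words occur in the mitochondrial gene mt-Nd3. The mean value of mt-Nd3 was 7530.5 in Tecpr2 ki/ki and 7905 in wt/wt mice, close to the 7533 and 7917 of Gm28438, and its log2 fold change was -0.07 (limma with Benjamini-Hochberg adjusted p = 0.135). Gm28438 may therefore only repeat the reads of mt-Nd3. Gm11966 had a log2 fold change of -0.7823 (standard error 0.191, limma with Benjamini-Hochberg adjusted p = 0.0883), with values of 8 to 17 in Tecpr2 ki/ki and 16 to 24 in wt/wt mice. For Gm11966, 100% of the 31-base words occur in Atp5j, whose log2 fold change was -0.02 (limma with Benjamini-Hochberg adjusted p = 0.971). Its reads could have come from Atp5j, and how they were assigned was not tested. Of the 16 fits that left out 1 mouse, 9 lost the call of Gm28438 (adjusted p up to 0.221) and 12 that of Gm11966 (adjusted p up to 0.211). Without the variance trend, chosen after the data had been seen, the adjusted p of Gm28438 was 0.818.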

How the results depend on the processing

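The counts of genes, the named genes and the gene list tests were recomputed under the alternatives that apply to them. The processing summary names these alternatives and says when each was chosen. List scores were recomputed only with a prior of 0.1, apart from the DAM score without Tecpr2 ki/ki mouse 3. The differences between lists, the correlations and the exact tests of single genes were not recomputed under these alternatives. Without a filter on low values, 20 instead of 31 genes had an adjusted p under 0.1, over 41926 instead of 23244 tested genes; 19 of the 20 were among the 31. The unadjusted count rose from 362 to 515, and the cause was not tested. Among the alternatives chosen after the data had been seen, limma without the variance trend gave 15 genes, 4 of the 10 genes named in the text (9 with the trend) and 11 of the genes of Fig. 3e (26 with it), and the first residual component as a covariate gave 55 genes; the cause was not tested. With quantile normalization 82.35% of 34 called genes were higher in Tecpr2 ki/ki mice, against 70.97% of 31. With upper-quartile scaling 30 genes were called, without robust variance 29, with the sum filter alone 31, with the depth factor as a covariate 24, with a mean value above 20 as the filter 35, and with pseudocounts of 0.5, 2, 5 and 10 there were 31 each. The fits that each left out 1 mouse gave from 25 to 40 genes. For the gene lists, fry gave 7 and camera with an estimated correlation 7 instead of 13. In the 6 lists lost the estimated correlation between genes was from 0.144 to 0.434, above the preset 0.01. The fits that left out 1 mouse gave from 11 to 16 lists.

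Of 46 named genes, none changed to the opposite direction in the alternatives that gave a value. There were 28 such alternatives for 42 genes and 27 for Clec7a, Gm36037, Itgax and Gm11966, which a mean value above 20 as the filter left out. Genes named only as mitochondrial proteins of the medulla, further hindbrain DAM genes, histology markers or HOPS and RAB5 genes are not among the 46. The 46 genes were mostly named for a difference in these mice, so a stable direction was likely in advance. With quantile normalization Slc1a2 had no difference left (adjusted p = 1). That method sets values by rank within a library, and Slc1a2 is among the genes with the highest values. Its lost difference may therefore only reflect an unchanged rank. Of the 31 with an adjusted p under 0.1, 10 kept it in all 28 alternatives (Tecpr2, Gfap, C4b, C1qa, C1qb, Mpeg1, Ctss, Padi2, Aqp4, Tbc1d9b) and 21 lost it in at least 1; 7 other genes gained it in at least 1. Single calls of these genes were lost in 19 and gained in 7 cases under alternatives set at the start, lost in 91 and gained in 14 with 1 mouse left out, and lost in 30 and gained in 9 under those added later. With the depth factor as a covariate, Cd68 had an adjusted p of 0.164 and 8 of the 10 genes named in the text were called.

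The sign of 4 list medians near 0 changed. Across the 16 fits that each left out 1 mouse, the median ranged from -0.0161 to 0.00211 for endothelial genes (main value -0.00868), from -0.0166 to 0.00542 for HOPS and RAB5 (main value -0.00438), and from -0.0107 to 0.00346 for mitochondrial import. With quantile normalization the gene list HOPS and RAB5 had a median of 0.0028244. With the depth factor as a covariate, it was 0.00636 for HOPS and RAB5, 0.00110655 for the gene list mitochondrial import and -0.00133 for focal adhesion integrins (main value 0.0162). Endothelial, HOPS and RAB5, and mitochondrial import had no adjusted p under 0.05 in these fits, whereas focal adhesion integrins had one without Tecpr2 ki/ki mouse 3 or wt/wt mouse 6 or 8 (lowest 0.0330). With a mean value above 20 as the filter, no Hox gene was left to test.

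Mice of both genotypes carry the numbers 1 to 8. With the replicate number as a block (replicate block), 419 genes had an unadjusted p under 0.01, 46 an adjusted p under 0.1, and 13 lists an adjusted p under 0.05. The deviations of mice with the same number correlated between -0.0504 and 0.152 over 11237 genes, above 0.1 in 1 of 8 pairs, against -0.137 to 0.118 for mice with different numbers, so the numbers do not pair the mice.

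Not run, because they need raw counts, were the DESeq2 size factors for genes and for list scores, the DESeq2 Wald test, filterByExpr and a surrogate variable from svaseq.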

Differences from the paper's values

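The paper reports an average of 24 megareads per sample, and the values here imply a mean of 12.241 megareads per mouse. The paper's number is that of sequenced reads, and the number here is what was counted on genes. Whether either counts single reads or read pairs is not stated; if the number here counts pairs of 2 reads, it stands for 24.482 megareads. Of the alternatives set before the data were examined, only leaving out a mouse applies to this number, and it gave 12.031 to 12.441 megareads, none within 1.5 times of the paper's number.

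The numbers of genes were 362 here against the paper's 259 at an unadjusted p under 0.01, and 31 against the paper's 32 at the adjusted threshold.

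The paper counts Apoe, Scg2, Camk4, Dync1li1 and Vgf among the genes that pass its adjusted threshold, and here their adjusted p-values were 0.420, 0.106, 0.135, 0.131 and 0.404 (limma, Benjamini-Hochberg). Among the alternatives set before the data were examined, for a count test, and carried over to limma afterwards, Apoe passed without robust variance (adjusted p = 0.0454), with the replicate number as a block (5.72e-05) and without wt/wt mouse 4 (0.0141) or 7 (0.0880). Scg2 passed with the block (0.0918) and without Tecpr2 ki/ki mouse 3 (0.0952) or wt/wt mouse 2 (0.0337). Camk4 passed without Tecpr2 ki/ki mouse 7 (0.0793) or wt/wt mouse 6 (0.0954). Dync1li1 passed with the block (0.0941) and without Tecpr2 ki/ki mouse 3 (0.0977) or 6 (0.0888) or wt/wt mouse 7 (0.0806). Vgf passed without robust variance (0.0120), with the block (0.0251) and without Tecpr2 ki/ki mouse 1 (0.0469). Among alternatives chosen after the values had been seen, the first residual component as a covariate gave 0.0107 for Apoe, 0.0553 for Scg2, 0.0800 for Camk4 and 0.0755 for Dync1li1, and a mean value above 20 as the filter gave 0.0919 for Scg2 and 0.0968 for Dync1li1. The other alternatives with values per gene did not bring any of these 5 genes under 0.1; for pseudocounts of 2 and 10 only the counts of genes were taken.

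Itgax, Gm36037, Gm28438 and Gm11966 passed the adjusted threshold here, while the paper's table gives no adjusted p for them. Supplementary Table 2 also lists genes that had an unadjusted p of 0.01 or more here: of the 255 tested, 247 were under 0.01.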

Other observations

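The tests below were chosen after the results had been seen, except that of the stop codon position and that of the guide against Tbc1d9b transcripts. How often other divisions of the 16 mice into 8 and 8 give results as large was counted over 100 divisions, the real one included. For the number of genes at an unadjusted p under 0.01, 6 of 100 divisions gave as many as the real one (362), the others giving up to 430 (median 199). A chance division of the mice could therefore give this number. For the genes at an adjusted p under 0.1, 1 of 100 divisions reached 31, namely the real one, and the others gave 0 to 13. For the gene lists in camera, 1 of 100 reached 13, again the real one, and the others gave 0 to 12 (median 3).

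The lower Tecpr2 mRNA may follow from nonsense-mediated decay, as a hypothesis. The stop codon of the shifted frame lies 567 bases upstream of the last exon junction, in exon 16 of 20, where that pathway acts on stops more than about 55 bases upstream. This test reads the position only and measures no decay. A change that reaches the genes beside Tecpr2 is argued against: of 48 tested genes within 1 Mb, 0 had an adjusted p under 0.1 and 4 an unadjusted p under 0.05. Other effects of the edit on transcription or splicing of Tecpr2 were not tested.

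Tbc1d9b had, after Tecpr2, Gfap and C4b, the smallest p of all genes tested, and it is shown in Fig. 3e without discussion. Reads shared with its paralog Tbc1d9 are argued against, because the mean of Tbc1d9 changed by -31.62 and did not rise while that of Tbc1d9b changed by -310.62. A cleavage by the guide in an exon of Tbc1d9b is argued against as well, because the site closest to the guide beside an NGG in its annotated transcripts has 7 mismatches; introns were not searched. A change across the genes beside it is argued against, because of 32 tested genes within 1 Mb 0 had an adjusted p under 0.1 and 1 an unadjusted p under 0.05. An effect of the Tecpr2 genotype, or a variant near Tbc1d9b that came with the founder, could both explain the fall, and these tests leave both open.

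A lower depth of the Tecpr2 ki/ki libraries was tested as an explanation for the glial genes named in the paper. With the depth factor as a covariate, 8 of the 10 genes kept an adjusted p under 0.1 in limma's test, which argues against depth as the whole cause. Cd68 and Apoe were the others, and Apoe had not passed without the covariate either.

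If Tecpr2 ki/ki brains only held more microglia of unchanged state, the DAM and the homeostatic microglia genes would rise alike. Without shared genes, the DAM score rose by 0.06425 more (exact two-sided permutation test, p = 0.002176). However, 8 of the 32 DAM and 2 of the 18 homeostatic genes are in Supplementary Table 2, which the study chose on these mice. Over the other 24 and 16 genes the lists differed by 0.01839 (exact two-sided permutation test, p = 0.3117). The genes left out had been picked because they changed in these mice, so their removal lowers the difference by construction, as their presence raises it. Neither comparison decides. More microglia and a change of state within microglia cannot be told apart here, because the lists were written after that table had been read and whole brain values do not separate cells.

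The Hox list, 3 genes with low values, had a median of 0.72 (camera with Benjamini-Hochberg adjusted p = 0.00207, limma). This median was 0.219 with the sum filter alone and 0.117 without a filter, and ranged from 0.530 to 1.15 with 1 mouse left out (lowest without wt/wt mouse 7, highest without Tecpr2 ki/ki mouse 8). The median depends on these settings, and its score was higher by 0.28 in Tecpr2 ki/ki mice (exact permutation p = 0.00948, with 7 of 8 mice above all wt/wt mice). With a prior of 0.1 the score was higher by 0.76. The exact permutation p was then 0.0194, and 0.0611 after Benjamini-Hochberg adjustment over the lists. More caudal brainstem in the dissected tissue could raise Hox genes. The added list of 12 caudal brainstem and spinal cord genes had a median of 0.00054 and a score difference of -0.0039 (exact permutation p = 0.862), and the difference between the lists was 0.2881 (exact permutation p = 0.00373), but 2 of the 3 Hox genes are in Supplementary Table 2. With the remaining 1 gene the difference was 0.1287 (exact permutation p = 0.2906). This decides nothing, since the genes left out had been picked because they changed. The full comparison rests on the same picked genes, so whether the tissue taken held more caudal brainstem is left open. White matter or other caudal cells were not tested. Fry gave the Hox list an adjusted p of 0.0666. Across the 16 mice the Hox score correlated with the DAM score (Pearson r = 0.714, permutation p = 0.00159; Spearman rho = 0.662, permutation p = 0.00663; Benjamini-Hochberg adjusted over 9 correlations 0.0143 and 0.03996). Without the 2 mice farthest from the median, r was 0.550. Within genotypes r was 0.490 in Tecpr2 ki/ki mice (exact permutation p = 0.247) and 0.432 in wt/wt mice (exact permutation p = 0.274), so the relation was not shown within a genotype.

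Genes of the striatum list were lower in Tecpr2 ki/ki mice, 15 of 15 with a median of -0.07 (limma's camera with Benjamini-Hochberg adjusted p = 1.85e-10), and the score was lower by 0.07292 (exact permutation p = 0.000311). A lower share of neuronal RNA is argued against as the whole cause, because the pan-neuronal score fell less, by 0.02277 (exact permutation p = 0.0525), and the lists differed by -0.05015 (exact permutation p = 0.001554). Of the striatum list 3 genes are in Supplementary Table 2, and over the other 12 the lists differed by -0.03676 (exact permutation p = 0.0272). Loss or lower activity of striatal neurons, or less striatum in the tissue taken, may be behind this, as hypotheses that were not tested. Pooled over 16 mice, the striatum and the DAM score correlated negatively (Pearson r = -0.608, permutation p = 0.0139, adjusted 0.0626; Spearman rho = -0.641, permutation p = 0.00888, adjusted 0.03996; r = -0.617 without the 2 mice farthest from the median). Within genotypes the sign was the opposite (r = 0.457 in Tecpr2 ki/ki, exact permutation p = 0.271, and 0.658 in wt/wt mice, exact permutation p = 0.0740), so the pooled relation was not seen within a genotype. The choroid plexus and the DAM score were not significantly related (Pearson r = -0.381, permutation p = 0.144; Spearman rho = -0.415, permutation p = 0.112; r = -0.159 without the 2 mice farthest from the median; within genotypes -0.0917 and -0.502).

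Of the remaining lists in limma's camera test with Benjamini-Hochberg adjustment, the median log2 fold change was 0.04 for reactive astrocyte (adjusted p = 0.000632) and 0.04 for astrocyte genes (adjusted p = 6.12e-05), -0.02 for oligodendrocyte (adjusted p = 0.0776), -0.03 for pan-neuronal (adjusted p = 0.000204), -0.0087 for endothelial (adjusted p = 0.862), -0.05 for choroid plexus (adjusted p = 0.0194), and -0.0044 for HOPS and RAB5 genes (adjusted p = 0.549). The choroid plexus list lost its adjusted p under 0.05 in 8 alternatives, 5 of which left out 1 mouse (adjusted p up to 0.106, without Tecpr2 ki/ki mouse 5), and fry gave 0.268; its median ranged from -0.0670 to -0.0297. With 1 mouse left out, the median ranged from 0.026 to 0.078 for reactive astrocyte and from 0.025 to 0.049 for astrocyte genes. The camera adjusted p of both lists stayed under 0.05 in these fits (highest 0.00434 and 0.00180). In another alternative the reactive astrocyte median reached 0.083. Of the reactive astrocyte genes, 9 were higher and 6 lower in the main fit, and Gfap alone had an adjusted p under 0.1 (limma, Benjamini-Hochberg). The signs for endothelial, and for HOPS and RAB5 genes, changed in some of the alternatives.

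Ide (ENSMUSG00000056999), on chromosome 19 of GRCm38 from 37268743 to 37337852, did not differ between genotypes (exact permutation p = 0.636) but ranged from 600 to 1111 in Tecpr2 ki/ki and from 602 to 1330 in wt/wt mice. Its spread within genotypes was 9.622 times the counting noise, rank 22 of 8542 genes with a mean value above 200. The within-genotype SD of Ide was 0.4674 against a counting SD of 0.04857, and the median ratio of the 8542 genes was 1.238. This argues against counting noise as the whole cause of the spread of Ide. Of the 4 nearest protein-coding genes with a mean value above 200, Btaf1 had a spread at percentile 99.6 of genes at its level, with a ratio of 5.7 and values of 735 to 1083 in Tecpr2 ki/ki and 737 to 1222 in wt/wt mice. The others did not stand out (March5 at percentile 79, Exoc6 at 44.8, Cpeb3 at 30.8), and Cpeb3 and March5 lie between Btaf1 and Ide. Ide and Btaf1 were both highest in Tecpr2 ki/ki mice 6, 7 and 8 and in wt/wt mice 2, 3 and 6. Fgfbp3, a gene with lower values, was highest in the same mice. It had 53 to 55 against 31 to 45 in the other Tecpr2 ki/ki mice, and 66 to 72 against 27 to 55 in the other wt/wt mice. A copy-number difference could lie behind the spread of Ide and Btaf1, and these values neither show nor exclude it.

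Values of genes that the paper names for other tissues or ages are given for whole brain at 5 months only. Of the 16 genes that Fig. 5b shows as shared with the hindbrain NanoString panel, 15 were higher in Tecpr2 ki/ki mice and Ywhaz lower, all 16 had an unadjusted p under 0.01, and 9 had an adjusted p under 0.1 in limma's test; the paper had chosen them on these mice. Among them Clec7a had a log2 fold change of 1.04 (standard error 0.306, limma with Benjamini-Hochberg adjusted p = 0.299) at values of 4 to 13 against 1 to 6. Of the 6 genes shared with the forebrain panel, 5 were higher, all 6 had an unadjusted p under 0.01 and 0 had an adjusted p under 0.1 (lowest 0.131). Of 7 further DAM genes that the paper names for the hindbrain, 6 were tested, 5 were higher, 2 had an unadjusted p under 0.05 and 0 an adjusted p under 0.1.

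For proteins that the paper reports in the medulla, the mRNAs of C1qa, C1qb, C4b and Ctss were higher here, 4 of 4 with an adjusted p under 0.1 in limma's test. Of the 9 genes of mitochondrial proteins, 7 were higher and 2 lower, with log2 fold changes from -0.04 to 0.07, 0 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.1. Of 12 genes of histology markers, Gfap and Cd68 not counted, 1 had an unadjusted p under 0.01 and 0 an adjusted p under 0.1 (log2 fold changes from -0.08 to 0.04). Gfap and Cd68, which the paper also stained, were higher here, with log2 fold changes of 0.58 and 0.49 and limma and Benjamini-Hochberg adjusted p-values of 4.67e-27 and 0.0431. Of 9 HOPS and RAB5 genes, 1 had an unadjusted p under 0.05 and 0 an adjusted p under 0.1.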
